# Blockage of the Epithelial-to-Mesenchymal Transition Is Required for Embryonic Stem Cell Derivation

**DOI:** 10.1016/j.stemcr.2017.08.006

**Published:** 2017-09-14

**Authors:** Mehdi Totonchi, Seyedeh-Nafiseh Hassani, Ali Sharifi-Zarchi, Natalia Tapia, Kenjiro Adachi, Julia Arand, Boris Greber, Davood Sabour, Marcos J. Araúzo-Bravo, Jörn Walter, Mohammad Pakzad, Hamid Gourabi, Hans R. Schöler, Hossein Baharvand

**Keywords:** mouse, ESC derivation, EMT

## Abstract

Pluripotent cells emanate from the inner cell mass (ICM) of the blastocyst and when cultivated under optimal conditions immortalize as embryonic stem cells (ESCs). The fundamental mechanism underlying ESC derivation has, however, remained elusive. Recently, we have devised a highly efficient approach for establishing ESCs, through inhibition of the MEK and TGF-β pathways. This regimen provides a platform for dissecting the molecular mechanism of ESC derivation. Via temporal gene expression analysis, we reveal key genes involved in the ICM to ESC transition. We found that DNA methyltransferases play a pivotal role in efficient ESC generation. We further observed a tight correlation between ESCs and preimplantation epiblast cell-related genes and noticed that fundamental events such as epithelial-to-mesenchymal transition blockage play a key role in launching the ESC self-renewal program. Our study provides a time course transcriptional resource highlighting the dynamics of the gene regulatory network during the ICM to ESC transition.

## Highlights

• Transcriptome data indicated a dynamic gene expression during ICM-ESC transition
• DNA methyltransferases play a prominent role in efficient ESC generation
• ESCs maintain pre-Epiblast cell identity
• EMT blockage is required for ESC derivation

## Introduction

Pluripotency is initiated in cells of the inner cell mass (ICM) and lapses shortly after implantation, coincident with the rise in lineage commitment. *In vitro* culture of ICM permits the generation of stable self-renewing pluripotent embryonic stem cells (ESCs) (Evans and Kaufman, 1981). However, ESC derivation is largely dependent upon the culture conditions. Under conventional medium, containing fetal calf serum and either feeder cells or leukemia inhibitory factor (LIF), only embryos from 129/Sv strain can efficiently give rise to ESCs and most strains of mice are refractory to ESC generation (Brook and Gardner, 1997). It is shown that the 129/Sv strain has intrinsically more preimplantation epiblast (preEpi) cells than primitive endoderm (PE) cells when compared with refractory strains such as C57BL/6 or CBA (Batlle-Morera et al., 2008). So, preventing the formation of PE cells by induction of embryonic diapause (Brook and Gardner, 1997) or use of chemical substances that inhibit Fgf4 signaling (Ying et al., 2008) led to the formation of preEpi cells with efficient capability to generate ESCs even in serum- and feeder-free culture conditions. Also, when pre-blastocyst embryos have been used for ESC derivation, it can be assumed that these embryonic stages develop mainly into preEpi cells that subsequently develop into ESCs (Nichols and Smith, 2011). But, as pluripotent preEpi cells do not exhibit self-renewability, per se, the mechanism underlying this *in vivo* to *in vitro* conversion remains controversial (Loh et al., 2015).

To address the mechanisms underlying ICM to ESC conversion in the conventional culture condition, single-cell RNA sequencing (RNA-seq) analysis showed dramatic transcriptional and epigenetic gene expression changes during ICM to ESC transition (Tang et al., 2010). These changes include the simultaneous downregulation of *Pramel5/6/7*, *Gata6*, and *Cdx2* and upregulation of *Dnmt3a* and *Hdac5*, reflecting the higher expression of epigenetic modifiers during this cell transition process (Tang et al., 2010). This study suggested that reprogramming is a major event in the cell fate conversion of ICM to ESCs. However, this mechanism may be overshadowed by the low efficiency of generating ESCs from refractory mouse strains under serum-based culture conditions, as well as the tendency of the generated cells to undergo differentiation and their propensity to heterogeneously express key naive pluripotency transcription factors (TFs) (Hassani et al., 2012).

Recent single-cell transcriptome analyses of mouse early embryos have demonstrated a high similarity between preEpi cells and ESCs grown in 2i (chemical inhibitors of MEK and GSK3) (Boroviak et al., 2015). The 2i condition supports the ground state of pluripotency, and triggers the efficient derivation and long-term maintenance of transcriptionally homogeneous ESCs. It has thus been suggested that 2i-grown ESCs are the actual self-renewing counterpart of naive preEpi cells, and that all preEpi cells are probably capable of becoming ESCs under 2i treatment (Boroviak et al., 2015).

We have recently introduced another efficient method for establishing ESCs from different refractory and non-permissive mouse strains by using PD0325901 and SB431542, chemical inhibitors of MEK, and transforming growth factor β (TGF-β) signaling pathways, respectively, which we named R2i (Hassani et al., 2014b). We showed that in the serum-free condition, R2i could support the ground state of pluripotency. Also, as well as from blastocysts, R2i could support the highly efficient ESC derivation from a wider developmental window, from single blastomeres of two to eight cell-stage mouse embryos with an efficiency of more than 2-fold higher than the 2i condition (Hassani et al., 2014a). Moreover, when cells underwent long-term passaging, they exhibited more genomic stability with R2i support compared with 2i (Hassani et al., 2014b). These salient features of R2i prompted us to evaluate the molecular mechanism(s) that underlie ICM to ESC transition. By conducting a gene expression profile at serial time points during the transition from ICM to ESCs, we discovered key regulatory genes and cellular events that are involved in this process. Besides the expression of preEpi-related genes, we found that the upregulation of DNA methyltransferases and an epithelial-to-mesenchymal transition (EMT) blockage probably have major impacts on the efficient generation of ESCs. This study reveals mechanistic insight into how transient pluripotent cells from the preimplantation embryo can perpetuate as self-renewing ESCs.

## Results

### Sampling Strategy for Gene Expression Profiling during the Transition from ICM to ESCs

To establish a gene expression signature throughout the course of ESC derivation, we initially collected samples from immunosurgically isolated ICMs from blastocysts at embryonic day (E) 3.5 and whole-blastocyst outgrowths (BOs) on days 3, 5, 7, and 9 post-plating, as well as from ESCs growing under R2i + LIF (R2i) conditions (Figure 1A). 

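The first run compared 6 groups of BALB/c samples, with 3 biological replicates in each. They were pools of ICMs of E3.5 blastocysts, BOs on days 3, 5, 7 and 9 after plating, and ESCs at passage 20. The BOs and ESCs grew in R2i, which holds 1 µM PD0325901 (PD, an inhibitor of MEK) and 10 µM SB431542 (SB, an inhibitor of the TGF-β type I receptor), with 1000 U/mL LIF. For every bead array the authors deposited raw intensities from GenomeStudio and, for each of 45281 probes, a detection p, the share of negative control beads at least as bright. Of these probes 34885 carry 1 gene symbol, 18 carry several and 10378 carry none. The authors corrected and quantile normalized the intensities with neqc of limma and tested groups with its empirical Bayes method. The raw intensities were taken through the same steps again, with an offset of 16 added before the log2 scale. A probe was kept when its detection p was under 0.05 on at least 2 arrays, which left 19531 probes, and the brightest on average stood for each of 11450 genes. BO-3 replicates 2 and 3 were used, the pair that Figure 1B shows. On BO-3 replicate 1, 26.3% of the probes were detected, against 28.9% to 35.4% on the other 17 arrays, which were fitted together. A DEG had a change of at least 2-fold and an adjusted p of at most 0.05 from limma. Lists of genes of known function, fixed before the data were examined, were tested with camera, which compares a list with all other genes. The p values were adjusted over all 373 tests of both runs, and a list passed at an adjusted p of at most 0.05. Where a gene was not detected on any array of a group, its fold is a lower bound, taken against the dimmest probes detected on those arrays. Dropping the background correction moved every DEG count of this run by over 1.5 times, and an offset of 50 every count but that of the ESCs against the ICMs. The number of arrays limits the precision.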

The mRNA extracted from these cells was pre-amplified and used for whole-genome analysis using the Illumina platform. 

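Between the ICMs and the ESCs at passage 20, Cd81, a tetraspanin of the cell surface, was 73.2-fold higher (log2 6.19, SE 0.22, adjusted p = 3.62e-13) in the ESCs, with 3 arrays in each group. Ifitm1, a membrane protein of germ cells and pluripotent cells, was at least 153-fold higher (not detected on any ICM array, adjusted p = 3.72e-16). Lpar4, a receptor for lysophosphatidic acid, and Stmn2, a regulator of microtubules, were at least 47.2-fold higher (not detected on any ICM array) and 65.5-fold higher (log2 6.04, SE 0.45, detected on 2 of 3 ICM arrays). Egr1, an immediate early target of ERK, was 160.2-fold lower in the ESCs (log2 -7.32, SE 0.20, adjusted p = 1.34e-14), and Crxos, a homeobox gene of the preimplantation embryo, was 104-fold lower (log2 -6.69, SE 0.38, adjusted p = 1.45e-10). In all 2941 DEGs separated the ESCs from the ICMs, 1596 higher and 1345 lower in the ESCs. Pearson's r over the 19531 kept probes averaged 0.883 between ICM and ESC arrays (0.874 to 0.891 over 9 pairs). Within a group it lay between 0.974 and 0.994, and these correlations run across probes, which are not independent replicates.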

Pairwise Pearson coefficient of the gene expression profiles of samples indicated a significant difference between the ICM cells and ESCs. Hierarchical clustering revealed three major clusters of ICMs, BOs, and ESCs (Figure 1B). 

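The genes named here were picked for large differences. Bhmt, an enzyme of methionine metabolism, had a log2 level of 12.03 ± 0.12 (mean ± SD, n = 3) in the ICMs, and its means lay between 4.34 and 4.92 in the BOs and ESCs. In the ESCs it was not detected. Timd2, a receptor for H-ferritin, fell from 11.13 ± 0.042 in the ICMs to 5.73 ± 0.12 in BO-3 (n = 2) and was not detected in the ESCs. Krt14, an epithelial keratin, stood at 12.11 ± 0.16 in BO-3 and 11.76 ± 0.54 in BO-9, against 5.41 ± 1.08 in the ICMs (detected on 1 of 3 arrays) and 6.71 ± 2.26 in the ESCs (2 of 3). Slc40a1, which exports iron from cells, stood at 14.15 ± 0.22 in BO-3, 7.68 ± 1.54 in the ICMs and 7.85 ± 1.64 in the ESCs. The transcription factor Olig1 was at 11.32 ± 0.28 in the ESCs, at 4.83 ± 0.064 in BO-9 and not detected in the ICMs. Over the kept probes, 14 of the 17 arrays correlated best with an array of their own group. The other 3 (BO-5 replicates 2 and 3 and BO-9 replicate 2) correlated best with a BO array of another day. When BO-3 replicate 1 was included, it correlated best with ICM replicate 3 (r = 0.945), and the lowest r within a group was 0.933.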

Dimension reduction of gene expression data by principal coordinate analysis (PCoA) depicted a molecular trajectory that reflected the transitional cascades from ICM cells to ESCs (Figure 1C). Next, we examined the differentially expressed genes (DEGs) at the indicated time points. 

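From the ICMs to the BOs on day 3 (3 arrays and 2 arrays), Slc40a1 rose 88.7-fold (log2 6.47, SE 0.72, adjusted p = 1.51e-06) and Fgf5, a growth factor of the primed epiblast, rose 82.0-fold (log2 6.36, SE 0.74, adjusted p = 2.49e-06, detected on 2 of 3 ICM arrays). Rhox6, an X-linked homeobox gene of placenta and germ cells, was at least 59.9-fold higher in BO-3 (not detected on any ICM array, adjusted p = 4.03e-12). Ctsll3, a gene of the placental cathepsin L family, rose 84.5-fold (log2 6.40, SE 1.08, adjusted p = 0.000125). Bhmt fell 147-fold (log2 -7.20, SE 0.20, adjusted p = 7.68e-14), Egr1 fell 37.2-fold (log2 -5.22, SE 0.22, adjusted p = 1.10e-11) and Khdc3, a maternal factor of the oocyte and early embryo, fell 42.5-fold (log2 -5.41, SE 0.20, adjusted p = 1.60e-12). Trim43b was at least 71.2-fold lower in BO-3 (not detected on any BO-3 array, adjusted p = 5.96e-14). This comparison gave 2345 DEGs, 1489 higher and 856 lower in BO-3. The ICMs were isolated by immunosurgery, while the BOs grew from whole blastocysts. A change over time and a difference of starting tissue therefore cannot be told apart here. ESCs and BO-9 differed in 1564 DEGs, 549 higher and 1015 lower in the ESCs. With BO-3 replicate 1 included, the dimmest array of its group, the ICMs and BO-3 differed in 1703 DEGs (1055 higher and 648 lower).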

We found 2,849 DEGs that indicated alterations (1,647 up- and 1,202 downregulated) between ICM cells and BO-3, and 1,974 DEGs (799 up- and 1,175 downregulated) between BO-9 and ESCs (≥2-fold expression change, adjusted p ≤ 0.05) (Figure 1D). We performed an unsupervised time course of gene clustering followed by gene set analysis using the Enrichr web tool (http://amp.pharm.mssm.edu/Enrichr/; Figure S1A). 

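Esrrb, a nuclear receptor of the naive state, rose 3.33-fold (log2 1.73, SE 0.17, adjusted p = 1.28e-07) from the ICMs to the ESCs, and Sox2 and Tcl1, both part of the pluripotency network, rose 3.96-fold (log2 1.99, SE 0.19, adjusted p = 1.11e-07) and 4.78-fold (log2 2.26, SE 0.15, adjusted p = 1.41e-09), each over 3 arrays per group. Dppa2, which the ICM expresses strongly, fell 5.01-fold (log2 -2.33, SE 0.19, adjusted p = 2.37e-08), and Klf5 fell 3.15-fold (log2 -1.65, SE 0.31, adjusted p = 0.000238). Of 21 naive pluripotency factors, 7 were higher in the ESCs, 5 were lower in the ESCs and 9 did not pass the test, with the same counts when adjusted over the list alone (camera, adjusted p = 0.804). The mean of this list was above 0 and its median below. Ube2c, an enzyme of the anaphase-promoting complex, rose 7.18-fold (log2 2.85, SE 0.15, adjusted p = 8.64e-11), and the condensin subunit Ncapd2 and the cyclin Ccnd1 rose 4.10-fold (log2 2.04, SE 0.40, adjusted p = 0.000392) and 6.13-fold (log2 2.62, SE 0.35, adjusted p = 7.20e-06). Of 44 genes of the mitotic cell cycle, 16 were higher in the ESCs, 1 was lower in the ESCs and 27 did not pass the test, with the same counts when adjusted over the list alone (camera, adjusted p = 0.0127, but adjusted p = 0.0758 with an estimated correlation). Cdt1, which licenses replication origins, was the gene that fell (2.00-fold, log2 -1.00, SE 0.13, adjusted p = 6.64e-06). Cdt1 was not called without ESC replicate 2 or ICM BALB/c replicate 1 (adjusted p = 7.75e-05 and 6.01e-05). Cdt1 was not called with array weights, without background correction or with an offset of 50, and over all alternatives its adjusted p ran from 1.48e-06 to 0.000257.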

We found evidence for pluripotency and the establishment of self-renewal in ESCs, as indicated by related functional annotation such as PluriNetWork and mitotic cell cycle in clusters IV and V, respectively. However, our data documented an alteration in gene expression between two major phases of the ICM to ESC transition. The first phase was detectable in the early stage of the process, between ICM cells and BO-3, whereas the second phase occurred in the late stage, between BO-9 and ESCs (Figures 1B and 1C).

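From BO-9 to the ESCs, Olig1 rose 89.8-fold (log2 6.49, SE 0.16, adjusted p = 1.03e-14) and Chchd4, which imports proteins into mitochondria, rose 57.2-fold (log2 5.84, SE 0.23, adjusted p = 8.92e-12), with 3 arrays in either group. Tm7sf3, a membrane protein, and Thumpd1, an adaptor of tRNA acetylation, were at least 68.8-fold and at least 37.1-fold higher, neither being detected on any BO-9 array. Thumpd1 was also not detected on the BALB/c ICM arrays listed with the second run and was detected on all its hybrid arrays. Krt14, which had risen from the ICMs to BO-3, fell 33.0-fold (log2 -5.04, SE 0.74, adjusted p = 4.44e-05, detected on 2 of 3 ESC arrays), and Slc40a1 fell 25.5-fold (log2 -4.67, SE 0.65, adjusted p = 2.60e-05). Sct, the hormone secretin, and Gkn2, a gastrokine, fell 26.7-fold (log2 -4.74, SE 0.55, adjusted p = 3.64e-06) and 25.5-fold (log2 -4.67, SE 0.68, adjusted p = 4.31e-05, detected on 2 of 3 ESC arrays). In leading log2 change over the 500 probes that differ most in each pair, ICMs lay 3.71 from BO-3, and BO-9 lay 3.05 from the ESCs (2.49 to 3.62 over pairs). BO-3 and BO-5 lay 1.31 apart, BO-5 and BO-7 1.25, and BO-7 and BO-9 1.46. ICM arrays lay 1.53 from one another and ESC arrays 1.13. Within BO-3, BO-5, BO-7 and BO-9 the distances were 0.75, 1.31, 0.84 and 1.49. Each step between BO days was thus no larger than the distance within the wider of its groups. From the clusters and the trajectory of these samples, the paper concludes that the ICM to ESC transition has a first phase between ICM cells and BO-3 and a second between BO-9 and ESCs.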

**Figure 1:**
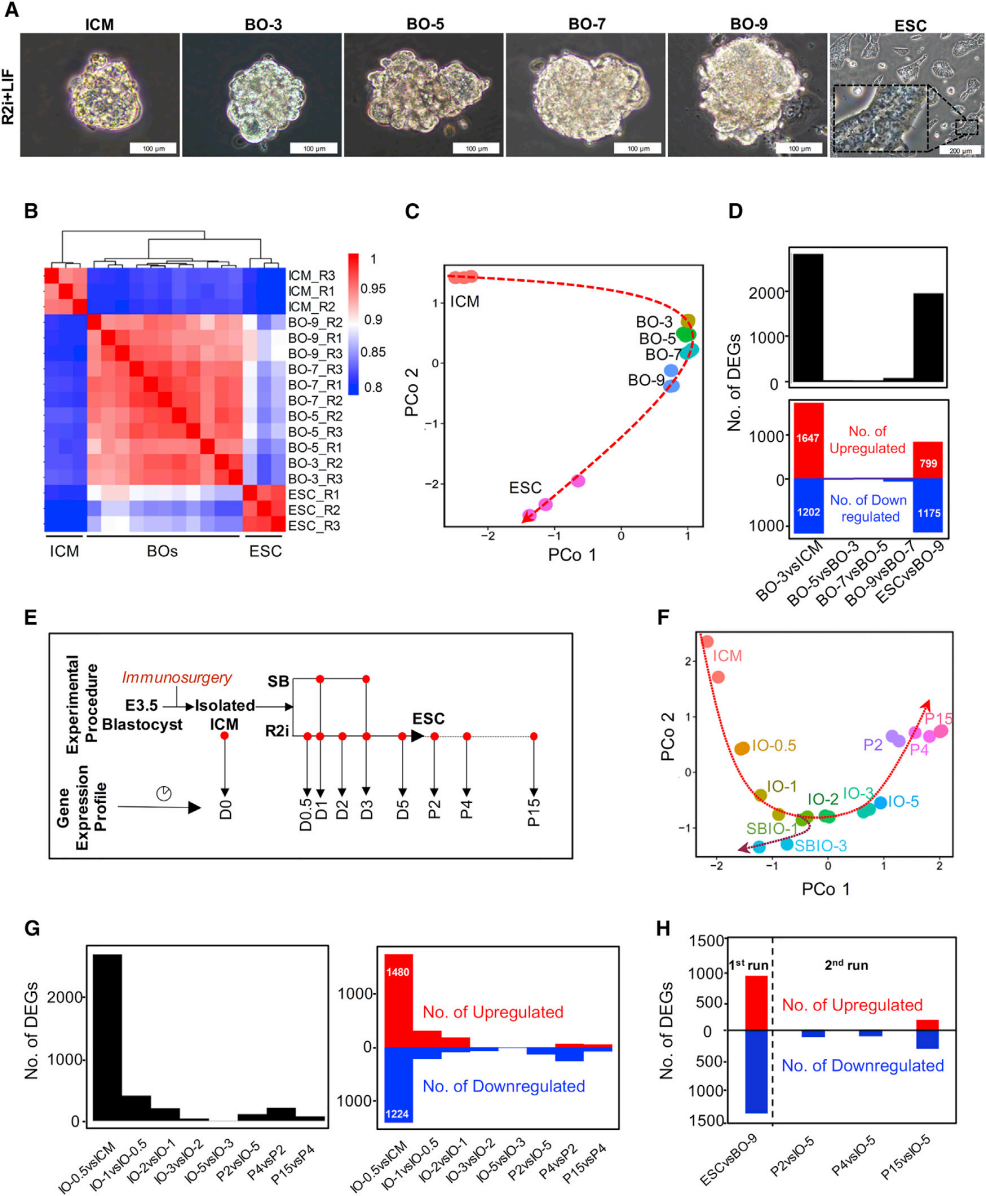
High-Resolution Transcriptome Trajectories from ICM to ESCs (A) Isolated ICM and whole-blastocyst outgrowths (BOs) on days 3, 5, 7, and 9, and ESCs (in passage 20). (B) Unsupervised hierarchical clustering of time course gene expression profiles for ESC derivation. Three independent biological replicates (nearly 20–30 ICMs and BOs for each replicate) were used except for BO-3 with two biological replicates. Transcript levels are mean-centered log_2_ scale values. (C) Principal coordinate analysis (PCoA) of time course gene expression profiles. The red arrow shows the trajectory of cell expression profiles during ESC derivation. (D) The number of differentially expressed genes (DEGs) between each of the consecutive time points. Red and blue bars indicate up- and downregulated genes, respectively. (E) Schematic illustration of the overall sample collection time points for gene expression profiling of ESC line derivation for the second run of microarray analysis. Two culture conditions were used: treatment (R2i) and control (SB). The samples (two biological replicates) included immunosurgically isolated ICMs (day 0), ICM outgrowths (IOs) on days 0.5, 1, 2, 3, and 5, and ESCs of early (P2 and P4) and late (P15) passages. (F) PCoA of the time course transcriptome profiles. The red dotted arrows show the cell-state trajectories and the bifurcation point between R2i and SB groups. (G) The number of DEGs during the indicated time points is shown on the left and significantly upregulated (red bars) and downregulated (blue bars) genes between each pair of consecutive time points are shown on the right. (H) Comparison of the number of DEGs in the first and second run of microarray for BOs versus ESCs (in the first run), and for IOs versus ESCs (in the second run).

We assumed that a 3-day gap between ICM cells and the first collected BOs almost hindered accurate interpretation of the extracted data. Furthermore, even though trophectoderm cells were not expanded (Figure 1A), the few such cells that existed probably resulted in gene alterations from BO-9 to ESCs. This result convinced us that a higher-resolution time course analysis from isolated ICM outgrowths (IOs) would give us better insight into the molecular cascades occurring during the cellular transition. Therefore, we collected immunosurgically isolated ICM cells and IOs on days 0.5, 1, 2, 3, and 5 post-plating (Figure 1E). In these analyses, we limited the period of study to day 5 due to a high similarity between the different time points of BO samples in the first run of the microarray. In addition, we used ESCs of different passage numbers (P2, P4, and P15) in our analyses. 

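Trophoblast genes fell from BO-9 to the ESCs, in 3 arrays of either group. Plac1, a placental gene, fell 24.4-fold (log2 -4.61, SE 0.44, adjusted p = 5.50e-07), Cdx2, the transcription factor that sets up the trophectoderm, fell 11.9-fold (log2 -3.58, SE 0.24, adjusted p = 1.17e-08, detected on 2 of 3 ESC arrays), and Krt18, a keratin of its epithelium, fell 12.0-fold (log2 -3.59, SE 0.39, adjusted p = 1.89e-06). Elf5, a factor of trophoblast stem cells, was at least 4.05-fold lower in the ESCs (not detected on any ESC array, adjusted p = 1.92e-08). Of 21 trophectoderm and trophoblast genes, 18 were lower in the ESCs, none was higher in the ESCs and 3 did not pass the test, with the same counts when adjusted over the list alone (camera, adjusted p = 1.22e-12, but adjusted p = 0.0740 with an estimated correlation). Genes of the primitive endoderm, the other extraembryonic lineage of the blastocyst, were lower too. Pdgfra fell 18.9-fold (log2 -4.24, SE 0.51, adjusted p = 5.03e-06, detected on 2 of 3 ESC arrays), Dab2 10.3-fold (log2 -3.36, SE 0.34, adjusted p = 8.98e-07) and the basement membrane collagen Col4a1 11.8-fold (log2 -3.56, SE 0.52, adjusted p = 4.56e-05). Of 21 primitive endoderm genes, 13 were lower in the ESCs, none was higher in the ESCs and 8 did not pass the test, with the same counts when adjusted over the list alone (camera, adjusted p = 1.13e-06, but adjusted p = 0.227 with an estimated correlation). In BO-9 the SD of Cdx2 between arrays was 0.24 log2, and in the ESCs it was 0.66. Elf5 was not called without background correction, and over all alternatives its adjusted p ran from 7.79e-11 to 0.000202.

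**Figure D1:**
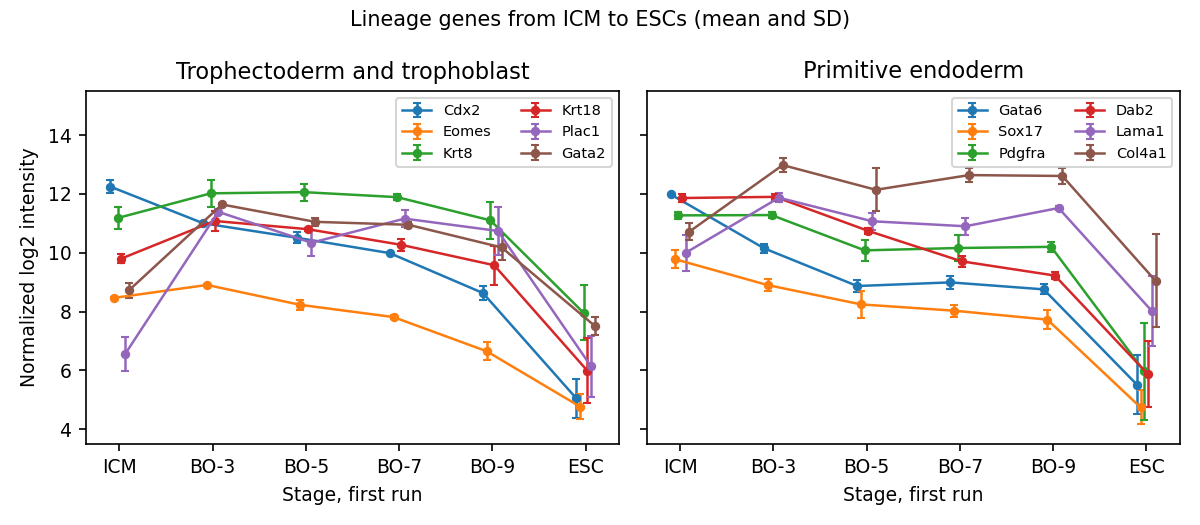
Log2 level of 6 trophectoderm genes (Cdx2, Eomes, Krt8, Krt18, Plac1, Gata2) and 6 primitive endoderm genes (Gata6, Sox17, Pdgfra, Dab2, Lama1, Col4a1) in ICMs, BO-3 to BO-9 and ESCs of the first run, as mean and SD of the arrays of each group (n = 3, BO-3 n = 2). The means of all 12 genes are lower in the ESCs than in BO-9.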

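Nanog had a log2 level of 11.29 ± 0.096, 12.11 ± 0.24, 12.56 ± 0.16 and 12.68 ± 0.24 (mean ± SD) in BO-3, BO-5, BO-7 and BO-9 (n = 2, 3, 3 and 3). Rhox6 stood at 10.78 ± 0.12, 11.07 ± 0.25, 11.59 ± 0.053 and 11.27 ± 0.36 at the same stages, and Gata6, a factor of the primitive endoderm, at 10.15 ± 0.16, 8.87 ± 0.21, 8.99 ± 0.23 and 8.75 ± 0.17. The levels of Cdx2 were 11.00 ± 0.042, 10.51 ± 0.19, 9.99 ± 0.023 and 8.63 ± 0.24. BO-5 and BO-3 differed in 58 DEGs, BO-7 and BO-5 in 69 and BO-9 and BO-7 in 107. Single arrays moved these counts. Without BO-3 replicate 2, BO-3 replicate 3 or BO-5 replicate 3 the first was 27, 15 and 38. The second was 35 without BO-7 replicate 1 and 36 without replicate 2, and the last was 64 without BO-7 replicate 2 and 194 without BO-9 replicate 2.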

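The second run took its ICMs from hybrid (B6 × C3H) embryos, with 2 biological replicates in each of 11 groups. They were ICMs, IOs in R2i on days 0.5, 1, 2, 3 and 5, ESCs at passages 2, 4 and 15, and IOs on days 1 and 3 in the medium with 10 µM SB and LIF but without PD (SBIO-1 and SBIO-3). The arrays hold 25697 probes, of which 23978 carry 1 gene symbol and 1719 none. The deposited values, the background correction, the filter and the fit were those of the first run, over 22 arrays, which left 13923 probes and 10013 genes. A DEG had a change of at least 2-fold and an adjusted p of at most 0.01, the limit the paper's methods give for this run. Signal differed between groups. On the hybrid ICM arrays 24.2% and 18.0% of probes were detected, with a 95th percentile of intensity of 173.3 and 134.8, and on the SBIO-3 arrays 36.7% and 33.5%. On the other hybrid arrays the share lay between 33.0% and 45.6%. Genes called against the hybrid ICM therefore include many that the ICM arrays did not detect. A pair of BALB/c ICM arrays that the paper does not describe is listed with this run (37.9% and 37.1% detected) and entered only a separate fit of 24 arrays. With 2 arrays per group, the test rests on the spread pooled over all groups, and a fit of only the arrays compared calls fewer genes, apart from P4 against P2, P15 against P2 and P15 against P4, where it calls more. Changes of the scaling between arrays moved counts against the dim ICM arrays and, between the media, the split into genes higher and lower.

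**Figure D2:**
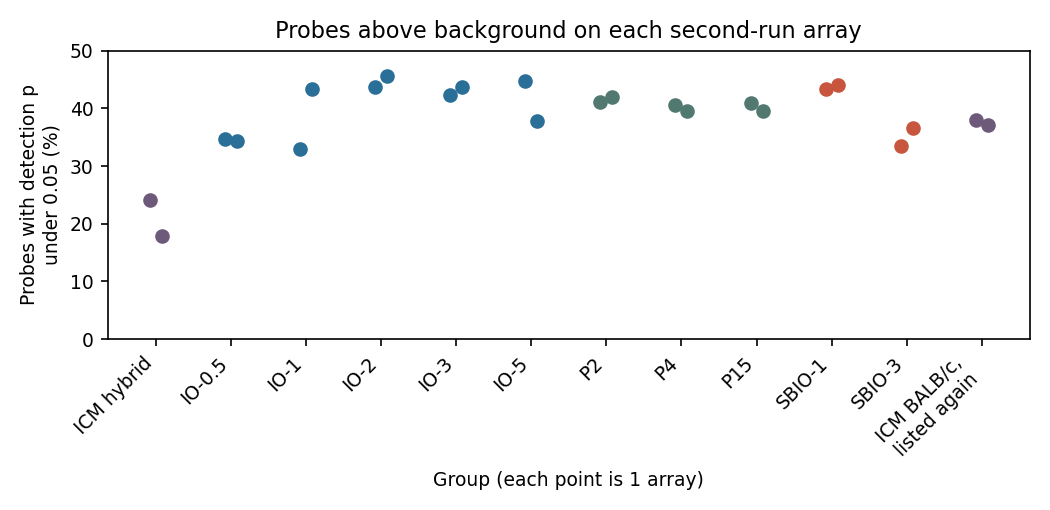
Percent of probes detected (detection p under 0.05) on each array of the second run, by group, with 1 point per array. The hybrid ICM arrays lie at 24.2% and 18.0%, below every other array of the run.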

The negative control group for these experiments was the cultured IOs under SB + LIF (SB) conditions on days 1 and 3 post-plating (SBIO-1 and SBIO-3, respectively; Figure 1E). This control group was based on our previous observation that each component of R2i (PD or SB) in combination with LIF supports the long-term maintenance of ESCs. However, the efficiency of deriving ESCs under SB + LIF conditions was negligible or low, whereas it approximated 60% under PD + LIF (Hassani et al., 2014b). PCoA of the time course data depicted a parabolic trajectory of the ICM to ESC derivation process that bifurcated under SB conditions (Figure 1F). This analysis showed that the profile in SBIO-1 was close to the ICM to ESC trajectory, whereas SBIO-3 significantly differed from IO-3. 

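From SBIO-1 to SBIO-3 (2 arrays each), Ttr, a carrier of thyroid hormone made by visceral endoderm, rose 46.5-fold (log2 5.54, SE 0.27, adjusted p = 6.57e-09), and Spon2, a matrix protein, rose at least 32.0-fold (not detected on any SBIO-1 array, adjusted p = 0.000267). Prl3d3, a placental hormone gene, rose at least 45.5-fold (not detected on any SBIO-1 array, adjusted p = 1.09e-11). The naive transcription factor Gbx2 fell 26.5-fold (log2 -4.73, SE 0.33, adjusted p = 2.07e-07), and Slc1a3, a glutamate transporter, fell 22.4-fold (log2 -4.49, SE 0.41, adjusted p = 2.80e-06). Of 19 naive pluripotency factors, 8 were lower in SBIO-3, none was higher in SBIO-3 and 11 did not pass the test, with 9 lower and none higher when adjusted over the list alone (camera, adjusted p = 3.45e-09, and 0.00728 with an estimated correlation). In leading log2 change, ICM and IO-0.5 lay 3.47 apart, against 2.88 between the 2 ICM arrays. The next steps of the R2i series were 2.48, 1.92, 1.49 and 1.52 up to IO-5, then 2.05, 1.76 and 1.53 up to P15. Replicates lay 2.42 apart in IO-0.5, 1.59 in IO-1 and 1.63 in IO-5, and between 0.61 (P15) and 0.97 (P4) in the other R2i groups. The step from IO-3 to IO-5 was thus smaller than the distance within IO-5. ICM and P15 lay 4.75 apart, and SBIO-1 and SBIO-3 2.72. Ttr, Spon2, Prl3d3, Gbx2 and Slc1a3 were not called in a fit of only the 4 arrays compared, and over all alternatives their adjusted p ran from 5.61e-13 to 0.0190.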

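Between the media on day 3 Klf4 and Sall4 did not pass the test, while Tdgf1, a Nodal co-receptor, was 12.8-fold higher in IO-3 (log2 3.67, SE 0.46, adjusted p = 5.69e-05, detected on 1 of 2 SBIO-3 arrays), and Cldn3, a tight junction protein, was 6.68-fold lower (log2 -2.74, SE 0.28, adjusted p = 7.76e-06) (2 arrays each). On day 1 Krt7, a keratin of simple epithelia, was 23.8-fold higher in IO-1 than in SBIO-1 (log2 4.57, SE 0.25, adjusted p = 2.45e-08). IO-1 and SBIO-1 differed in 252 DEGs and IO-3 and SBIO-3 in 1107, 621 higher and 486 lower in IO-3. After median scaling the balance on day 3 turned, with 287 higher and 1031 lower in IO-3, and on day 1 the split went from 160 higher and 92 lower in IO-1 to 157 higher and 16 lower. IO-1 and SBIO-1 lay 2.21 apart in leading log2 change and IO-3 and SBIO-3 2.92, where the 2 SBIO-3 arrays lay 2.14 apart. Without IO-1 replicate 1, SBIO-1 replicate 1 and SBIO-1 replicate 2 the day 1 count was 103, 98 and 97. The day 3 count was 565, 477 and 652 without IO-3 replicate 1, IO-3 replicate 2 and SBIO-3 replicate 1. Tdgf1 and Cldn3 were not called in a fit of only the 4 arrays compared, and over all alternatives their adjusted p ran from 2.61e-06 to 0.0360.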

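Gata2, a transcription factor of trophoblast, was at least 9.28-fold higher in IO-0.5 than in the hybrid ICM (not detected on any ICM array, adjusted p = 4.95e-10), and Gsta2, a glutathione transferase, at least 10.7-fold higher (not detected on any ICM array), with 2 arrays in each group. Dusp4, a phosphatase induced by ERK, fell 12.2-fold (log2 -3.61, SE 0.37, adjusted p = 4.53e-06) in IO-0.5, the naive factor Tcl1 fell 10.4-fold (log2 -3.38, SE 0.28, adjusted p = 7.17e-07), and Slc1a3 fell 14.0-fold (log2 -3.81, SE 0.41, adjusted p = 7.41e-06). Krt18 rose 5.89-fold (log2 2.56, SE 0.31, adjusted p = 2.10e-05), and Cdx2 rose 4.39-fold (log2 2.13, SE 0.25, adjusted p = 1.45e-05). Of 20 trophectoderm and trophoblast genes, 13 were higher in IO-0.5, none was lower and 7 did not pass the test, with the same counts when adjusted over the list alone (camera, adjusted p = 1.35e-07, and 0.00711 with an estimated correlation). IO-0.5 and ICM differed in 2384 DEGs, 1163 higher and 1221 lower in IO-0.5, against 340 from IO-0.5 to IO-1 and 180 from IO-1 to IO-2. After median scaling the 3 counts were 4919 (139 higher and 4780 lower), 55 and 26, and with array weights 732, 159 and 308. Of the 1163 genes called higher, 839 (72.1%) were not detected on either hybrid ICM array. From IO-0.5 to IO-1 the count was 168 and 198 without IO-1 replicates 1 and 2. From IO-1 to IO-2 it was 44, 47 and 81 without IO-1 replicate 1, IO-2 replicate 1 and IO-2 replicate 2. Gata2, Gsta2, Dusp4, Tcl1, Slc1a3, Krt18 and Cdx2 were not called in a fit of only the 4 arrays compared, and over all alternatives their adjusted p ran from 6.97e-11 to 0.0786.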

We observed the highest number of DEGs in the sequential time points between IO-0.5 and ICM cells, at 2,704 altered genes (1,480 upregulated and 1,224 downregulated; adjusted p < 0.01; fold change >2; Figure 1G). This tangible gene alteration between ICM cells and IO-0.5 was reminiscent of the high number of DEGs between the ICM cells and BO-3 in the first run of our experiments. 

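For several lineage genes the spread between replicates was small beside the whole range over stages, though some consecutive steps were no larger than it. Gbx2 had a log2 level of 8.08 ± 0.12, 5.75 ± 0.19, 8.23 ± 0.83, 9.91 ± 0.13 and 9.78 ± 0.11 (mean ± SD, n = 2) in ICM, IO-0.5, IO-1, IO-2 and IO-3. Krt18 stood at 9.22 ± 0.018, 11.79 ± 0.13, 11.89 ± 0.064, 10.40 ± 0.15 and 9.21 ± 0.069 at the same stages, and Esrrb at 12.24 ± 0.081, 10.52 ± 0.082, 11.66 ± 0.11, 11.65 ± 0.020 and 11.19 ± 0.42. Dppa1, a gene of pluripotent and germ cells, was not detected in the ICM and stood at 9.56 ± 0.28, 9.38 ± 0.22, 8.49 ± 0.33 and 7.00 ± 0.059 from IO-0.5 to IO-3. Over the 100 most variable probes, each of the 10 arrays had its own replicate as nearest array. Spearman's rho between replicates was 0.766 for the ICM, 0.820 for IO-0.5, 0.907 for IO-1 and 0.972 for both IO-2 and IO-3. Between consecutive stages its mean was 0.526, 0.510, 0.560 and 0.855. These values run across probes, which are not independent replicates. Over the 5000 most variable probes, 9 of 10 arrays lay nearest to their own replicate, and IO-1 replicate 2 lay nearest to IO-2 replicate 2. Probes picked for variance among these arrays favour differences between stages. Over all 13923 kept probes rho lay between 0.855 and 0.968 for replicates and was 0.758, 0.877, 0.906 and 0.943 between consecutive stages. By Spearman's rho over all probes, dim ones included, 9 of the 22 arrays of the run lay nearest to their own replicate.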

We observed that the alternations among consecutive samples are biologically relevant rather than a fluctuation among replicates (Figure S1B). Therefore, our study denoted a significant expression fluctuation from *in vivo* to *in vitro*, even in the short time period after this cultivation. However, the number of DEGs between late-stage outgrowths and ESCs of different passage numbers was dramatically dropped in the second set of experiments (Figure 1H). 

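From IO-5 to P15 (2 arrays each), Aim2, a sensor of cytosolic DNA, was 8.10-fold higher (log2 3.02, SE 0.25, adjusted p = 1.19e-06), and Samd9l, an interferon-induced gene, was 8.29-fold higher (log2 3.05, SE 0.39, adjusted p = 8.89e-05). Tspan8, a tetraspanin of endoderm and epithelia, fell at least 36.3-fold (not detected on any P15 array, adjusted p = 2.23e-09), and Ctsll3 fell at least 32.0-fold (not detected on any P15 array, adjusted p = 2.23e-09). P2 and IO-5 differed in 132 DEGs (8 higher and 124 lower in P2), P4 and IO-5 in 250 (79 higher and 171 lower in P4) and P15 and IO-5 in 1200 (500 higher and 700 lower in P15). Without 1 array the count for P2 fell to 72 (P2 replicate 1) and 83 (P2 replicate 2). That for P4 was 105, 80 and 101 without IO-5 replicate 2, P4 replicate 1 and P4 replicate 2, and that for P15 373, 438 and 315 without IO-5 replicate 2, P15 replicate 1 and P15 replicate 2.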

Overall, this new design for sampling provided a convenient platform for assessing the key events involved in the generation of ESCs from ICM cells.

### A Gradual Molecular Transition from ICM to ESCs

Our first priority was to uncover the reason for the tremendous difference in the number of DEGs between the ICM cells and IO-0.5. 

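Mad2l1, a spindle checkpoint protein, rose 4.59-fold (log2 2.20, SE 0.22, adjusted p = 4.26e-06) from the hybrid ICM to IO-0.5, and Cdc20, which activates the anaphase-promoting complex, rose 2.36-fold (log2 1.24, SE 0.20, adjusted p = 0.000202) (2 arrays each). Anln, a scaffold of cytokinesis, rose 3.38-fold (log2 1.76, SE 0.28, adjusted p = 0.000212). Of 39 genes of the mitotic cell cycle, 6 were higher in IO-0.5, 1 was lower and 32 did not pass the test, with the same counts when adjusted over the list alone (camera, adjusted p = 0.0396, but adjusted p = 0.285 with an estimated correlation). The list had an adjusted p of 0.0526 with array weights, 0.146 with the strict probe filter, 0.134 without hybrid ICM replicate 2, 0.0657 without IO-0.5 replicate 1 and 0.0593 without IO-0.5 replicate 2, and of 7.84e-06 to 0.285 over all alternatives. The gene that fell was the cyclin Ccnd3 (2.12-fold, log2 -1.08, SE 0.23, adjusted p = 0.00158). Neu2 and Neu4, sialidases that strip sialic acid from membrane glycolipids, fell 3.77-fold (log2 -1.91, SE 0.28, adjusted p = 9.49e-05) and 5.03-fold (log2 -2.33, SE 0.42, adjusted p = 0.000524). Glb1, a lysosomal galactosidase, fell 2.91-fold (log2 -1.54, SE 0.29, adjusted p = 0.000654). Of 16 genes of sialidase and glycosphingolipid breakdown, 7 were lower, 1 was higher in IO-0.5 and 8 did not pass the test, with the same counts when adjusted over the list alone (camera, adjusted p = 0.247). The gene that rose was Neu1 (4.14-fold, log2 2.05, SE 0.43, adjusted p = 0.00164, detected on 1 of 2 ICM arrays). Glb1 was not called without IO-0.5 replicate 2 (adjusted p = 0.0117), nor Neu1 without hybrid ICM replicate 2 or IO-0.5 replicate 2 (adjusted p = 0.0149 and 0.0173). Mad2l1, Cdc20, Anln, Ccnd3, Neu2, Neu4, Glb1 and Neu1 were not called in a fit of only the 4 arrays compared, nor Cdc20, Anln, Ccnd3, Glb1 and Neu1 with array weights, nor Cdc20 as a mean of probes, nor Neu1 after median scaling, and over all alternatives their adjusted p ran from 1.48e-06 to 0.218.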

Gene set analysis showed the reasonable enrichment score for genes involved in the mitotic cell cycle and membrane lipid catabolism for up- and downregulated genes, respectively (Figures 2A, 2B, and S2A). We sought to determine whether the gene expression alteration in the first interval could cause the establishment of ESCs, or only represented a stochastic fluctuation of gene expression during *in vivo* to *in vitro* transition. Therefore, we compared the expression profile of IOs from the other designated time points with the ICM cells (Figure 2A). This analysis revealed an upward trend in the number of DEGs for IOs with an increased time point interval and the ICM cells (Figure 2A). However, most of the altered genes revealed the same functional annotation identified in the comparison between ICM cells and IO-0.5, as well as pathways for small-cell lung cancer and relevant metabolism with regard to the up- and downregulated genes, respectively (Figures 2B and S2A). This representation of biological processes during the ICM to ESC transition appeared to be consistent with the acquisition of ESC self-renewal capability.

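E2f5, a repressor of the E2F family, was at least 21.6-fold higher in P15 than in the hybrid ICM (not detected on any ICM array, adjusted p = 7.17e-10), and Rnf2, the ubiquitin ligase of Polycomb complex 1, was at least 3.73-fold higher (not detected on any ICM array, adjusted p = 5.32e-05), with 2 arrays in each group. Psmd10, a proteasome chaperone that binds RB1, rose 3.04-fold (log2 1.61, SE 0.28, adjusted p = 0.000159), and Arhgef18, an activator of RhoA, rose 2.50-fold (log2 1.32, SE 0.22, adjusted p = 0.000116). Of 10 genes that Figure 2A names as higher than in ICM, 8 were higher in P15, none was lower and 2 did not pass the test, with the same counts when adjusted over the list alone (camera, adjusted p = 0.0156, but adjusted p = 0.253 with an estimated correlation). The study chose these genes on the same samples, so this count is not independent evidence. Against the ICM, 2587 genes were DEGs in IO-1, 3405 in IO-2, 3986 in IO-3 and 3572 in IO-5, and then 3616 in P2, 4231 in P4 and 4813 in P15. Of the 2419 genes higher in P15, 1619 (66.9%) were not detected on either hybrid ICM array. After median scaling P15 and ICM differed in 7342 DEGs, 1059 higher and 6283 lower in P15. Without IO-1 replicate 2 the IO-1 count was 1494. Rnf2 and Arhgef18 were not called in a fit of only the 4 arrays compared, and over all alternatives their adjusted p ran from 3.75e-07 to 0.0511.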

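Between P15 and the hybrid ICM (2 arrays each), Cdc6, which loads the replicative helicase, rose 9.90-fold (log2 3.31, SE 0.41, adjusted p = 7.45e-06), and Mad2l1 rose 6.98-fold (log2 2.80, SE 0.22, adjusted p = 1.09e-07). The cyclin Ccnd1, a member of the KEGG pathway for small-cell lung cancer, was at least 7.73-fold higher (not detected on any ICM array, adjusted p = 9.54e-06). Of 39 genes of the mitotic cell cycle, 18 were higher in P15, 3 were lower and 18 did not pass the test, with 18 higher and 4 lower when adjusted over the list alone (camera, adjusted p = 0.00303, but adjusted p = 0.143 with an estimated correlation). Neu2 fell 6.21-fold (log2 -2.63, SE 0.28, adjusted p = 1.61e-06), and Smpd1, the lysosomal sphingomyelinase, fell 20.3-fold (log2 -4.34, SE 0.24, adjusted p = 4.18e-09). Neu4 was at least 8.50-fold lower in P15 (not detected on any P15 array, adjusted p = 9.17e-06). Of 16 genes of sialidase and glycosphingolipid breakdown, 10 were lower, 3 were higher in P15 and 3 did not pass the test, with the same counts when adjusted over the list alone (camera, adjusted p = 0.0201, but adjusted p = 0.0837 with an estimated correlation). Its adjusted p was 0.405 after median scaling and 0.0626 in a fit of only the 4 arrays compared, and 8.80e-09 to 0.405 over all alternatives. The apolipoproteins Apoc1 and Apoc2 fell 13.1-fold (log2 -3.71, SE 0.28, adjusted p = 8.33e-08) and 5.50-fold (log2 -2.46, SE 0.41, adjusted p = 9.56e-05). Of 9 genes of lipid transport, 6 were lower, none was higher in P15 and 3 did not pass the test, with the same counts when adjusted over the list alone (camera, adjusted p = 0.0248, but adjusted p = 0.111 with an estimated correlation). For this list the adjusted p was 0.167 after median scaling, and 1.82e-07 to 0.167 over all alternatives. Endoderm expresses apolipoproteins too. Of 21 genes of the primitive endoderm and its derivatives, 13 were lower, none was higher in P15 and 8 did not pass the test, with the same counts when adjusted over the list alone (camera, adjusted p = 0.000157, and 0.0107 with an estimated correlation). Cdc6, Neu4 and Apoc2 were not called in a fit of only the 4 arrays compared, and over all alternatives their adjusted p ran from 9.40e-07 to 0.0209.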

**Figure 2:**
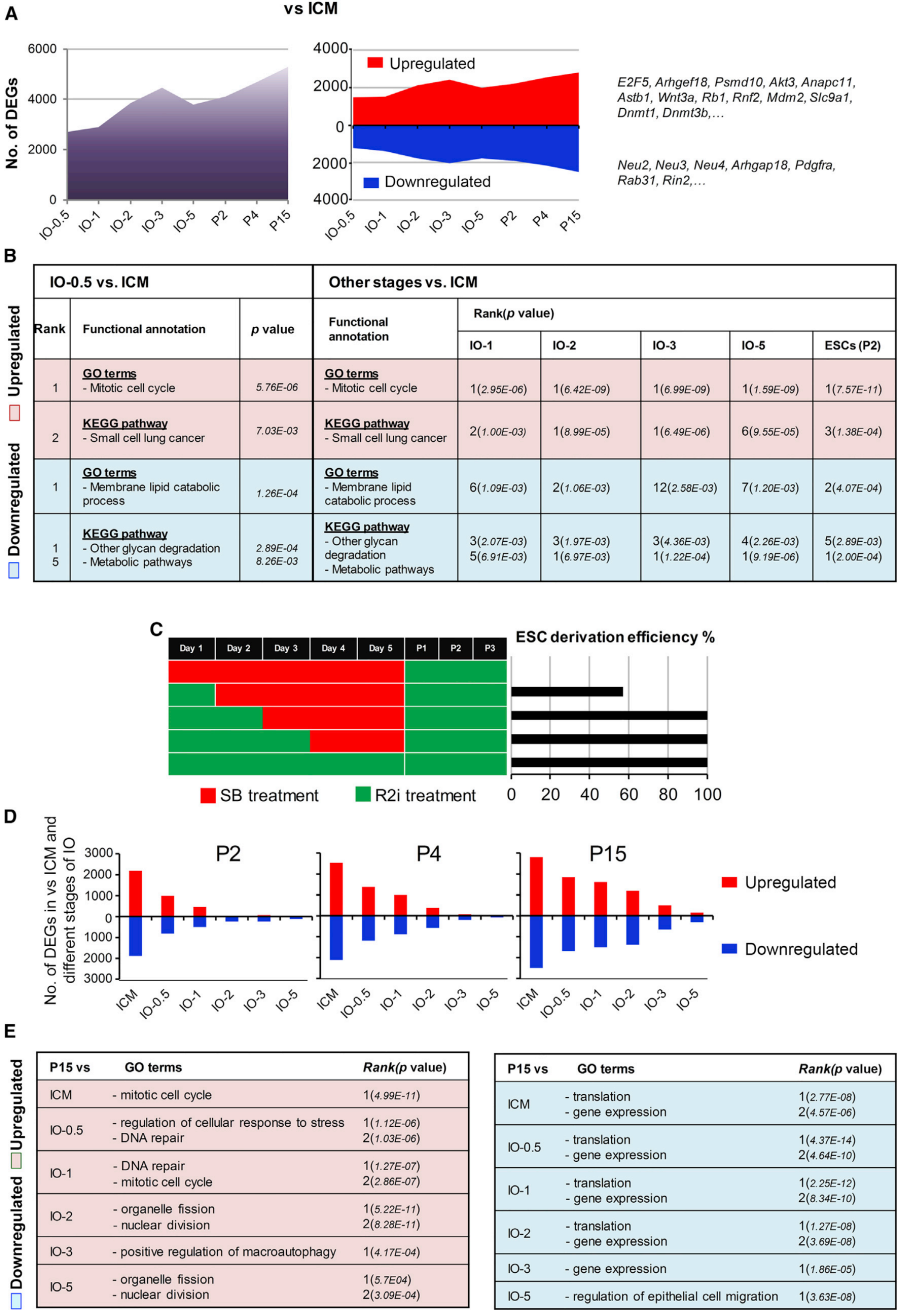
Transition from ICM to ESCs Is a Gradual Process (A) The representation of DEGs between different stages of IOs and ESCs versus ICM. (B) Functional annotation of up- and downregulated genes between IOs and ESCs of different stages versus ICM. (C) Experimental schematic and the results of time course dependency of the derived ESCs under R2i culture conditions. For each experiment (rows), the red and green bars indicate the duration of time the cells were cultured in the negative control and R2i media, respectively. The efficiency of deriving ESCs is based on the number of Nanog-positive colonies derived from ten isolated ICM. (D) The number of up- and downregulated genes between ESCs and R2i-treated IOs. (E) Functional annotation of up- and downregulated genes between P15 and IOs of different stages.

As the early evidence of self-renewal capability was found during ICM to IO-0.5 transition (Figures 2A and 2B), we sought to determine whether ESC identity was acquired quickly after ICM expansion *in vitro*. Therefore, we examined the temporal dependency on R2i culture conditions to determine the minimal time required for the efficient derivation of ESCs. We found that 1-day treatment with R2i led to the derivation of ESCs at approximately 60% efficiency, and that 2-day treatment induced ESCs at maximal derivation efficiency (Figure 2C). This finding revealed that the gene expression changes taking place during the first days of ICM culture supported the efficient establishment of ESCs. In the next step, we compared the expression profile of ESCs of different passages (P2, P4, and P15) with ICM cells and all the IOs (Figures 2D and 2E). 

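Lama1, a chain of basement membrane laminin, had a log2 level of 11.19 ± 0.14, 12.54 ± 0.021, 6.45 ± 0.22, 5.87 ± 0.098 and 5.05 ± 0.096 (mean ± SD, n = 2) in IO-0.5, IO-5, P2, P4 and P15, and Krt8, a keratin of simple epithelia, stood at 12.57 ± 0.15, 10.82 ± 0.11, 6.97 ± 0.16, 6.25 ± 0.026 and 5.20 ± 0.45. Zfp42, a marker of ground-state pluripotency, was at 8.25 ± 0.22, 6.67 ± 0.58, 7.22 ± 0.59, 7.97 ± 0.038 and 9.04 ± 0.013, and Tcl1 at 7.44 ± 0.29, 9.60 ± 0.42, 10.18 ± 0.14, 10.72 ± 0.015 and 9.94 ± 0.14. In leading log2 change, P2 lay 3.67, 3.19, 2.42, 2.38 and 2.05 from IO-0.5, IO-1, IO-2, IO-3 and IO-5. For P4 the distances were 3.85, 3.39, 2.73, 2.28 and 2.27, and for P15 4.13, 3.75, 3.16, 2.61 and 2.69. At each passage the mean distance to IO-5 was under that to IO-0.5, IO-1 and IO-2, and for P15 the nearest stage was IO-3.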

The results showed that, with increasing passage number, ESCs are closer to late-stage IOs than to early-stage IOs (Figures 2D and 2E). Functional analysis of DEGs between IOs and ESCs at different passage numbers indicated the upregulation of nuclear division-related genes and the downregulation of genes involved in translation and gene expression processes. However, these differences declined as the interval between ESCs and IOs was reduced (Figures 2E and S2B–S2D). 

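From IO-5 to P15 (2 arrays each), Kif11, a motor that separates the spindle poles, rose 2.91-fold (log2 1.54, SE 0.33, adjusted p = 0.00369), and E2f5 rose 3.42-fold (log2 1.77, SE 0.26, adjusted p = 0.000324). The condensin subunit Ncapd2 fell 4.07-fold (log2 -2.03, SE 0.31, adjusted p = 0.000418). Of 39 genes of the mitotic cell cycle, 3 were higher in P15, 2 were lower in P15 and 34 did not pass the test, with the same counts when adjusted over the list alone (camera, adjusted p = 0.159). Among ribosomal proteins, Rpl35 fell 2.58-fold (log2 -1.37, SE 0.21, adjusted p = 0.000446) and Rps15 fell 3.18-fold (log2 -1.67, SE 0.41, adjusted p = 0.00814), while Rpl3l, a paralog of muscle, rose 4.36-fold (log2 2.12, SE 0.30, adjusted p = 0.000235). Of 59 cytosolic ribosomal proteins, 4 were lower in P15, 3 were higher in P15 and 52 did not pass the test, with the same counts when adjusted over the list alone (camera, adjusted p = 0.0314, but adjusted p = 0.605 with an estimated correlation). The list had an adjusted p of 0.0559 with array weights, 0.0551 as a mean of probes, 0.953 after median scaling, 0.125 in a fit of only the 4 arrays compared, 0.0633 with the strict probe filter and 0.753 without IO-5 replicate 2, and of 0.000106 to 0.953 over all alternatives. The initiation factors Eif5a and Eif3b fell 3.72-fold (log2 -1.90, SE 0.31, adjusted p = 0.000573) and 4.30-fold (log2 -2.10, SE 0.46, adjusted p = 0.00428), and Eif2s2 rose 2.96-fold (log2 1.57, SE 0.20, adjusted p = 0.000104). Of 31 translation initiation factors, 4 were lower in P15, 2 were higher in P15 and 25 did not pass the test, with the same counts when adjusted over the list alone (camera, adjusted p = 0.214). Kif11 and Rps15 were not called without IO-5 replicate 2, P15 replicate 1 or P15 replicate 2 (adjusted p = 0.0672, 0.0218 and 0.0414 for Kif11 and 0.143, 0.0349 and 0.0746 for Rps15), nor Ncapd2 and Rpl35 without P15 replicate 2 (adjusted p = 0.0104 for Ncapd2, 0.0118 for Rpl35), nor Eif3b without IO-5 replicate 1, IO-5 replicate 2, P15 replicate 1 or P15 replicate 2 (adjusted p = 0.0127, 0.0452, 0.0265 and 0.0411). Kif11, E2f5, Rpl35, Rps15 and Rpl3l were not called in a fit of only the 4 arrays compared, nor Rpl35, Rps15 and Rpl3l after median scaling, nor Ncapd2 and Eif5a as a mean of probes, nor Rps15 and Eif3b without the probe filter, nor Rps15 without background correction, with an offset of 50 or with a replicate block, and over all alternatives their adjusted p ran from 3.47e-05 to 0.143.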

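Kif11 had a log2 level of 8.15 ± 0.083, 8.81 ± 0.17 and 9.06 ± 0.13 (mean ± SD, n = 2) in P2, P4 and P15, and Rps15 stood at 10.02 ± 0.032, 8.26 ± 0.30 and 7.66 ± 0.20. Krt18 was at 5.53 ± 0.27 and 5.20 ± 0.30 in P2 and P4 and was not detected in P15. P4 and P2 differed in 32 DEGs, P15 and P4 in 33 and P15 and P2 in 1283 (557 higher and 726 lower in P15). These counts depend on the fit and on single arrays. With array weights they were 753, 547 and 2429, and in a fit of only the groups compared 380, 46 and 2426. After median scaling P15 and P2 differed in 1442 DEGs, 880 higher and 562 lower in P15. Without any 1 of its 4 arrays limma called 0 genes between P4 and P2, and 536 to 925 passed the fold limit with an unadjusted p under 0.05. For P15 and P4 it was 6, 6, 4 and 2 without P4 replicates 1 and 2 and P15 replicates 1 and 2. For P15 and P2 it was 342, 391, 395 and 212 without P2 replicates 1 and 2 and P15 replicates 1 and 2.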

Nearly similar functional annotations were enriched by analyzing the differences in gene expression between ESCs of different passages (Figure S2E). Despite the high similarity between ESCs and late-stage IOs, functional analysis for downregulated genes highlighted the importance of pathways related to epithelial cell differentiation, organ formation, extracellular matrix organization, and regulation of epithelial cell migration (Figures S2B–S2D and 2E). This result suggested that preventing the differentiation or migration of epithelial cells should be considered for successfully establishing an immortal ESC line. Therefore, it appeared that, although key changes in gene expression occurred quite quickly during the conversion of ICMs to ESCs, cells had assumed an ESC identity rather gradually. These findings suggested the existence of a distinct core regulatory circuitry for the establishment of ESCs. This circuitry would form and be active promptly during the *in vitro* ICM culture on one hand, but would induce cells to acquire ESC identity gradually on the other hand.

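Lama1 fell 179.7-fold (log2 -7.49, SE 0.24, adjusted p = 2.50e-11) from IO-5 to P15, and Col4a2, which forms basement membranes with it, was at least 103-fold lower in P15 (not detected on any P15 array, adjusted p = 4.33e-10), with 2 arrays in each group. Sparc, a matrix glycoprotein, fell 9.92-fold (log2 -3.31, SE 0.47, adjusted p = 0.000235). Of 25 genes of the extracellular matrix and integrins, 9 were lower in P15, 1 was higher in P15 and 15 did not pass the test, with 1 higher and 11 lower when adjusted over the list alone (camera, adjusted p = 8.13e-05, and 0.0154 with an estimated correlation). Krt8 fell 49.5-fold (log2 -5.63, SE 0.24, adjusted p = 6.04e-10), and its partner Krt18 was at least 16.4-fold lower (not detected on any P15 array, adjusted p = 2.32e-07). Cldn4, a tight junction protein, fell 3.72-fold (log2 -1.89, SE 0.45, adjusted p = 0.00646), while F11r, a junctional adhesion molecule, rose 2.08-fold (log2 1.06, SE 0.24, adjusted p = 0.00473). Of 20 epithelial genes, 5 were lower in P15, 1 was higher in P15 and 14 did not pass the test, with 1 higher and 6 lower when adjusted over the list alone (camera, adjusted p = 0.0528). The endoderm factor Sox17 was at least 14.6-fold lower (not detected on any P15 array, adjusted p = 2.99e-08). Of 21 genes of the primitive endoderm and its derivatives, several of them matrix genes, 13 were lower in P15, none was higher in P15 and 8 did not pass the test, with the same counts when adjusted over the list alone (camera, adjusted p = 5.31e-12, and 0.000811 with an estimated correlation). Krt8 and Krt18 are also genes of trophectoderm. Of 20 genes of trophectoderm and trophoblast, 9 were lower in P15, none was higher in P15 and 11 did not pass the test, with the same counts when adjusted over the list alone (camera, adjusted p = 2.20e-07, and 0.00728 with an estimated correlation). Cldn4 was not called without IO-5 replicate 2, P15 replicate 1 or P15 replicate 2 (adjusted p = 0.0838, 0.0446 and 0.0466), nor F11r without IO-5 replicate 1, IO-5 replicate 2, P15 replicate 1 or P15 replicate 2 (adjusted p = 0.0243, 0.0244, 0.0217 and 0.0585). Cldn4 and F11r were not called without background correction or in a fit of only the 4 arrays compared, nor Sparc as a mean of probes, nor Cldn4 without the probe filter, nor F11r with an offset of 50 or with the relisted BALB/c ICM arrays in the fit, and over all alternatives their adjusted p ran from 1.20e-05 to 0.0838.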

### Identification of Transcriptional Signature in IOs

To identify the genes that play a key role in the ICM to ESC transition process, we categorized DEGs in both the R2i and control (SB) groups. We generated the gene expression profile of the SB group at two serial time points (SBIO-1 and SBIO-3) and subsequently compared their DEGs with the R2i group at the same days (IO-1 and IO-3). The outcome consisted of eight heatmaps (Figure 3A, Table S1). 

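On day 3, Stmn2 was 59.1-fold higher in IO-3 than in SBIO-3 (log2 5.89, SE 0.32, adjusted p = 1.61e-08, detected on 1 of 2 SBIO-3 arrays) and Sh3gl2, an endocytic protein, 25.7-fold higher (log2 4.68, SE 0.40, adjusted p = 1.46e-06), with 2 arrays in each group. Spink1, a trypsin inhibitor of endoderm and gut, was 126-fold lower (log2 -6.97, SE 0.57, adjusted p = 8.39e-07), and Muc13, a mucin of epithelial surfaces, at least 41.0-fold lower (not detected on any IO-3 array, adjusted p = 7.29e-05). Ctsh, a lysosomal protease, was 36.8-fold lower (log2 -5.20, SE 0.37, adjusted p = 2.45e-07, detected on 1 of 2 IO-3 arrays). On day 1, BC051665, a member of the placental cathepsin family, was at least 370.3-fold higher in IO-1 than in SBIO-1 (not detected on any SBIO-1 array, adjusted p = 8.08e-13), and Gsta1 was 21.8-fold higher (log2 4.45, SE 0.37, adjusted p = 2.88e-06). Slc44a3, a choline transporter, was 8.16-fold lower (log2 -3.03, SE 0.39, adjusted p = 0.000185, detected on 1 of 2 IO-1 arrays). On day 3, 200 of the 621 genes higher in IO-3 (32.2%) were not detected on either SBIO-3 array. Stmn2 and Sh3gl2 were not called in a fit of only the 4 arrays compared, and over all alternatives their adjusted p ran from 1.58e-09 to 0.0195. On day 1 Slc44a3 was not called after median scaling or in a fit of only the 4 arrays compared, and over all alternatives its adjusted p ran from 7.14e-06 to 0.0434.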

Heatmaps I–IV showed the list of genes that were downregulated in at least one of the aforementioned time points in the SB versus R2i groups, while heatmaps V–VIII showed the upregulated genes (Figure 3A). 

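Trophoblast genes differed between the media in opposite ways on the 2 days. Cdx2 was 4.94-fold higher in IO-1 than in SBIO-1 (log2 2.30, SE 0.25, adjusted p = 3.66e-05) and 3.84-fold lower in IO-3 than in SBIO-3 (log2 -1.94, SE 0.25, adjusted p = 6.49e-05), over 2 arrays per group. Krt18 was 12.0-fold higher on day 1 (log2 3.59, SE 0.31, adjusted p = 4.01e-06) and 3.78-fold lower on day 3 (log2 -1.92, SE 0.31, adjusted p = 0.000455). Prl3d3 was at least 44.9-fold lower in IO-3 (not detected on any IO-3 array, adjusted p = 1.06e-11). Of 20 trophectoderm and trophoblast genes, 10 were higher in IO-1, none was lower and 10 did not pass the test, with the same counts when adjusted over the list alone (camera, adjusted p = 2.20e-16, and 0.000811 with an estimated correlation). On day 3, of the same 20 genes, 9 were lower in IO-3, none was higher in IO-3 and 11 did not pass the test, with 10 lower and none higher when adjusted over the list alone (camera, adjusted p = 3.40e-08, and 0.00585 with an estimated correlation). In a test of the difference between the days, 14 of these 20 genes were called, all with the day 3 value lower (camera, adjusted p = 5.39e-16 over the lists of this comparison, and 0.000331 with an estimated correlation). Of all genes, 22 were higher in R2i on both days (9.92 if the days were independent) and 25 lower on both (4.47). A further 28 were higher on day 1 and lower on day 3 (7.77), and 15 were lower and then higher (5.71). On day 3 Cdx2 and Krt18 were not called in a fit of only the 4 arrays compared, and over all alternatives their adjusted p ran from 2.88e-05 to 0.0215.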

Pathway enrichment analysis indicated that most genes in heatmaps I–IV were associated with signaling pathways that regulated pluripotency, chromatin modification, and DNA metabolism. Specifically, heatmap III contained the largest number of DEGs, which revealed several pluripotency markers such as *Esrrb, Sox2*, *Tbx3*, and *Rarg*, and epigenetic modifiers including *Wdr3*, *Suz12*, *Ezh2*, *Eed*, *Nr5a2*, *Dnmt3b*, and *Dnmt3l* (Figures 3A, 3B, and S3A). 

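Esrrb was 7.92-fold higher in IO-3 than in SBIO-3 (log2 2.98, SE 0.28, adjusted p = 3.19e-06), Sox2 at least 4.45-fold higher (not detected on any SBIO-3 array, adjusted p = 0.000119) and Tbx3, a T-box factor of the naive network, 2.39-fold higher (log2 1.26, SE 0.29, adjusted p = 0.00628), with 2 arrays in each group. Rarg, a retinoic acid receptor, was 2.32-fold higher (log2 1.21, SE 0.27, adjusted p = 0.00457, detected on 1 of 2 SBIO-3 arrays). Wdr3, a factor of ribosome biogenesis, was 4.93-fold higher (log2 2.30, SE 0.42, adjusted p = 0.00110, detected on 1 of 2 SBIO-3 arrays), and Eed, a core subunit of Polycomb complex 2, was 2.80-fold higher (log2 1.49, SE 0.29, adjusted p = 0.00206). Its partners Suz12 and Ezh2 had log2 differences of 1.83 (SE 0.49, adjusted p = 0.0139) and 1.27 (SE 0.47, adjusted p = 0.0669) and did not pass the test on their brightest probes, while another probe of Ezh2, looked at after the values had been seen, was called higher in IO-3 (log2 1.76, adjusted p = 0.00584 over all probes). Of 18 Polycomb group genes, 4 were higher in IO-3, 1 was lower and 13 did not pass the test, with 5 higher and 2 lower when adjusted over the list alone (camera, adjusted p = 0.121). Tbx3, Rarg and Wdr3 were not called without IO-3 replicate 1, IO-3 replicate 2 or SBIO-3 replicate 1 (adjusted p = 0.0476, 0.0382 and 0.0809 for Tbx3 and 0.0323, 0.0363 and 0.0408 for Rarg and 0.0124, 0.0116 and 0.0169 for Wdr3), nor Eed without IO-3 replicate 2 or SBIO-3 replicate 1 (adjusted p = 0.0361 and 0.0343). Esrrb, Sox2, Tbx3, Rarg, Wdr3 and Eed were not called in a fit of only the 4 arrays compared, nor Sox2, Tbx3 and Wdr3 after median scaling, nor Tbx3, Rarg and Wdr3 without background correction, nor Tbx3 and Rarg as a mean of probes or with an offset of 50, nor Tbx3 with array weights, nor Rarg with an intensity trend, and Rarg changed sign after median scaling, and over all alternatives their adjusted p ran from 2.45e-07 to 0.812.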

Thereafter, we denoted the list of genes in heatmaps I–IV as R2i-specific and downregulated in SB groups, suggesting that these genes play an important role on the road to pluripotency. In contrast, heatmaps V–VIII (SB-specific gene list) highlighted mainly developmental pathways that included cell morphogenesis, cell-cell adhesion, and protein processing. In these gene lists, the greatest numbers of DEGs represented in heatmap VII contained some key upregulated factors such as *Pitx2*, *Snai1*, *Itgb4*, *Sox17*, *Igf2*, *Fgf10*, and *Dab2*, suggesting that the SB-treated IOs exited from the path of pluripotency (Figures 3A, 3B, and S3A).

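Igf2, an imprinted growth factor, was 8.63-fold lower in IO-3 than in SBIO-3 (log2 -3.11, SE 0.47, adjusted p = 0.000246), and Itgb4, the integrin of hemidesmosomes, was 4.16-fold lower (log2 -2.06, SE 0.28, adjusted p = 0.000105), over 2 arrays per group. Dab2, an endocytic adaptor of extraembryonic endoderm, was 3.51-fold lower (log2 -1.81, SE 0.21, adjusted p = 2.87e-05), and Snai1, the factor Snail that represses Cdh1, was 3.18-fold lower (log2 -1.67, SE 0.28, adjusted p = 0.000692). Fgf10 had a log2 difference of -0.67 (SE 0.43, adjusted p = 0.291) and did not pass the test on its brightest probe. Its other probes were looked at after the values had been seen. By limma over all probes, 1 was called lower in IO-3 (log2 -2.58, adjusted p = 0.00378) and 1 was not called (log2 -0.74, adjusted p = 0.183). Of 6 fibroblast genes, 1 was higher in IO-3, none was lower in IO-3 and 5 did not pass the test, with the same counts when adjusted over the list alone (camera, adjusted p = 0.602). Snai1 was not called without IO-3 replicate 1 or SBIO-3 replicate 1 (adjusted p = 0.0124 and 0.0127). Igf2, Itgb4, Dab2 and Snai1 were not called in a fit of only the 4 arrays compared, nor Itgb4 without background correction, and over all alternatives their adjusted p ran from 2.33e-07 to 0.0505.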

**Figure 3:**
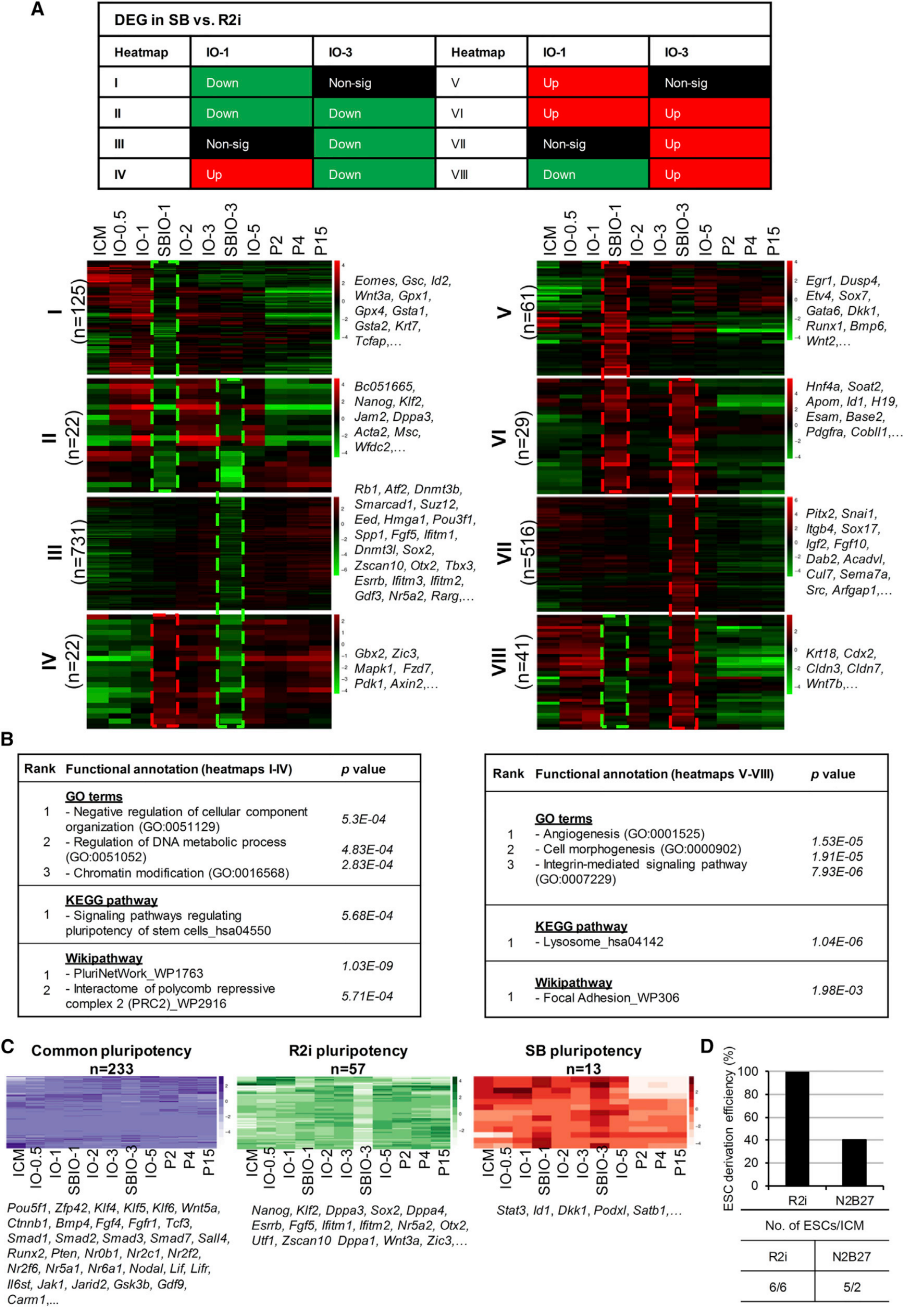
Transcriptome Signature of IOs (A) Categorization of DEGs for IOs on days 1 and 3 between the R2i and SB groups (IO-1 versus IOSB-1 and IO-3 versus IOSB-3). The upper panels show the pattern of this classification for the below heatmaps. Heatmaps I–IV represent the pattern of genes upregulated in R2i. Heatmaps V–VIII represent the pattern of genes downregulated in R2i versus SB. The related genes for each cluster are shown. Green and red dashes show significant down- and upregulated genes in SB versus R2i, respectively. (B) Functional annotation of heatmaps I–IV (R2i-specific genes) and V–VIII (SB-specific genes). The high ranking of gene ontology (GO) analysis, overrepresented KEGG pathways and WikiPathway are shown. (C) A set of pluripotency-related genes shared between R2i- and SB-treated IOs (common pluripotency) or specific to R2i pluripotency and SB pluripotency. (D) Efficiency of deriving ESCs upon *Nanog* overexpression. A Tet-On Nanog-inducible 3.5-day blastocyst from F1 hybrid × OG2 mice was used for this study.

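Id1, a direct target of BMP signaling, was 5.80-fold lower in IO-3 than in SBIO-3 (log2 -2.54, SE 0.25, adjusted p = 4.13e-06), and Dusp9, an ERK phosphatase that BMP4 induces, was 4.34-fold lower (log2 -2.12, SE 0.30, adjusted p = 0.000132), with 2 arrays in each group. Stat3, the effector of LIF, was 2.11-fold lower (log2 -1.07, SE 0.25, adjusted p = 0.00677), and Junb, which STAT3 induces, was at least 3.53-fold lower in IO-3 (not detected on any IO-3 array, adjusted p = 0.00429). Of 8 BMP target genes, 3 were lower in IO-3, none was higher in IO-3 and 5 did not pass the test, with the same counts when adjusted over the list alone (camera, adjusted p = 0.00137, and 0.0365 with an estimated correlation). Of 9 LIF and STAT3 target genes, 2 were lower in IO-3, 1 was higher in IO-3 and 6 did not pass the test, with the same counts when adjusted over the list alone (camera, adjusted p = 0.338). On day 1 the ERK target Dusp4 was 9.24-fold lower in IO-1 than in SBIO-1 (log2 -3.21, SE 0.37, adjusted p = 6.80e-05), and Etv4 was 3.54-fold lower (log2 -1.82, SE 0.27, adjusted p = 0.000815, detected on 1 of 2 IO-1 arrays). Of 12 MEK and ERK target genes, 4 were lower in IO-1, none was higher in IO-1 and 8 did not pass the test, with 6 lower and none higher when adjusted over the list alone (camera, adjusted p = 4.78e-05, and 0.0102 with an estimated correlation). On day 3, of the same 12 genes, 2 were higher in IO-3, none was lower in IO-3 and 10 did not pass the test, with the same counts when adjusted over the list alone (camera, adjusted p = 0.834). From day 1 to day 3 the R2i minus SB difference of these genes changed by a median log2 of 1.501, with 4 changing upward and none downward (camera, adjusted p = 0.0120, and 0.0465 with an estimated correlation). Stat3 was not called without IO-3 replicate 1, IO-3 replicate 2, SBIO-3 replicate 1 or SBIO-3 replicate 2 (adjusted p = 0.0221, 0.0750, 0.0180 and 0.0357), nor Junb without IO-3 replicate 1, IO-3 replicate 2 or SBIO-3 replicate 1 (adjusted p = 0.0321, 0.0338 and 0.0519). Id1, Dusp9, Stat3 and Junb were not called in a fit of only the 4 arrays compared, nor Stat3 and Junb without background correction or with an offset of 50, nor Stat3 with array weights, with an intensity trend, as a mean of probes or after median scaling, nor Junb without the probe filter, and over all alternatives their adjusted p ran from 2.09e-06 to 0.227. On day 1 Etv4 was not called without IO-1 replicate 1 or SBIO-1 replicate 1 (adjusted p = 0.0190 and 0.0185). Dusp4 and Etv4 were not called in a fit of only the 4 arrays compared, nor Etv4 after median scaling or without background correction, and over all alternatives their adjusted p ran from 2.43e-06 to 0.211.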

Interestingly, our result depicted that the upregulation of some relevant pluripotency-related markers was observed in the SB-specific gene list, which included *Stat3*, *Dusp9*, and *Id1*, downstream of LIF and BMP4, respectively. This finding raised the question of whether TGF-β inhibition could sustain the expression of some pluripotency-related genes during the ICM to ESC transition. To address this question, we classified the expression profile of a comprehensive list of pluripotency-related genes (366 genes extracted from the PluriNetWork and the literature; Table S2) into common pluripotency, R2i-specific pluripotency, and SB-specific pluripotency groups (Figure 3C). 

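Pou5f1, which encodes OCT4, had a log2 difference of 1.06 (SE 0.45, adjusted p = 0.101) between IO-3 and SBIO-3, over 2 arrays per group. For Zfp42, a marker of the ground state, it was 0.32 (SE 0.45, adjusted p = 0.659), and for Klf4, a factor that LIF sustains, -0.044 (SE 0.62, adjusted p = 0.970). Sall4, a partner of OCT4, differed by 0.22 (SE 0.18, adjusted p = 0.427), and Ctnnb1, which encodes β-catenin, by -0.0015 (SE 0.26, adjusted p = 0.997). Of 6 genes named by the study as common to both media, with Klf6 as the sixth, none passed the test on day 3, with the same counts when adjusted over the list alone (camera, adjusted p = 0.679). On day 1 none of the 6 passed the test either, with the same counts when adjusted over the list alone (camera, adjusted p = 0.489). The study chose the list on these samples, so it is not independent evidence. Without SBIO-3 replicate 2 Pou5f1 was called higher in IO-3 (log2 2.05, adjusted p = 0.000688, and 0.000688 to 0.923 over all alternatives).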

A total of 233 well-known TFs that regulated pluripotency was put in the common pluripotency list, which included *Pou5f1* (*Oct4*), *Zfp42* (*Rex1*), *Klf4*, *Ctnnb1* (β*-Catenin*), and *Sall4*. In addition, 13 of 366 genes were in the SB-specific pluripotency list, which included *Stat3*, *Id1*, *Dkk1*, and *Podxl*. This analysis demonstrated that TGF-β inhibition, like fibroblast growth factor (FGF) signaling inhibition, plays a pivotal role in supporting the dynamic expression of pluripotency-related markers, while SB alone was insufficient for ESC derivation. It has been proposed that some of the pluripotency factors induce differentiation and play a central role in the determination of different cell states by orchestrating different gene expression profiles (Loh et al., 2015). 

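On day 1, Id1 was 4.56-fold lower in IO-1 than in SBIO-1 (log2 -2.19, SE 0.25, adjusted p = 5.67e-05), and Podxl, a sialomucin of the apical membrane, was 2.96-fold lower (log2 -1.57, SE 0.29, adjusted p = 0.00379), over 2 arrays per group. Dkk1, a secreted WNT antagonist, was 3.23-fold lower (log2 -1.69, SE 0.30, adjusted p = 0.00304, detected on 1 of 2 IO-1 arrays), and Dusp9 2.68-fold lower (log2 -1.42, SE 0.30, adjusted p = 0.00939). Of 5 genes the paper names as specific to SB, 4 were lower in IO-1, none was higher in IO-1 and 1 did not pass the test, with the same counts when adjusted over the list alone (camera, adjusted p = 0.000216, and 0.0154 with an estimated correlation). On day 3, of the same 5 genes, 3 were lower in IO-3, none was higher and 2 did not pass the test, with the same counts when adjusted over the list alone (camera, adjusted p = 0.00380, but adjusted p = 0.0502 with an estimated correlation). Its adjusted p was 0.0665 after median scaling, and 1.82e-06 to 0.0665 over all alternatives. These genes were chosen on the same samples, so neither count is independent evidence. Podxl was not called without IO-1 replicate 1, IO-1 replicate 2 or SBIO-1 replicate 2 (adjusted p = 0.0353, 0.0236 and 0.0830), nor Dkk1 without IO-1 replicate 1, SBIO-1 replicate 1 or SBIO-1 replicate 2 (adjusted p = 0.0266, 0.0407 and 0.0263), nor Dusp9 without IO-1 replicate 1, IO-1 replicate 2, SBIO-1 replicate 1 or SBIO-1 replicate 2 (adjusted p = 0.145, 0.0102, 0.0350 and 0.124). Id1, Podxl, Dkk1 and Dusp9 were not called in a fit of only the 4 arrays compared, nor Dkk1 and Dusp9 after median scaling or without background correction, nor Dusp9 with an intensity trend, without the probe filter or with an offset of 50, and over all alternatives their adjusted p ran from 2.60e-05 to 0.232.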

Consistent with this notion, co-occupation of various sites with Smad2/3 and different master TFs has been found to direct different responses in ESCs, myoblasts, and B cells (Mullen et al., 2011). In contrast, R2i-specific pluripotency markers, such as *Nanog*, *Klf2*, *Dppa3*, *Sox2*, *Esrrb*, *Utf1*, and *Nr5a2*, have unveiled key regulators in the path to efficiently deriving ESCs from ICM. 

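Nanog was 12.5-fold higher in IO-3 than in SBIO-3 (log2 3.65, SE 0.26, adjusted p = 2.22e-07), and Klf2, a factor of the naive network that MEK inhibition stabilizes, was 7.91-fold higher (log2 2.98, SE 0.35, adjusted p = 3.26e-05), with 2 arrays in each group. Dppa3, a maternal and germ cell factor, was 3.59-fold higher (log2 1.84, SE 0.31, adjusted p = 0.000618, detected on 1 of 2 SBIO-3 arrays), and Utf1, a chromatin-bound factor of pluripotent cells, 6.03-fold higher (log2 2.59, SE 0.57, adjusted p = 0.00447, detected on 1 of 2 SBIO-3 arrays). Nr5a2, a nuclear receptor that activates Pou5f1, was at least 5.05-fold higher (not detected on any SBIO-3 array, adjusted p = 0.00162). Jam2, a junctional adhesion molecule, was at least 12.7-fold higher (not detected on any SBIO-3 array, adjusted p = 1.61e-08). Of 12 genes the paper names as specific to R2i, all were higher in IO-3, with the same counts when adjusted over the list alone (camera, adjusted p = 3.13e-12, and 0.000811 with an estimated correlation). This list comes from the same samples, so its count is not independent evidence. On day 1, of the same 12 genes, 6 were higher in IO-1, 1 was lower and 5 did not pass the test, with the same counts when adjusted over the list alone (camera, adjusted p = 0.000199, and 0.0132 with an estimated correlation). For this list the adjusted p was 0.0767 after median scaling, and 3.40e-07 to 0.0767 over all alternatives. From the factors higher in R2i than in SB, the paper proposes that they could have key roles in deriving ESCs. It also overexpressed Nanog in ICMs without SB or PD and obtained ESCs. Dppa3 was not called without IO-3 replicate 2 or SBIO-3 replicate 1 (adjusted p = 0.0122 and 0.0103), nor Utf1 and Nr5a2 without IO-3 replicate 1, IO-3 replicate 2 or SBIO-3 replicate 2 (adjusted p = 0.0414, 0.0246 and 0.0191 for Utf1 and 0.0143, 0.0185 and 0.0112 for Nr5a2). Nanog, Klf2, Dppa3, Utf1 and Nr5a2 were not called in a fit of only the 4 arrays compared, nor Dppa3, Utf1 and Nr5a2 after median scaling, nor Dppa3 without background correction, nor Utf1 without the probe filter, and over all alternatives their adjusted p ran from 9.01e-09 to 0.187.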

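Gbx2, a target of LIF and STAT3, was 17.5-fold higher in IO-3 than in SBIO-3 (log2 4.13, SE 0.33, adjusted p = 7.27e-07), over 2 arrays per group. Tcl1, an activator of AKT, was 20.9-fold higher (log2 4.38, SE 0.28, adjusted p = 7.90e-08, detected on 1 of 2 SBIO-3 arrays), and Dppa4, a chromatin factor of pluripotent cells, 4.44-fold higher (log2 2.15, SE 0.21, adjusted p = 4.40e-06). On day 1 Gbx2 was 4.43-fold lower in IO-1 than in SBIO-1 (log2 -2.15, SE 0.33, adjusted p = 0.000888). Of 19 naive pluripotency factors, 11 were higher in IO-3, none was lower and 8 did not pass the test, with the same counts when adjusted over the list alone (camera, adjusted p = 7.31e-08, and 0.0109 with an estimated correlation). Among the others were Klf4 and Zfp42, whose means differed by less than their pooled error. On day 1, of these 19 factors, 3 were higher in IO-1, 1 was lower and 15 did not pass the test, with the same counts when adjusted over the list alone (camera, adjusted p = 0.191). Gbx2, Tcl1 and Dppa4 were not called in a fit of only the 4 arrays compared, and over all alternatives their adjusted p ran from 1.23e-08 to 0.0141. On day 1 Gbx2 was not called without IO-1 replicate 1 or SBIO-1 replicate 1 (adjusted p = 0.0178 and 0.0186). Gbx2 was not called in a fit of only the 4 arrays compared, and over all alternatives its adjusted p ran from 6.11e-05 to 0.0532.

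**Figure D3:**
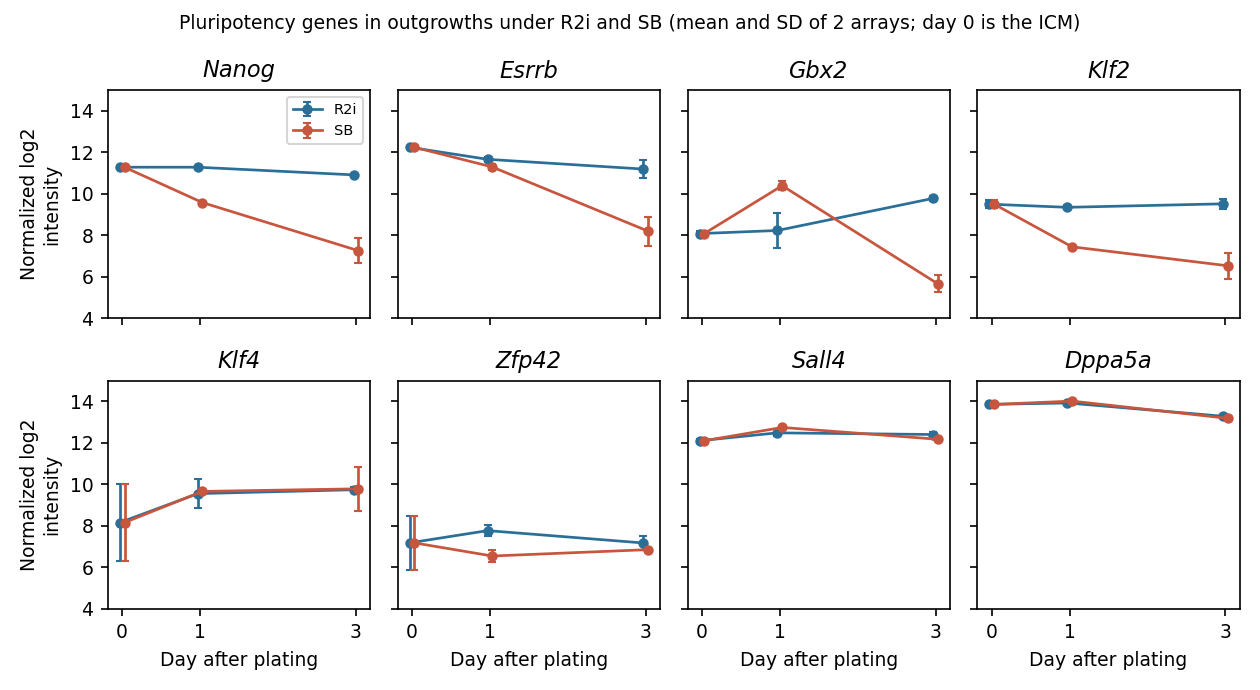
Log2 level of Nanog, Esrrb, Gbx2, Klf2, Klf4, Zfp42, Sall4 and Dppa5a in ICM (day 0) and in IOs on days 1 and 3 in R2i and in SB, as mean and SD of 2 arrays. On day 3 the means of Nanog, Esrrb, Gbx2 and Klf2 are lower in SB than in R2i.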

We showed that 5 (*Esrrb*, *Gbx2*, *Sox2*, *Klf2*, and *Nanog*) of 12 essential TFs for naive pluripotency (Dunn et al., 2014) were in the R2i-specific pluripotency list, suggesting that they play key roles during ESC derivation (Figure S3B). To test this finding, we overexpressed *Nanog* in the ICM cells of E3.5 blastocysts obtained from *Nanog*-inducible mice in order to generate ESCs in N2B27 medium in the absence of SB or PD, resulting in 40% ESC derivation efficiency (Figure 3D). These data indicated that our strategy to classify the expression of pluripotency markers during the expansion of ICM could point to the key players involved in ESC derivation.

### Transition in DNA Methylation Level during the ICM to ESC Conversion

As R2i-specific pluripotency markers significantly presented in day 3 (Figures 4A and 4B), we sought to classify the gene expression patterns by performing an unsupervised time course clustering on DEGs between SBIO-3 and IO-3 (Figure 4C). 

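Of the genes higher in SBIO-3, Zyx, which encodes zyxin of focal adhesions, fell 60.4-fold (log2 -5.92, SE 0.28, adjusted p = 7.46e-10) from the hybrid ICM to P15, over 2 arrays per group. Krt8 fell too (log2 -5.62, SE 0.24, adjusted p = 5.22e-10), and Hnf4a, a factor of visceral endoderm, fell 11.2-fold (log2 -3.49, SE 0.26, adjusted p = 6.08e-08). Of 486 genes lower in IO-3 than in SBIO-3, 223 (45.9%) were lower in P15 than in ICM, 40 were higher and 223 were not called. Among all 10013 genes 23.9% were lower in P15 and 24.2% higher. The hybrid ICM arrays are the dimmest of the run, and 576 of the 2394 genes lower in P15 than in ICM (24.1%) were not detected in P15.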

Clusters I–III represented the upregulated genes in SBIO-3 compared with IO-3, which exhibited different expression patterns in the R2i-treated group. Gene ontology analysis highlighted the increased activities of several biological processes that were associated mainly with tissue morphogenesis, metabolic pathways, and focal adhesion (Figure 4C). In contrast, clusters IV–VII represented downregulated genes in the SBIO-3. 

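Of the genes lower in SBIO-3, Sh3gl2 was at least 25.7-fold higher in P15 than in the hybrid ICM (not detected on any ICM array, adjusted p = 6.15e-09) and Stmn2 at least 28.8-fold higher (not detected on any ICM array, adjusted p = 5.63e-10), over 2 arrays per group. Esco2, which acetylates cohesin in S phase, was at least 23.2-fold higher (not detected on any ICM array, adjusted p = 9.40e-07). Of 621 genes higher in IO-3 than in SBIO-3, 429 (69.1%) were also higher in P15 than in ICM, 32 were lower and 160 were not called. At an adjusted p of 0.05 in both comparisons the share was 71.7% of 959 genes. Neither hybrid ICM array detected these 3 genes.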

Gene enrichment analysis revealed that the genes in clusters IV–VII were associated with PluriNetWork, the DNA metabolic process, and chromatin modification. 

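The mean log2 level of Nanog lay between 10.87 ± 0.31 (IO-2) and 12.48 ± 0.022 (P15) from ICM through the R2i outgrowths to P15 (mean ± SD, n = 2). That of Esrrb lay between 10.52 ± 0.082 (IO-0.5) and 12.89 ± 0.22 (P2), and that of Tbx3 between 7.00 ± 0.068 (IO-3) and 9.04 ± 0.27 (ICM). In SBIO-1 and SBIO-3 Nanog stood at 9.58 ± 0.017 and 7.26 ± 0.61, Esrrb at 11.29 ± 0.14 and 8.20 ± 0.70 and Tbx3 at 8.99 ± 0.012 and 5.75 ± 0.46. From SBIO-1 to SBIO-3 Nanog fell 4.97-fold (log2 -2.31, SE 0.26, adjusted p = 1.89e-05) and Esrrb fell 8.45-fold (log2 -3.08, SE 0.28, adjusted p = 3.01e-06). From ICM to P15 Esrrb differed by log2 0.074 (SE 0.28, adjusted p = 0.849), and Nanog rose 2.28-fold (log2 1.19, SE 0.26, adjusted p = 0.000873) and Tbx3 fell 2.01-fold (log2 -1.01, SE 0.29, adjusted p = 0.00709). Between SBIO-1 and SBIO-3 Nanog and Esrrb were not called in a fit of only the 4 arrays compared, and over all alternatives their adjusted p ran from 2.00e-07 to 0.0390. Between ICM and P15 Tbx3 was not called without hybrid ICM replicate 1, P15 replicate 1 or P15 replicate 2 (adjusted p = 0.0549, 0.0204 and 0.0544). Nanog and Tbx3 were not called with array weights, nor Tbx3 with an intensity trend, as a mean of probes, after median scaling, without background correction, with an offset of 50 or in a fit of only the 4 arrays compared, and over all alternatives their adjusted p ran from 2.34e-05 to 0.0549.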

Clusters IV (80 genes) and V (86 genes) contained some key TFs for pluripotency (*Tbx3*, *Esrrb*, and *Nanog*), which were most likely expressed in a steady-state pattern from ICM cells to ESCs. 

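Dnmt3b, a de novo DNA methyltransferase, was 4.13-fold higher in IO-3 than in SBIO-3 (log2 2.05, SE 0.26, adjusted p = 7.22e-05), and its cofactor Dnmt3l was 2.57-fold higher (log2 1.36, SE 0.19, adjusted p = 0.000117), over 2 arrays per group. Mat2b, a subunit of the enzyme that makes S-adenosylmethionine, was 4.19-fold higher (log2 2.07, SE 0.27, adjusted p = 8.26e-05). Chd8, a chromatin remodeler, was 2.22-fold higher (log2 1.15, SE 0.24, adjusted p = 0.00267), and Mtss1, an actin regulator, 2.36-fold higher (log2 1.24, SE 0.28, adjusted p = 0.00569, detected on 1 of 2 SBIO-3 arrays). Of 11 epigenetic modifiers named in the paper, 8 were higher in IO-3, none was lower and 3 did not pass the test, with 9 higher and none lower when adjusted over the list alone (camera, adjusted p = 5.13e-07, and 0.0102 with an estimated correlation). The paper named them from these samples, so the count is not independent evidence. From ICM to P15 Mat2b was at least 7.64-fold higher (not detected on any ICM array, adjusted p = 5.67e-09) and Dnmt1 4.52-fold higher (log2 2.18, SE 0.36, adjusted p = 0.000101, detected on 1 of 2 ICM arrays). Of the same 11 genes, 9 were higher in P15, none was lower and 2 did not pass the test, with the same counts when adjusted over the list alone (camera, adjusted p = 0.00137, but adjusted p = 0.0648 with an estimated correlation). Chd8 was not called without IO-3 replicate 1 or SBIO-3 replicate 1 (adjusted p = 0.0477 and 0.0200), nor Mtss1 without IO-3 replicate 1, IO-3 replicate 2 or SBIO-3 replicate 2 (adjusted p = 0.0434, 0.0363 and 0.0407). Dnmt3b, Dnmt3l, Mat2b, Chd8 and Mtss1 were not called in a fit of only the 4 arrays compared, nor Dnmt3l, Chd8 and Mtss1 after median scaling, nor Chd8 and Mtss1 with array weights or without background correction, nor Mtss1 with an offset of 50 or with the relisted BALB/c ICM arrays in the fit, and over all alternatives their adjusted p ran from 2.01e-06 to 0.966. Between ICM and P15 Dnmt1 was not called in a fit of only the 4 arrays compared, and over all alternatives its adjusted p ran from 1.70e-06 to 0.0493.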

Clusters VI (165 genes) and VII (435 genes) consisted of parabolic and gradually upregulated patterns of genes from ICM cells to ESCs, which included some epigenetic modifiers such as *Dnmt3b*, *Dnmt3l*, *Chd8*, *Mtss1, Suz12*, *Eed*, *Wdr3*, and *Mat2b* (Figure 4C). To better understand the expression dynamics of epigenetic modifier genes during the derivation of ESCs, we conducted qRT-PCR analysis to quantify the expression of *Dnmt1*, *Dnmt3b*, *Dnmt3l*, *Sirt1*, *Ezh2*, *Suz12*, and *Mat2b* (Figure 5A). This experiment confirmed that the expression of *Dnmt1*, *Dnmt3b*, and their partners, was upregulated in this cell transition process. To examine the DNA methylation pattern, we measured the methylation level of the individual CpG sites for three classes of repetitive elements by deep hairpin-bisulfite sequencing. As approximately 40% of the genome consists of repetitive elements, we selected major Satellites (mSat), the 5′ UTR of L1Md_Tf (L1), and a class of LTR-retrotransposons (IAP-LTR1) (Arand et al., 2012). Our data showed that the DNA hyper-methylation during ESC derivation was due mainly to increased amounts of hemi-methylation at CpG positions (Figure 5B). We observed the highest amount of non-CpG methylation at mSat in R2i-treated IOs (Figure S4; Table S3). Non-CpG methylation depended on the presence of Dnmt1 mediated by Dnmt3a/3b in ESCs under serum conditions (Arand et al., 2012). This finding showed that early changes in DNA methylation probably occurred in tandem with an increased activity in *de novo* methyltransferases.

**Figure 4:**
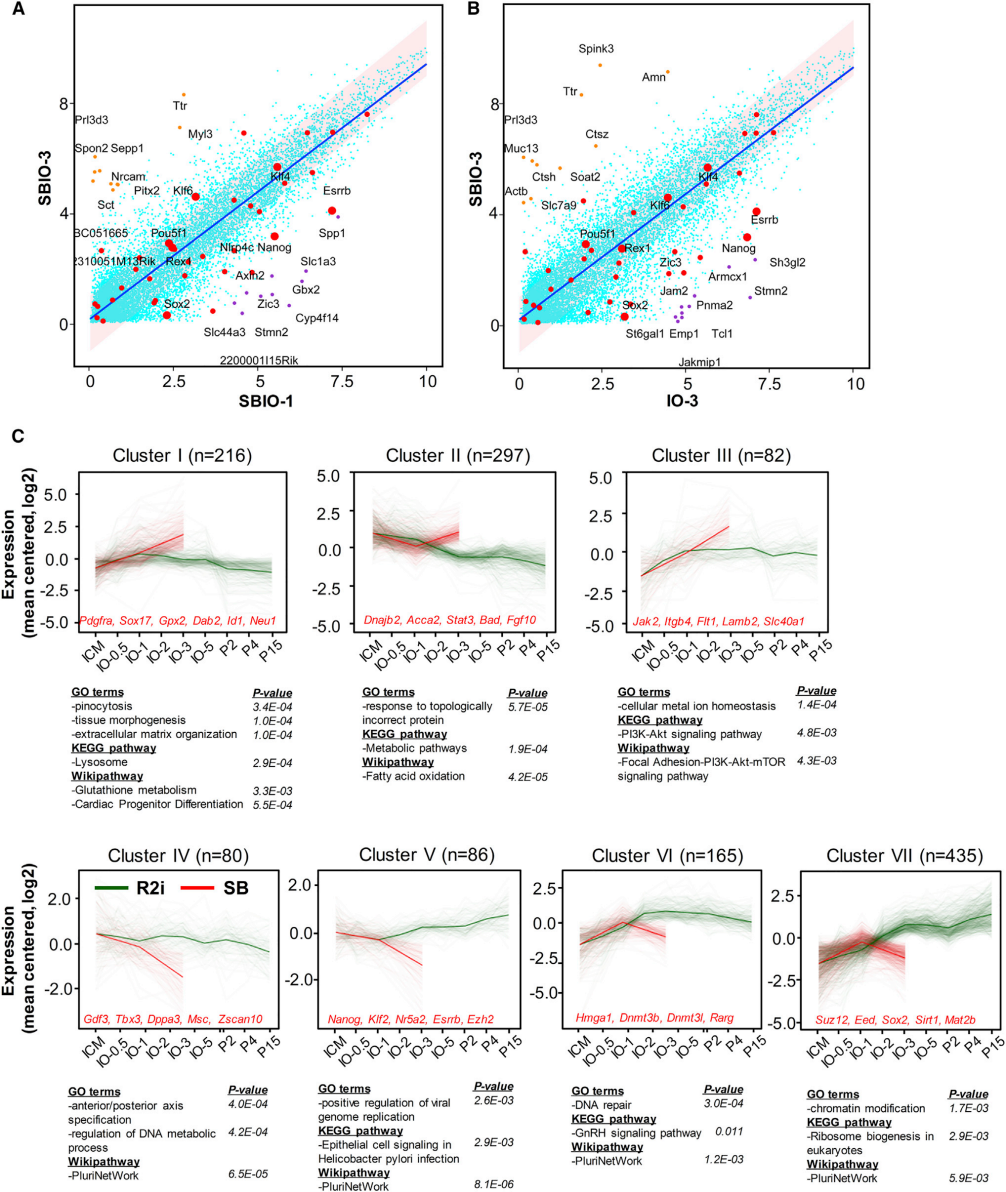
Day 3 Outgrowths Represented the Highest Difference between R2i and SB Groups (A and B) Scatterplots showing the gene expression profiles of (A) SBIO-3 versus SBIO-1 and (B) SBIO-3 versus IO-3. The trend is shown as a blue line. The pink ribbon shows genes that have less than 2-fold expression changes between the two samples (p < 0.05). (C) Unsupervised clustering of gene expression for DEGs for IOs on day 3 between treatment (R2i) and control (SB) groups. Clusters I–III represent the pattern of genes that are downregulated in IO-3 versus SBIO-3. Clusters IV–VII represent the pattern of genes that are upregulated in IO-3 versus SBIO-3.

**Figure 5:**
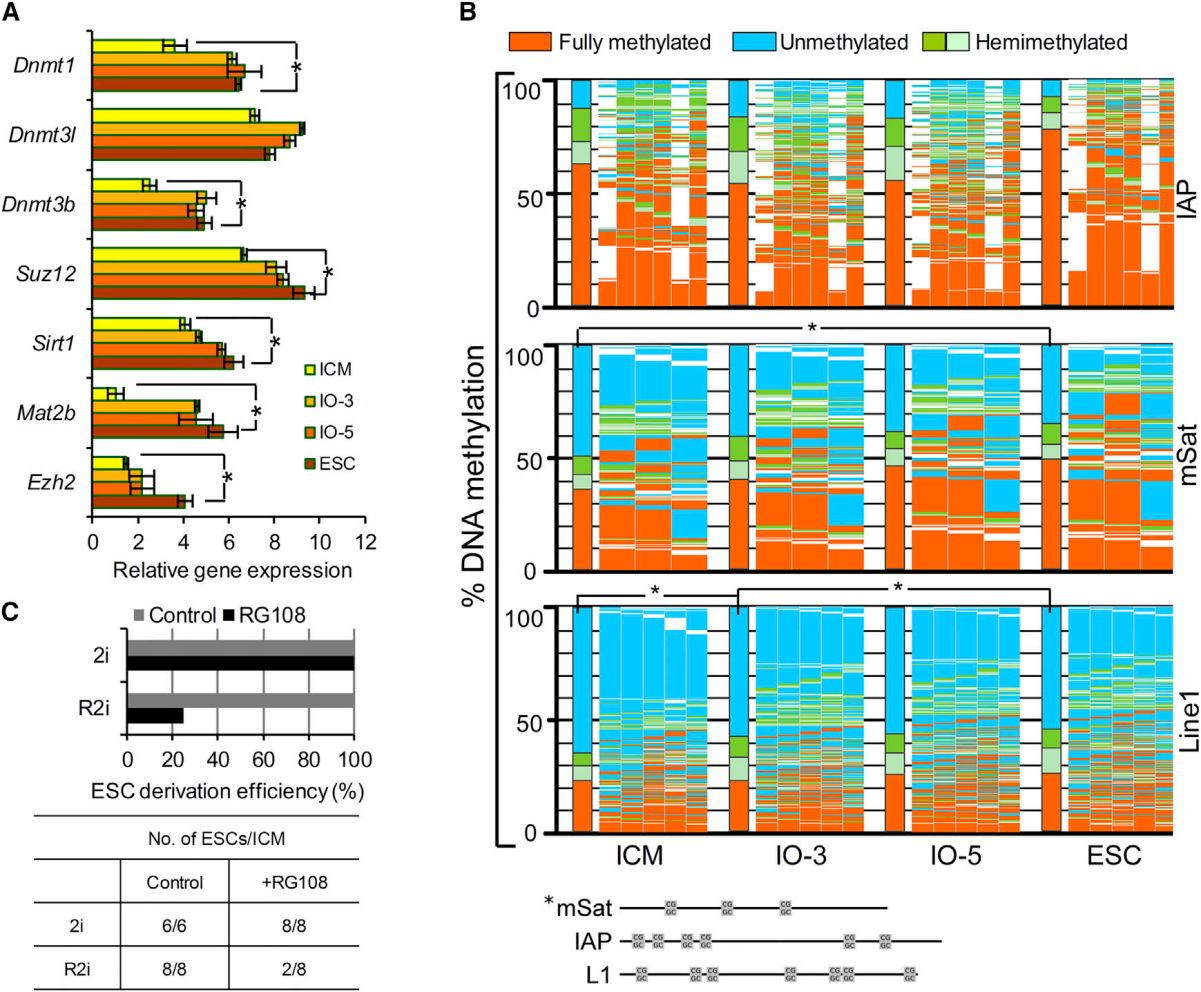
DNA Methylation Changes during ESC Derivation (A) Time course expression of epigenetic modifier genes during ESC derivation using qRT-PCR. Three biological replicates were used for this experiment. Error bars represent the SD. Here, ^∗^ represents significant DEGs between ICM and ESCs, p ≤ 0.01. Statistical analysis was performed by one-way ANOVA and *post hoc* Tukey test. (B) Hairpin-bisulfite amplicon sequencing of CpG dyads at retrotransposable elements (L1Md_tf, IAP-LTR1, and mSat). The bars sum up the DNA methylation status of all CpG dyads. The map next to the bar represents the distribution of methylated sites. Each column shows neighboring CpG dyads and each line represents one sequence read. The reads in the map are sorted first by fully methylated sites, then by hemi-mCpG dyads. Red, fully methylated; light green and dark green, hemi-mCpG; blue, unmethylated CpG. Two biological replicates for IAP-LTR1 and mSat and one biological replicate for L1Md_tf were used and ^∗^ represents significant difference of DNA methylation between ICM, IOs, and ESCs, p ≤ 0.01. The numbers of reads and methylation state are shown in Table S3. (C) Efficiency of ESC derivation upon inhibition of DNA methyltransferases by using RG108 in R2i- and 2i-treated IOs.

Next, we sought to determine the impact of increased global DNA methylation levels on the transition between the *in vivo* to *in vitro* pluripotent cell states. Inhibition of DNA methyltransferases by RG108 led to reduced efficiency of deriving ESCs under R2i conditions, but had no adverse effect under 2i conditions (Figure 5C). It had previously been reported that 2i could induce global hypomethylation (Ficz et al., 2013, Leitch et al., 2013); however, our results indicated the upregulation of *de novo* methyltransferases for the efficient establishment of ESCs in R2i. Unexpectedly, this finding implied that blockage of the ERK pathway, in parallel with TGF-β inhibition, led to a high expression of epigenetic modifiers and DNA methylation-related genes in the transition from ICM to ESCs. This analysis revealed a major difference between 2i- and R2i-grown ESCs, suggesting the existence of a different pluripotency circuitry of these two naive representative conditions.

### Blocking EMT Is Required for ESC Derivation

Our gene expression profile analysis highlighted a difference between ESCs and IOs in epithelial differentiation and migration (Figures 2E and S2B–S2D). 

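Vim, the intermediate filament of mesenchymal cells, was at least 4.18-fold higher in IO-3 than in SBIO-3 (not detected on any SBIO-3 array, adjusted p = 6.34e-05), and Mmp2, a matrix metalloprotease, was at least 4.54-fold higher (not detected on any SBIO-3 array, adjusted p = 1.19e-06), over 2 arrays per group. Ccn2, which TGF-β and YAP induce, was 2.25-fold lower (log2 -1.17, SE 0.25, adjusted p = 0.00348). Of 15 mesenchymal genes, 2 were higher in IO-3, 2 were lower in IO-3 and 11 did not pass the test, with 3 higher and 2 lower when adjusted over the list alone (camera, adjusted p = 0.588). Snai1 was among the lower genes. Cldn7 was 2.27-fold lower in IO-3 (log2 -1.18, SE 0.28, adjusted p = 0.00671), and Krt8 2.83-fold lower (log2 -1.50, SE 0.24, adjusted p = 0.000437). Cdh1, the cadherin of epithelia, differed by log2 -0.065 (SE 0.28, adjusted p = 0.902). Of 20 epithelial genes, 4 were lower in IO-3, none was higher in IO-3 and 16 did not pass the test, with the same counts when adjusted over the list alone (camera, adjusted p = 0.143). The list passed on day 1, with genes higher in R2i. Of the same 20 genes, 7 were higher in IO-1 than in SBIO-1, none was lower and 13 did not pass the test, with 8 higher and none lower when adjusted over the list alone (camera, adjusted p = 0.000116, and 0.0102 with an estimated correlation). In a test of the difference between the days, 7 had the day 3 value lower and 1 higher (camera, adjusted p = 0.00275 over the lists of this comparison, and 0.0212 with an estimated correlation). Krt8 and Krt18 are also genes of trophectoderm, a list with 10 of 20 genes higher in IO-1 and 9 of 20 lower in IO-3. Nid1, which links laminin to collagen, was 3.21-fold lower in IO-3 (log2 -1.68, SE 0.27, adjusted p = 0.000420), and Col18a1 4.51-fold higher (log2 2.17, SE 0.31, adjusted p = 0.000160). Of 25 genes of the extracellular matrix and integrins, 4 were lower in IO-3, 1 was higher in IO-3 and 20 did not pass the test, with the same counts when adjusted over the list alone (camera, adjusted p = 0.0331, but adjusted p = 0.143 with an estimated correlation). The list had an adjusted p of 0.220 after median scaling, 0.0865 without IO-3 replicate 2 and 0.115 without SBIO-3 replicate 1, and of 0.000250 to 0.220 over all alternatives. Ccn2 and Cldn7 were not called without IO-3 replicate 1, IO-3 replicate 2 or SBIO-3 replicate 2 (adjusted p = 0.0213, 0.0350 and 0.0351 for Ccn2 and 0.0337, 0.0547 and 0.0567 for Cldn7), nor Snai1 without IO-3 replicate 1 or SBIO-3 replicate 1 (adjusted p = 0.0124 and 0.0127). Vim, Mmp2, Ccn2, Cldn7, Krt8, Nid1, Col18a1 and Snai1 were not called in a fit of only the 4 arrays compared, nor Vim and Mmp2 after median scaling, nor Cldn7 with array weights, with an intensity trend, without background correction or with an offset of 50, and over all alternatives their adjusted p ran from 6.74e-07 to 0.0823.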

Interestingly, a gene set enrichment analysis between DEGs from R2i- and SB-treated IOs displayed an enrichment of EMT-related genes (Figure S5A). Thus, we sought to assess whether EMT might play a critical role in ESC derivation. To this end, the expression levels of genes involved in EMT and mesenchymal-to-epithelial transition (MET), such as *Snail*, *Eomes*, *Dab2*, *Cdh1*, and *Klf4*, as well as key pluripotency genes, were analyzed in R2i-treated IOs using qRT-PCR, and serum + LIF-treated IOs were used as a negative control (Figure 6A). Our results showed an upregulation of epithelial markers and a downregulation of mesenchymal markers in R2i-treated IOs compared with the negative control. Indeed, *Snail*, *Eomes*, and *Dab2* exhibited higher expression levels in the presence of serum, correlating with a decrease in ESC derivation efficiency and an increase in differentiating IOs (Figure S5B). Next, we decided to ascertain whether blocking EMT is required for ESC derivation. To this end, we overexpressed *Snail*-2A-Tdtomato (EMT inducer) and *Klf4*-2A-Tdtomato (MET inducer) in R2i- and SB-treated IOs. In the presence of Snail, IOs started to differentiate and ESCs could not be derived under R2i conditions (Figures 6B and 6C). In contrast, 14 of 14 ESC lines were established from R2i-treated IOs overexpressing Tdtomato alone as a control. Conversely, *Klf4* overexpression led to a 30% efficiency in ESC derivation in SB-treated IOs (Figures 6D, 6E, and S5C), whereas no ESC lines were derived in the Tdtomato control under the same conditions. Finally, we noticed that supplementation of 2i with TGF-β1 impeded the transition from ICM cells to ESCs (Figure 6F). Taken together, these findings demonstrate the crucial role of EMT blockage for the ICM to ESC transition. Contrary to what was expected, we showed that TGF-β inhibition induced EMT, while with the synergistic effect of MEK inhibition blocked EMT. Overall, our data demonstrate that blocking EMT is an essential step in the ESC derivation process. When EMT blocking occurs, a TGF-β inhibitor (SB) combined with LIF could support the long-term maintenance of ESC self-renewal (Hassani et al., 2014b).

**Figure 6:**
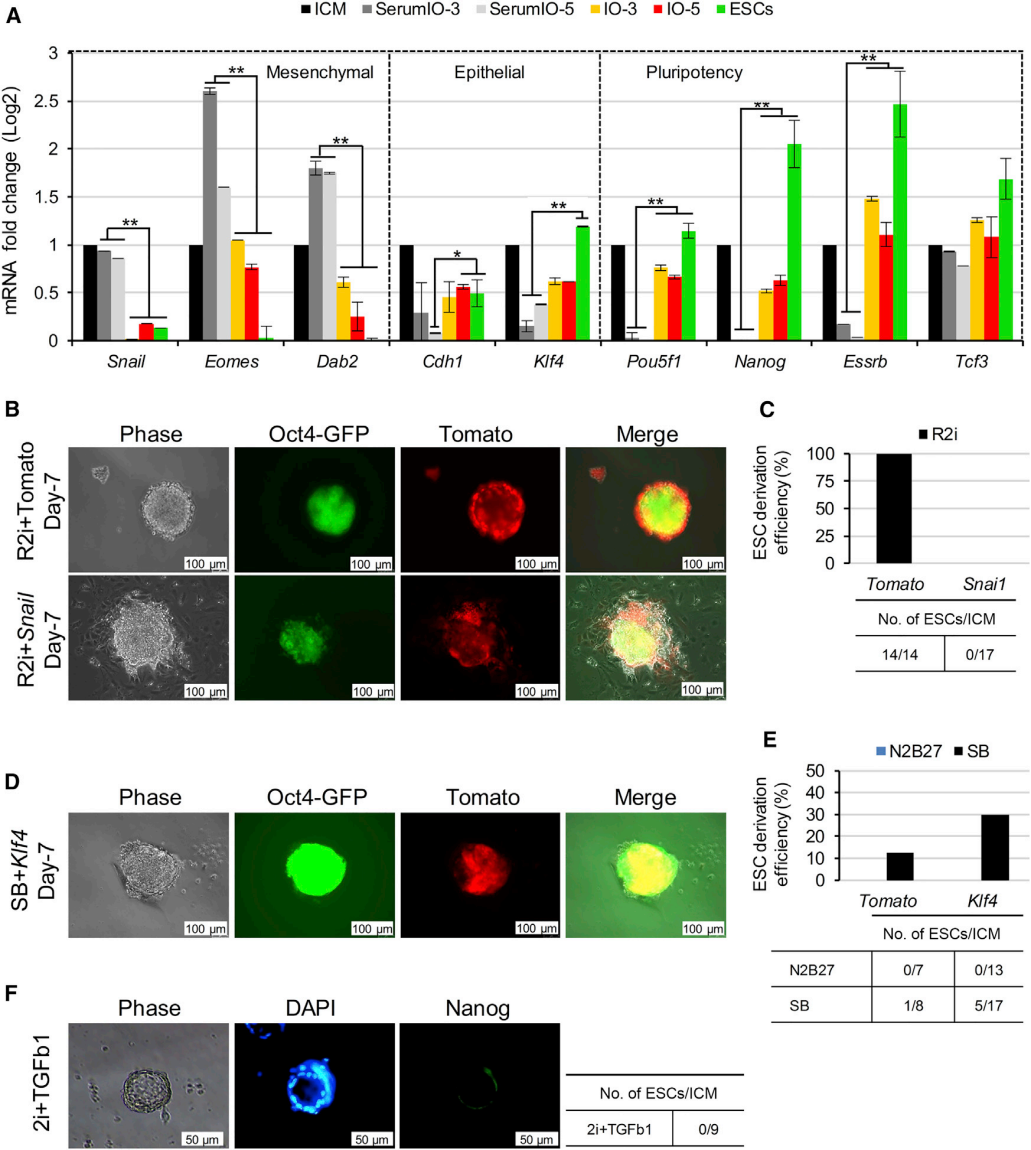
Blocking EMT Is Required for ESC Derivation (A) Time course expression of EMT and MET gene markers was measured by qRT-PCR in R2i- and serum + LIF-treated IOs. All data were calibrated to ICM, which is considered 1. Error bars reflect SD of results derived from three biological replicates. Here, ^∗^ represents significant deferentially expressed genes in R2i- and serum + LIF-treated IOs as well as ESCs. ^∗^p ≤ 0.05, ^∗∗^p ≤ 0.01, error bar, ± SD. (B) Overexpression of *Snail*-2A-tdTomato in OG2 ICM, which contain an *Oct4*-GFP reporter transgene, with R2i treatment. A construct with tdTomato alone was used as a negative control. Induction of EMT through the forced expression of *Snail* impaired ICM to ESC transition. tdTomato expression correlates with the transduction rate and expression of the gene of interest. (C) Efficiency of ESC derivation upon *Snail* overexpression. (D) Overexpression of *Klf4*-2A-tdTomato on E3.5 ICM (B6 × C3H) F1 in N2B27 supplemented with SB + LIF prevents EMT and supports the derivation of ESC lines. (E) Efficiency of ESC derivation upon *Klf4* overexpression on SB-treated IOs. (F) The impact of TGF-β1 on the generation of ESCs was assessed in 2i-treated IOs after NANOG immunostaining. Blue, DAPI.

### R2i Could Maintain preEpi Cell Identity in IOs

We also conducted a parallel transcriptional study on the development of ICM cells in both *in vitro* and *in vivo* conditions. Recently, Boroviak et al. (2015) reported single-cell RNA-seq data for the lineage-specific profile of naive pluripotency in early embryogenesis. However, those authors had adopted their protocol to small group of cells, instead of single cells, to be able to detect scarce transcripts, which provided a good substrate for comparison with our bulk transcriptome data. We observed a range of different early embryo lineage-feature gene expressions, from the ICM to post-implantation cells in R2i-treated IOs (Figure 7A; Table S4). Our study revealed a maximum similarity of different IOs and early-passage ESCs (P2 and P4) to E4.5 preEpi cells. Late-passage ESCs (P15) showed slightly less similarity to the E4.5 preEpi cells (Figure 7B), while functional analysis of up- and downregulated genes in this comparison highlighted the similar pathways (Figure S6A) that were enriched between P15 ESCs and different IOs (Figures 2E and S2D).

**Figure 7:**
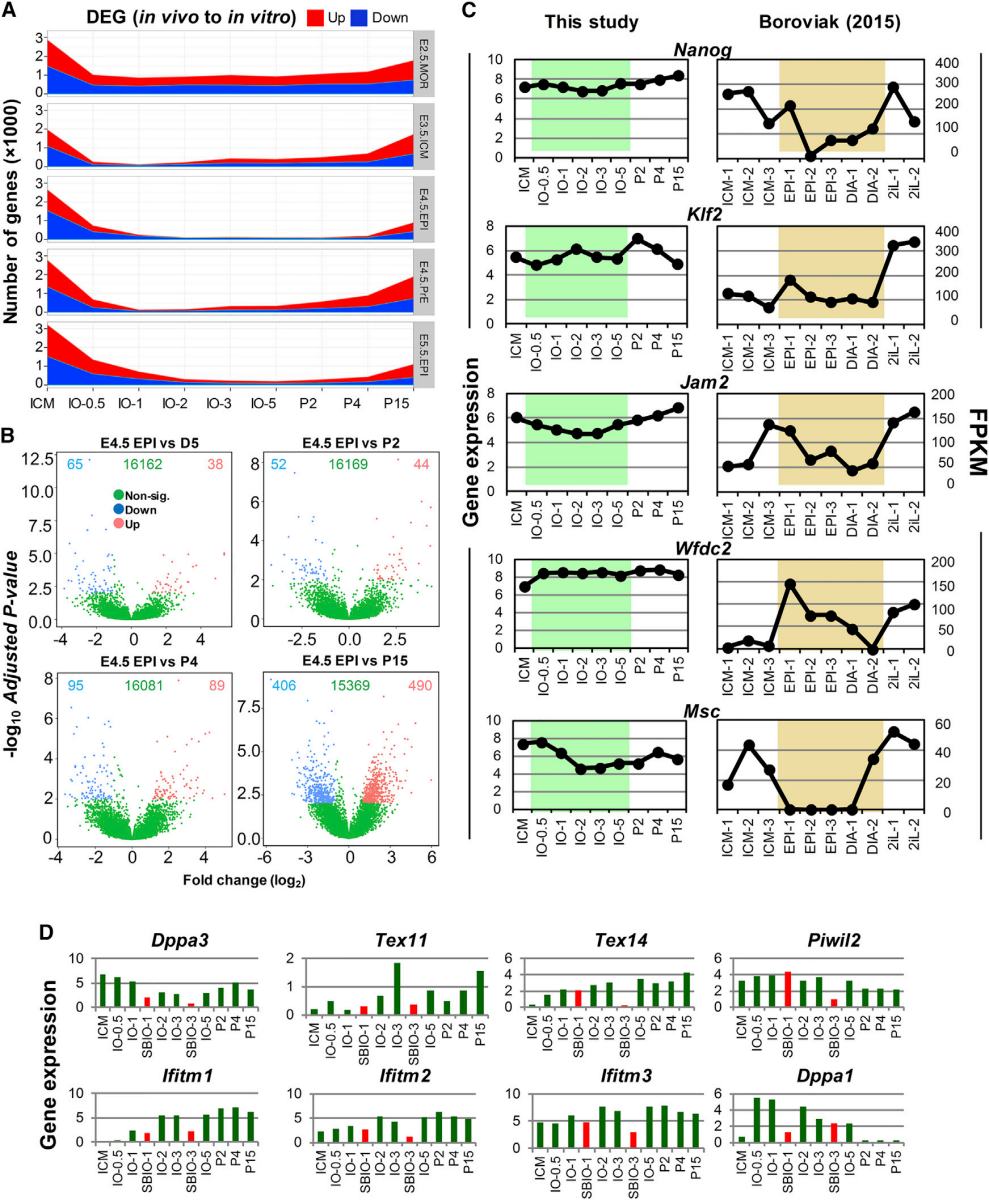
R2i-Treated IOs Exhibited preEpi Cell Characteristics (A) DEGs between *in vivo* embryonic samples (Boroviak et al., 2015) and ICM to ESC time course samples for this study (≥2-fold expression change, adjusted p ≤ 0.01). (B) Volcano plots show fold change in gene expression (x axis, log_2_ fold change, adjusted p ≤ 0.01) between E4.5 preEpi cells (Boroviak et al., 2015), IO-5, and ESCs of different passages (this study). The y axis is the negative log_10_ of Benjamini-Hochberg adjusted p value. Blue, green, and red dots represent downregulated, non-significant, and upregulated genes, respectively. (C) The comparability of the gene expression for some heatmap II-specific genes (from Figure 3) between *in vitro* IOs (this study) and single-preEpi cells (EPI1-3) or single-diapaused cells (DIA1-2; Boroviak et al., 2015). (D) The expression of PGC-related genes in R2i- and SB-treated IOs.

A comparison of R2i and SB treatment revealed that the number of ICM-related genes decreased in R2i- versus SB-treated IOs, while the number of gene markers related to preEpi and postEpi cells increased (Figure S6B). This analysis indicated the exclusive expression of diapaused-specific markers, such as *Tcfap2c*, *Gbx2*, *Utf1*, *Sox2*, *Esrrb*, *Tbx3*, *Klf2*, *Nanog*, *Dppa3*, and *Msc*, in R2i-specific clusters (Figures S6B and S6C). 

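Msc, a transcription factor that the paper lists among markers of diapaused epiblast, was 3.09-fold higher in IO-3 than in SBIO-3 (log2 1.63, SE 0.24, adjusted p = 0.000250), over 2 arrays per group. Tfap2c, a factor of trophoblast and germ cells, had a log2 difference of -0.72 (SE 0.22, adjusted p = 0.0260) on day 3 and was 5.51-fold higher in IO-1 than in SBIO-1 (log2 2.46, SE 0.22, adjusted p = 4.22e-06). Msc was also 4.02-fold higher on day 1 (log2 2.01, SE 0.24, adjusted p = 0.000113). Of 10 genes that the paper names as diapause markers, 9 were higher in IO-3, none was lower and 1 did not pass the test, with the same counts when adjusted over the list alone (camera, adjusted p = 1.69e-07, and 0.00302 with an estimated correlation). On day 1, of the same 10 genes, 5 were higher in IO-1, 1 was lower and 4 did not pass the test, with the same counts when adjusted over the list alone (camera, adjusted p = 0.000726, and 0.0217 with an estimated correlation). Its adjusted p was 0.115 after median scaling, and 7.99e-08 to 0.115 over all alternatives. They were named from these samples, so the counts are not independent evidence. Msc was not called in a fit of only the 4 arrays compared, and over all alternatives its adjusted p ran from 0.000138 to 0.0362. On day 1 Msc was not called in a fit of only the 4 arrays compared, and over all alternatives its adjusted p ran from 4.77e-05 to 0.0193.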

We also found that the expression of nearly one-third of the genes in heatmap II in Figure 3A were comparable with preEpi- and diapaused-related indicators, suggesting that the expression of these genes is important throughout the entire process of ESC derivation (Figure 7C).

We then compared our finding with a previously reported dynamic single-cell transcriptional dataset for identifying markers during the preEpi and PE bifurcation of the ICM (Gerovska and Arauzo-Bravo, 2016). 

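Ttr was 87.1-fold lower in IO-3 than in SBIO-3 (log2 -6.45, SE 0.27, adjusted p = 1.07e-09), and Amn, an endocytic protein of visceral endoderm, was 26.0-fold lower (log2 -4.70, SE 0.40, adjusted p = 1.19e-06), over 2 arrays per group. Sox17, a factor that drives endoderm differentiation, was 5.08-fold lower (log2 -2.35, SE 0.25, adjusted p = 1.12e-05). Sox7 was 3.37-fold lower in IO-1 than in SBIO-1 (log2 -1.75, SE 0.37, adjusted p = 0.00996), and on day 3 its log2 difference was -0.49 (SE 0.37, adjusted p = 0.368). Gata6, which specifies the primitive endoderm, differed by log2 -1.74 (SE 0.41, adjusted p = 0.0198) on day 1 and -0.80 (SE 0.41, adjusted p = 0.178) on day 3 and passed on neither day. Of 21 genes of the primitive endoderm and its derivatives, 9 were lower in IO-3, none was higher in IO-3 and 12 did not pass the test, with 10 lower and none higher when adjusted over the list alone (camera, adjusted p = 8.81e-09, and 0.00144 with an estimated correlation). On day 1, of these 21 genes, 3 were lower in IO-1, none was higher and 18 did not pass the test, with 9 lower and none higher when adjusted over the list alone (camera, adjusted p = 3.53e-07, and 0.00277 with an estimated correlation). Sox17 was not called in a fit of only the 4 arrays compared, and over all alternatives its adjusted p ran from 3.90e-06 to 0.0254. On day 1 Sox7 was not called without IO-1 replicate 1, IO-1 replicate 2, SBIO-1 replicate 1 or SBIO-1 replicate 2 (adjusted p = 0.158, 0.0109, 0.0435 and 0.111). Sox7 was not called with an intensity trend, after median scaling, without the probe filter, in a fit of only the 4 arrays compared, with a replicate block or with the relisted BALB/c ICM arrays in the fit, and over all alternatives its adjusted p ran from 0.000834 to 0.158.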

We found that R2i-treated IOs noticeably represented the expression profile of E4.5 preEpi cells, while SB-treated IOs showed the different expressed genes such as *Sox17*, *Sox7*, and *Gata6*, which indicated an expression pattern of E4.5 PE (Figures S6D and S6E). In particular, one-third of genes in cluster VI, which were downregulated in R2i versus SB on both days 1 and 3, represented the PE transcriptome profile. A comparison of different staged IOs and early-stage embryos revealed significantly expressed PGC markers, which included *Ifitm3*/*Fragilis*, *Dppa3*/*Stella*, *Zp3*, *Ifitm1*, and *Ifitm2* (Boroviak et al., 2015, Gerovska and Arauzo-Bravo, 2016), as well as *Tex11*, *Tex14*, *Piwil2*, and *Dppa1* (Figure 7D). This observation not only elucidated the preEpi cell origin of ESCs but also magnified the role of PGC-related genes during the ICM to ESC transition. 

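Ifitm3, also called fragilis, was 15.8-fold higher in IO-3 than in SBIO-3 (log2 3.98, SE 0.54, adjusted p = 0.000108), with Ifitm1 8.91-fold higher (log2 3.15, SE 0.32, adjusted p = 7.48e-06) and Ifitm2 7.93-fold higher (log2 2.99, SE 0.40, adjusted p = 9.27e-05, detected on 1 of 2 SBIO-3 arrays), over 2 arrays per group. Zp3, a protein of the egg coat, was at least 3.63-fold higher (not detected on any SBIO-3 array, adjusted p = 8.01e-05), and Tex14, a protein of germ cell bridges, at least 4.12-fold higher (not detected on any SBIO-3 array, adjusted p = 2.97e-05). Piwil2, which binds piRNAs, was 6.33-fold higher (log2 2.66, SE 0.32, adjusted p = 3.66e-05, detected on 1 of 2 SBIO-3 arrays), and Tex11 at least 1.76-fold higher (not detected on any SBIO-3 array, adjusted p = 0.000830). Dppa1 was 16.3-fold higher in IO-1 than in SBIO-1 (log2 4.02, SE 0.21, adjusted p = 1.32e-08). Of 9 germ cell genes that the paper names, 8 were higher in IO-3, none was lower and 1 did not pass the test, with the same counts when adjusted over the list alone (camera, adjusted p = 2.94e-08, and 0.00233 with an estimated correlation). The paper drew them from these samples, so they are not independent evidence. Of 14 primordial germ cell genes of a textbook list, 7 were higher in IO-3, 1 was lower and 6 did not pass the test, with 9 higher and 1 lower when adjusted over the list alone (camera, adjusted p = 0.00799, but adjusted p = 0.0747 with an estimated correlation). For this list the adjusted p was 0.0556 after median scaling, and 1.82e-06 to 0.0747 over all alternatives. The lower gene was Rhox5 (5.09-fold, log2 -2.35, SE 0.42, adjusted p = 0.000988). Tex11 was not called without IO-3 replicate 2 or SBIO-3 replicate 1 (adjusted p = 0.0171 and 0.0104), nor Rhox5 without IO-3 replicate 1 or IO-3 replicate 2 (adjusted p = 0.0106 and 0.0109). Ifitm3, Ifitm1, Ifitm2, Zp3, Tex14, Piwil2, Tex11 and Rhox5 were not called in a fit of only the 4 arrays compared, nor Zp3 and Tex14 after median scaling, nor Zp3 and Tex11 without background correction, nor Tex11 with an offset of 50, and Tex11 changed sign after median scaling, and over all alternatives their adjusted p ran from 1.09e-06 to 0.774.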

Overall, this dataset depicted that ICM-derived ESCs proceeded through the preEpi stage, and that the successful derivation of ESCs relied on FGF inhibition. However, epigenetic modifications and EMT blockage were required for the perpetual self-renewal capability of preEpi cells.

## Discussion

An optimized regimen is required for dissecting the molecular mechanism of ESC derivation. Dual inhibition of FGF and TGF-β creates high genomic stability and an efficient ICM to ESC transition (Hassani et al., 2014b). We have employed this system to produce a temporal transcriptome profile. In addition, a negative control group (SB), which not only maintains self-renewal but also has similar components with R2i, helped us to develop an appropriate strategy for detecting regulatory genes that play a key role in ESC derivation.

This analysis has identified a group of significantly expressed TFs and epigenetic modifiers in the ICM, different IOs, and ESCs. 

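In 3 ICM and 3 ESC arrays of the first run Pramel4 fell 40.9-fold (log2 -5.36, SE 0.15, adjusted p = 1.74e-14) and Pramel7 16.3-fold (log2 -4.03, SE 0.18, adjusted p = 9.21e-12) from the ICMs to the ESCs at passage 20. Pramel5 and Pramel6 were at least 108-fold and at least 4.80-fold lower, neither being detected on any ESC array. These genes belong to a family of leucine-rich repeat proteins expressed in the early embryo and germ line. Of 4 Pramel genes, all were lower in the ESCs, with the same counts when adjusted over the list alone (camera, adjusted p = 1.68e-05, and 0.0142 with an estimated correlation). The list was drawn from genes the paper names, so these counts are not independent evidence. By day 3 of outgrowth Pramel4 had already fallen 42.1-fold (log2 -5.39, SE 0.16, adjusted p = 1.96e-13), over 2 BO-3 arrays. In the ICMs its log2 level was 11.46 ± 0.11 (mean ± SD, n = 3).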

Our result was consistent with previously reported ICM-specific genes such as *Pramel4*, *Pramel5*, and *Pramel7* (Tang et al., 2010). In a systemic data analysis, we observed approximately 3,000 DEGs between the ICM and day 0.5 (Figure 2A). Instead of a fluctuated gene expression stemming from the *in vivo* to *in vitro* transition, we observed that these large numbers of DEGs could establish the path toward the generation of ESCs. We demonstrated that only 2 days were needed for deriving ESCs at maximal efficiency under R2i conditions (Figure 2C). However, we have suggested that ICM cells do not suddenly assume an ESC identity; the longer the cultivation period, the more likely it is that the cells will acquire ESC characteristics. We observed that, while the number of DEGs decreased between the late-stage IOs and established ESCs, ESCs showed downregulation of the EMT biological process compared with these IOs (Figure 2E). Despite the expression of common pluripotency factors, SB-treated IOs exited from pluripotency likely because they followed the EMT program. Our results are consistent with this notion, and have suggested that the ectopic expression of *Snail*, an EMT inducer, could impede the establishment of ESCs (Figure 6B). Normally, the corresponding protein presents quickly after the onset of gastrulation (Hemavathy et al., 1997). However, *Snail* surprisingly presents in SB-treated IOs as a downstream protein of the TGF-β signaling pathway. This data has illustrated that inhibition of TGF-β without suppression of FGF signaling could not block EMT and allow embryonic cells to exit from pluripotency. It has been reported that MEK suppression activates Klf4 through a phosphorylation pathway (Kim et al., 2012) and consequently induces MET (Chen et al., 2011). Accordingly, we observed that forced expression of *Klf4* in SB-treated IOs led to the generation of ESCs (Figure 6D). We also detected the downregulation of epithelial markers (*Cdh1* and *Klf4*) and the upregulation of mesenchymal markers (*Snail*, *Eomes*, and *Dab2*) under conventional conditions, i.e., serum + LIF (Figure 6A). Therefore, we concluded that the lack of EMT blockage was the main reason for the inefficient generation of ESCs from a refractory cell strain under serum or SB culture conditions. When EMT blockage occurs, SB or serum could support the long-term maintenance of ESC self-renewal.

We believe that the strategies developed in this study can help identify the most important gene regulators for deriving pluripotent ESCs. Based on significant changes in gene expression patterns and morphological changes between treatment (R2i) and the control (SB) groups on day 3 (Figure 4), we postulated that DEGs between these two groups was crucial for ICM to ESC transition. The data showed that pluripotency factors such as *Pou5f1*, *Zfp42*, *Klf4*, *Sall4*, *Ctnnb1*, and *Klf6* were not significantly altered between the treatment and control groups up to the third day of ESC derivation. We classified these 233 pluripotency markers as common pluripotency factors. However, the pluripotency markers that were significantly upregulated in R2i compared with SB, including *Nanog*, *Sox2*, *Klf2*, *Esrrb*, *Gbx2*, *Jam2*, *Dppa3*, *Msc*, and *Wfdc2*, could be the genes driving the establishment of ESCs (Figure 3C). Of all the TFs that play an essential role in maintaining pluripotency (Dunn et al., 2014), half were included in the R2i-specific gene list (Figure S3B). Therefore, we proposed that the overexpression of these genes, such as *Nanog*, would undermine the necessity of a special regimen, such as R2i and 2i (Figure 3D).

In this study, we also found a dramatic difference in the DNA methylation patterns between ICM cells and ESCs. The passive and active demethylation of maternal and paternal genomes resulted in a hypomethylated epigenetic landscape for ICM cells (Liao et al., 2015). It has been shown that ESCs have higher DNA methylation levels than ICM cells under conventional conditions, as opposed to 2i conditions (Leitch et al., 2013). DNA methylation and DNA methyltransferases expression have been broadly implicated in early embryo development and long-term maintenance of pluripotent cells (Arand et al., 2012, Ficz et al., 2013, Habibi et al., 2013, Marks et al., 2012, Smith et al., 2012), but the exact epigenetic events that occur during the derivation of ESCs have remained elusive (Tang et al., 2010). Here, we have observed that the expression of epigenetic modifier genes, such as *Dnmt3b*, *Dnmt3l*, *Chd8*, *Mtss1*, *Suz12*, *Eed*, *Wdr3*, and *Mat2b*, was significantly increased in the intermediate stages of ESC derivation, and followed an upward trend during the course of the culture (Figure 4C). Next, we measured the level of DNA methylation in the CpG dyads of IAP-LTR1 and L1Md_tf retrotransposable elements and mSat. Consistent with the results of previous studies (Ficz et al., 2013, Habibi et al., 2013, Smith et al., 2012), this entire dataset has highlighted the role of epigenetic modifiers and DNA methylation, pointing toward a reconstruction process that shapes a different epigenetic landscape for ESCs. In contrast with previous observations (Ficz et al., 2013, Okashita et al., 2014), blockage of the ERK pathway was probably required for a high expression of epigenetic modifiers and DNA methylation-related genes during ICM to ESC transition. Interestingly, we found that RG108-mediated inhibition of DNA methylation impeded the efficient derivation of ESCs in the presence of R2i, yet had no adverse effects under 2i conditions. This analysis highlighted a major difference between the R2i and 2i conditions in the regulation of pluripotency. It has previously been demonstrated that the augmented BMP4 signaling pathway plays a key role in R2i pluripotency, whereas it does not make a difference in the 2i condition (Gomes Fernandes et al., 2016, Hassani et al., 2014b). Despite the high degree of similarity between the R2i and 2i conditions, as well as the strength of R2i in supporting pluripotency, i.e., in establishing and maintaining ESCs from single blastomeres (Hassani et al., 2014a) and embryonic germ cells from the PGCs of mice and rats (Attari et al., 2014, Mohammadi et al., 2015), these two conditions work in different ways.

To determine the state of R2i pluripotent cells in comparison with *in vivo* pluripotent cells, we compared our transcriptome data with that of early embryonic cells (Figure 7). Although a considerable number of preEpi- and PE-specific markers demonstrated concurrent expression patterns in both the R2i- and SB-related clusters, the enrichment of substantial preEpi- and PE-specific genes in the R2i and SB groups, would suggest a specified path for the generation of ESCs from ICM cells. We observed that R2i treatment could support the expression of diapause- and PGC-related genes, which were associated with the preEpi cell state. A comparison of 2i-grown cells with early embryonic cells indicated that there was greater similarity with them and E4.5 preEpi cells (Boroviak et al., 2015). In this study, we also demonstrated that R2i could sustain the preEpi-specific gene expression during the process of establishing ESCs from the ICM. IOs and early-passage ESCs were more similar to preEpi cells than were P15 ESCs. This was consistent with data by Boroviak et al. Therefore, despite certain differences between 2i and R2i for maintaining pluripotency, both conditions produced ESCs that exhibited high similarity to E4.5 preEpi cells. However, our results demonstrated that the establishment of ESCs requires a reprogramming phenomenon such as DNA methylation regulation and EMT blockage.

To the best of our knowledge, this is the first study reporting that EMT prevention is required for the derivation of ESCs from the ICM. In addition to the maintenance of preEpi-specific marker gene expression, prevention of TGF-β and MAPK under R2i conditions tended to inhibit the EMT process in normal development of the early embryo and to maintain pluripotency *in vitro*. From the perspective of human ESCs, it would be of tremendous interest to investigate the role of EMT or cell adhesion in the derivation of primed and naive human ESCs.

## Experimental Procedures

### ESC Derivation and Sample Collection

For ESC derivation, blastocysts/isolated ICMs were prepared as described in the Supplemental Experimental Procedures. The isolated ICMs were washed twice in PBS, and then selected for microarray analysis. ESCs were derived by transferring blastocysts/isolated ICMs on gelatin-coated plates (0.1%, Sigma-Aldrich) that contained N2B27 defined medium supplemented with R2i (which included 1 μM PD0325901 [Stemgent] and 10 μM SB431542 [Sigma-Aldrich]) and 1,000 U/mL LIF (ESGRO, Millipore). This time was designated as day 0. For the first microarray analysis, the samples included isolated ICMs (day 0), BOs on days 3, 5, 7, and 9 (BO3–9) after plating, and ESCs on passage 20, in three biological replicates. We chose and pooled approximately 20–30 isolated ICMs and BOs for each biological replicate.

For the second microarray analysis, we collected new samples in a time resolution experiment that included immunosurgically isolated ICM, IOs, on days 0.5, 1, 2, 3, and 5 (IO0.5–5), and passages 2, 4, and 15 of ESCs (P2–15). In addition, IOs which were cultivated in N2B27 supplemented with SB431542 + LIF on days 1 (SBIO-1) and 3 (SBIO-3) considered as the negative controls. Approximately 30–40 ICM or IOs were picked and pooled in two biological replicates.

## Author Contributions

M.T., S.N.-H., and A.S. developed the study. N.T. performed some of the EMT experiments and discussed the EMT results. K.A. discussed the EMT results. J.A. and J.W. performed the DNA methylation experiments. B.G. discussed the gene expression results. D.S. assisted with animal and embryo manipulations. M.A. analyzed the microarray data. M.P. performed the time course derivation and supplemental experiments. H.G. supervised the project, provided financial support, and discussed the results. H.S. designed the experiments, discussed the results, and approved the manuscript. H.B. provided financial support, designed and analyzed experiments, discussed the results, and approved the manuscript.

## Accession Numbers

Gene profiling data was submitted to the GEO repository with accession number GEO: GSE87793.

## Supplemental Information

Document S1. Supplemental Experimental Procedures, Figures S1–S6, and Table S3

Table S1. The List of Genes and the Expression Value of Represented Heatmaps Shown in Figure 3A, Related to Figure 3

Table S2. The List of Common Pluripotency, R2i Pluripotency, and SB Pluripotency-Related Genes Based on Published Data, Related to Figure 3

Table S4. Comparison of the Expressed Genes for the *In Vivo* Embryonic Sample (Boroviak et al., 2015) and *In Vitro* Cultured ICM to ESC Samples of This Study, Related to Figure 7 Up, Up-regulated; Down, Down-regulated; NS, Non-significant

Document S2. Article plus Supplemental Information

# Supplementary material for: Blockage of the Epithelial-to-Mesenchymal Transition Is Required for Embryonic Stem Cell Derivation
**Source:** Stem Cell Reports. 2017 Sep 14;9(4):1275–90. doi: 10.1016/j.stemcr.2017.08.006
**Supplement:** Document S1. Supplemental Experimental Procedures, Figures S1–S6, and Table S3

Stem Cell Reports, Volume 9

Supplemental Information

Blockage of the Epithelial-to-Mesenchymal Transition Is Required for Embryonic Stem Cell Derivation

Mehdi Totonchi, Seyedeh-Nafiseh Hassani, Ali Sharifi-Zarchi, Natalia Tapia, Kenjiro Adachi, Julia Arand, Boris Greber, Davood Sabour, Marcos J. Araújo-Bravo, Jörn Walter, Mohammad Pakzad, Hamid Gourabi, Hans R. Schöler, and Hossein Baharvand

Supplemental Information

Blockage of the Epithelial-to-Mesenchymal Transition Is Required for Embryonic Stem Cell Derivation

Mehdi Totonchi, Seyede-Nafiseh Hassani, Ali Sharifi-Zarchi, Natalia Tapia, Kenjiro Adachi, Julia Arand, Boris Greber, Davood Sabour, Marcos J. Araúzo-Bravo, Jörn Walter, Mohammad Pakzad, Hamid Gourabi, Hans R. Schöler, Hossein Baharvand

INVENTORY OF SUPPLEMENTARY INFORMATION

I. Supplementary Data

Figure S1, related Figure 1.

Figure S2, related Figure 2.

Figure S3, related Figure 3.

Figure S4, related Figure 5.

Figure S5, related Figure 6.

Figure S6, related Figure 7

Table S1, related Figure 3

Table S2, related Figure 3

Table S3, related Figure 5

Table S4, related Figure 7

II. Supplemental Experimental Procedure

III. Supplemental References

Supplemental Figures

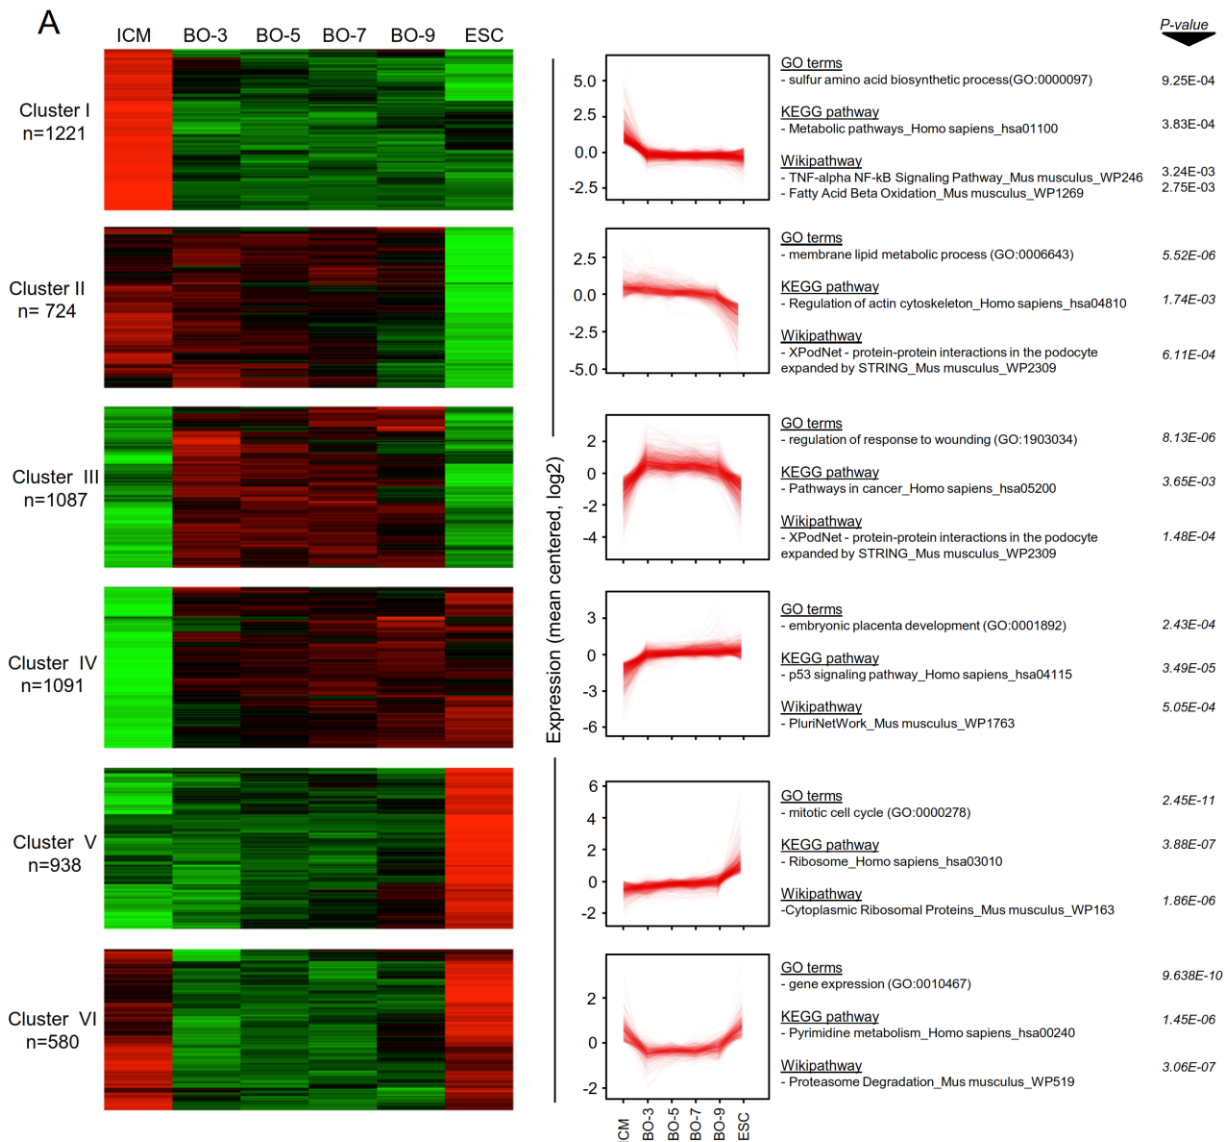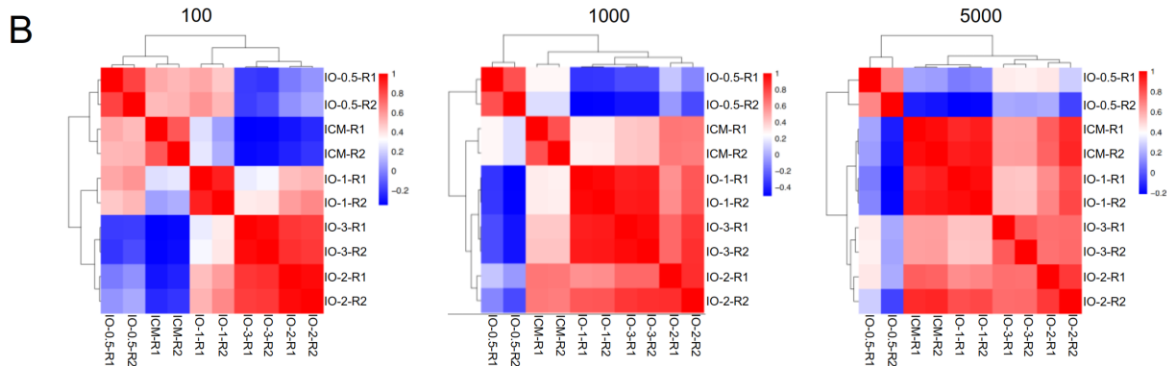

Figure S1. Temporal morphology and time-course transcriptome profiling of ESC derivation, related to Figure 1.

(A) Unsupervised hierarchical clustering and functional annotation of time-course gene expression profiles for ESC derivation. We used three independent biological replicates, except for BO-3, which consisted of two biological replicates. Between 20 and 30 ICMs were used for each replicate. Transcript levels are mean-centered log₂ scaled values.

(B) Spearman correlation heatmap analysis among the first timepoints (ICM, IO-0.5, IO-1, IO-2 and IO-3) to measure the differences among replicates vs. timepoints. Since the expression levels of a minority of the genes have significant alternations among samples, this analysis was limited to 100, 1000 and 5000 microarray probes that had the maximum expression variance among these samples. The biological replicates are clustered together in this analysis, which showed the differences among consecutive samples are larger than the observed fluctuation among replicates. This shows that the alternations among consecutive samples are biologically relevant.

vs ICM

A

Up-regulated

IO-0.5

GO Term	P-val.
mitotic cell cycle (GO:0000278)	5.76E-06
KEGG pathway	P-val.
Ubiquitin mediated proteolysis_Homo sapiens_hsa04120	5.98E-04
Adrenergic signaling in cardiomyocytes_Homo sapiens_hsa04261	3.09E-03
TNF signaling pathway_Homo sapiens_hsa04668	4.13E-03
Glutathione metabolism_Homo sapiens_hsa00480	4.05E-03
Hepatitis C_Homo sapiens_hsa05160	4.82E-03
Cell cycle_Homo sapiens_hsa04110	5.41E-03
Small cell lung cancer_Homo sapiens_hsa05222	7.03E-03

IO-1

GO Term	P-val.
mitotic cell cycle (GO:0000278)	2.95E-06
Ras protein signal transduction (GO:0007265)	4.56E-06
KEGG pathway	P-val.
Cysteine and methionine metabolism_Homo sapiens_hsa00270	9.34E-04
Small cell lung cancer_Homo sapiens_hsa05222	1.00E-03

IO-2

GO Term	P-val.
mitotic cell cycle (GO:0000278)	6.41E-09
Ras protein signal transduction (GO:0007265)	4.44E-07
KEGG pathway	P-val.
Small cell lung cancer_Homo sapiens_hsa05222	8.99E-05

IO-3

GO Term	P-val.
mitotic cell cycle (GO:0000278)	6.99E-09
Ras protein signal transduction (GO:0007265)	1.50E-06
negative regulation of cell cycle (GO:0045786)	1.24E-05
KEGG pathway	P-val.
Small cell lung cancer_Homo sapiens_hsa05222	6.49E-06
Pancreatic cancer_Homo sapiens_hsa05212	1.77E-05

IO-5

GO Term	P-val.
mitotic cell cycle (GO:0000278)	1.58E-09
negative regulation of cell cycle (GO:0045786)	1.60E-06
response to ionizing radiation (GO:0010212)	2.89E-06
Ras protein signal transduction (GO:0007265)	3.43E-06
response to radiation (GO:0009314)	1.19E-05
transforming growth factor beta receptor signaling pathway (GO:0007179)	7.50E-06
KEGG pathway	P-val.
p53 signaling pathway_Homo sapiens_hsa04115	1.63E-05
Cell cycle_Homo sapiens_hsa04110	1.36E-05
FoxO signaling pathway_Homo sapiens_hsa04068	4.27E-05
Pancreatic cancer_Homo sapiens_hsa05212	7.69E-05
Ubiquitin mediated proteolysis_Homo sapiens_hsa04120	3.03E-05
Small cell lung cancer_Homo sapiens_hsa05222	9.55E-05

P2

GO Term	P-val.
mitotic cell cycle (GO:0000278)	7.57E-11
KEGG pathway	P-val.
Ubiquitin mediated proteolysis_Homo sapiens_hsa04120	2.74E-06
Neurotrophin signaling pathway_Homo sapiens_hsa04722	9.22E-05
Small cell lung cancer_Homo sapiens_hsa05222	1.38E-04

Down-regulated

IO-0.5

GO Term	P-val.
membrane lipid catabolic process (GO:0046466)	1.26E-04
glycolipid catabolic process (GO:0019377)	1.93E-04
KEGG pathway	P-val.
Other glycan degradation_Homo sapiens_hsa00511	2.89E-04
Glutamatergic synapse_Homo sapiens_hsa04724	4.53E-03
Glycine, serine and threonine metabolism_Homo sapiens_hsa00260	4.17E-03
Protein digestion and absorption_Homo sapiens_hsa04974	3.97E-03
Metabolic pathways_Homo sapiens_hsa01100	8.26E-03

IO-1

GO Term	P-val.
hexose biosynthetic process (GO:0019319)	3.69E-05
regulation of uterine smooth muscle contraction (GO:0070472)	1.48E-04
monosaccharide biosynthetic process (GO:0046364)	9.99E-05
regulation of blood circulation (GO:1903522)	2.31E-04
response to isoquinoline alkaloid (GO:0014072)	4.58E-04
membrane lipid catabolic process (GO:0046466)	1.09E-03
KEGG pathway	P-val.
Glycine, serine and threonine metabolism_Homo sapiens_hsa00260	1.82E-03
Glutamatergic synapse_Homo sapiens_hsa04724	3.51E-03
Other glycan degradation_Homo sapiens_hsa00511	2.07E-03
Protein digestion and absorption_Homo sapiens_hsa04974	2.7E-03
Metabolic pathways_Homo sapiens_hsa01100	6.91E-03

IO-2

GO Term	P-val.
cellular amino acid metabolic process (GO:0006520)	3.22E-05
membrane lipid catabolic process (GO:0046466)	1.06E-03
glycolipid catabolic process (GO:0019377)	1.05E-03
KEGG pathway	P-val.
Metabolic pathways_Homo sapiens_hsa01100	6.97E-03
Sphingolipid metabolism_Homo sapiens_hsa00600	9.62E-03
Other glycan degradation_Homo sapiens_hsa00511	1.97E-03

IO-3

GO Term	P-val.
pyrimidine nucleobase metabolic process (GO:0006206)	1.52E-03
cellular amino acid metabolic process (GO:0006520)	7.45E-04
cellular component disassembly (GO:0022411)	4.65E-04
T cell proliferation (GO:0042098)	8.61E-04
protein targeting (GO:0006605)	1.48E-03
single-organism carbohydrate catabolic process (GO:0044724)	1.15E-03
hexose biosynthetic process (GO:0019319)	1.34E-03
cellular amino acid biosynthetic process (GO:0008652)	5.55E-04
glial cell differentiation (GO:0010001)	9.61E-04
mononuclear cell proliferation (GO:0032943)	1.11E-03
lymphocyte proliferation (GO:0046651)	8.72E-04
membrane lipid catabolic process (GO:0046466)	2.58E-03
KEGG pathway	P-val.
Metabolic pathways_Homo sapiens_hsa01100	1.22E-04
Amino sugar and nucleotide sugar metabolism_Homo sapiens_hsa00520	4.85E-03
Other glycan degradation_Homo sapiens_hsa00511	4.36E-03

IO-5

GO Term	P-val.
cellular component disassembly (GO:0022411)	7.94E-05
hexose biosynthetic process (GO:0019319)	1.39E-04
protein targeting (GO:0006605)	2.52E-04
pyrimidine nucleobase metabolic process (GO:0006206)	6.05E-04
monosaccharide biosynthetic process (GO:0046364)	3.75E-04
single-organism carbohydrate catabolic process (GO:0044724)	5.41E-04
membrane lipid catabolic process (GO:0046466)	1.2E-03
KEGG pathway	P-val.
Metabolic pathways_Homo sapiens_hsa01100	9.19E-06
Ribosome_Homo sapiens_hsa03010	6.52E-04
Glycine, serine and threonine metabolism_Homo sapiens_hsa00260	1.5E-03
Other glycan degradation_Homo sapiens_hsa00511	2.26E-03

P2

GO Term	P-val.
glycolipid catabolic process (GO:0019377)	2.88E-04
membrane lipid catabolic process (GO:0046466)	4.07E-04
KEGG pathway	P-val.
Metabolic pathways_Homo sapiens_hsa01100	2.0E-04
Glycine, serine and threonine metabolism_Homo sapiens_hsa00260	2.12E-03
Glycerophospholipid metabolism_Homo sapiens_hsa00564	1.84E-03
Protein digestion and absorption_Homo sapiens_hsa04974	2.4E-03
Other glycan degradation_Homo sapiens_hsa00511	2.89E-03

IV

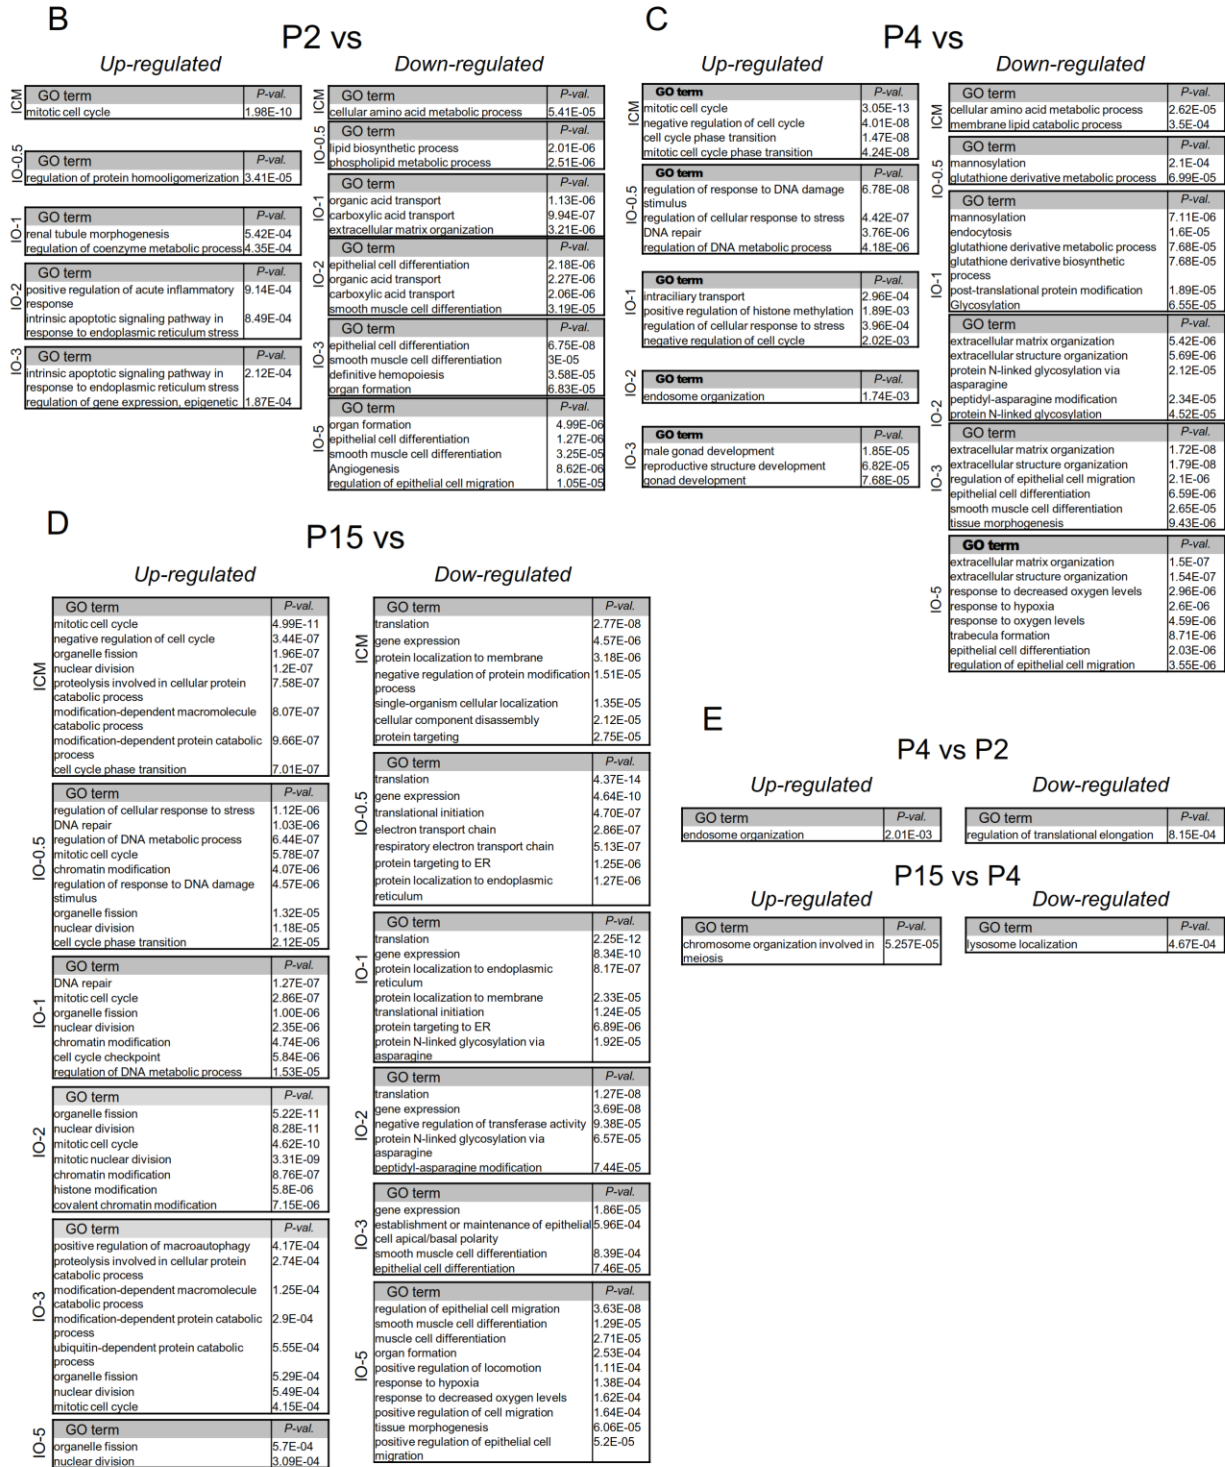

Figure S2. Functional annotation for up- and down-regulated genes during the transition from ICM cells to ESCs, related to Figure 2.

(A) Functional annotation for DEG in the ICM versus different IOs/ESCs. The pathways significantly enriched by the GO term and KEGG pathways are shown. The analysis has been performed by the Enrichr web tool.

(B-D) Functional annotation for DEG in ESCs of different passages (P) versus the ICM. Tables show the statistically significant enriched pathways for ESCs of P2 (**B**), P4 (**C**), and P15 (**D**) versus ICM/different IOs.

(E) Functional annotation of DEG between ESCs of different passages.

A

Heatmap I	<table> <tr><th>GO Term</th><th>P-val.</th></tr> <tr><td>regulation of fat cell differentiation (GO:0045598)</td><td>1.9E-04</td></tr> <tr><td>glutathione metabolic process (GO:0006749)</td><td>2.46E-04</td></tr> <tr><td>skeletal muscle cell differentiation (GO:0035914)</td><td>2.12E-04</td></tr> <tr><td>KEGG pathway</td><td>P-val.</td></tr> <tr><td>Glutathione metabolism_Homo sapiens_hsa00480</td><td>5.5E-04</td></tr> <tr><td>Wikipathway</td><td>P-val.</td></tr> <tr><td>Glutathione metabolism_Homo sapiens_WP100</td><td>5.5E-04</td></tr> </table>	GO Term	P-val.	regulation of fat cell differentiation (GO:0045598)	1.9E-04	glutathione metabolic process (GO:0006749)	2.46E-04	skeletal muscle cell differentiation (GO:0035914)	2.12E-04	KEGG pathway	P-val.	Glutathione metabolism_Homo sapiens_hsa00480	5.5E-04	Wikipathway	P-val.	Glutathione metabolism_Homo sapiens_WP100	5.5E-04														
GO Term	P-val.																														
regulation of fat cell differentiation (GO:0045598)	1.9E-04																														
glutathione metabolic process (GO:0006749)	2.46E-04																														
skeletal muscle cell differentiation (GO:0035914)	2.12E-04																														
KEGG pathway	P-val.																														
Glutathione metabolism_Homo sapiens_hsa00480	5.5E-04																														
Wikipathway	P-val.																														
Glutathione metabolism_Homo sapiens_WP100	5.5E-04																														
Heatmap II	<table> <tr><th>GO Term</th><th>P-val.</th></tr> <tr><td>anion transport (GO:0006820)</td><td>1.35E-04</td></tr> <tr><td>Wikipathway</td><td>P-val.</td></tr> <tr><td>Preimplantation Embryo_Homo sapiens_WP3527</td><td>3.52E-03</td></tr> </table>	GO Term	P-val.	anion transport (GO:0006820)	1.35E-04	Wikipathway	P-val.	Preimplantation Embryo_Homo sapiens_WP3527	3.52E-03																						
GO Term	P-val.																														
anion transport (GO:0006820)	1.35E-04																														
Wikipathway	P-val.																														
Preimplantation Embryo_Homo sapiens_WP3527	3.52E-03																														
Heatmap III	<table> <tr><th>GO Term</th><th>P-val.</th></tr> <tr><td>chromatin modification (GO:0016568)</td><td>7.49E-06</td></tr> <tr><td>DNA repair (GO:0006281)</td><td>2.49E-05</td></tr> <tr><td>DNA catabolic process (GO:0006308)</td><td>1.92E-05</td></tr> <tr><td>regulation of DNA metabolic process (GO:0051052)</td><td>1.38E-04</td></tr> <tr><td>DNA-templated transcription, initiation (GO:0006352)</td><td>8.91E-05</td></tr> <tr><td>mitotic cell cycle (GO:0000278)</td><td>1.41E-04</td></tr> <tr><td>transcription initiation from RNA polymerase II promoter (GO:0006367)</td><td>1.03E-04</td></tr> <tr><td>chromatin remodeling (GO:0006338)</td><td>8.18E-05</td></tr> <tr><td>KEGG pathway</td><td>P-val.</td></tr> <tr><td>Ribosome biogenesis in eukaryotes_Homo sapiens_hsa03008</td><td>1.44E-03</td></tr> <tr><td>Melanoma_Homo sapiens_hsa05218</td><td>4.19E-03</td></tr> <tr><td>RNA transport_Homo sapiens_hsa03013</td><td>7.72E-03</td></tr> <tr><td>Wikipathway</td><td>P-val.</td></tr> <tr><td>PluriNetWork_Mus musculus_WP1763</td><td>8.23E-06</td></tr> </table>	GO Term	P-val.	chromatin modification (GO:0016568)	7.49E-06	DNA repair (GO:0006281)	2.49E-05	DNA catabolic process (GO:0006308)	1.92E-05	regulation of DNA metabolic process (GO:0051052)	1.38E-04	DNA-templated transcription, initiation (GO:0006352)	8.91E-05	mitotic cell cycle (GO:0000278)	1.41E-04	transcription initiation from RNA polymerase II promoter (GO:0006367)	1.03E-04	chromatin remodeling (GO:0006338)	8.18E-05	KEGG pathway	P-val.	Ribosome biogenesis in eukaryotes_Homo sapiens_hsa03008	1.44E-03	Melanoma_Homo sapiens_hsa05218	4.19E-03	RNA transport_Homo sapiens_hsa03013	7.72E-03	Wikipathway	P-val.	PluriNetWork_Mus musculus_WP1763	8.23E-06
GO Term	P-val.																														
chromatin modification (GO:0016568)	7.49E-06																														
DNA repair (GO:0006281)	2.49E-05																														
DNA catabolic process (GO:0006308)	1.92E-05																														
regulation of DNA metabolic process (GO:0051052)	1.38E-04																														
DNA-templated transcription, initiation (GO:0006352)	8.91E-05																														
mitotic cell cycle (GO:0000278)	1.41E-04																														
transcription initiation from RNA polymerase II promoter (GO:0006367)	1.03E-04																														
chromatin remodeling (GO:0006338)	8.18E-05																														
KEGG pathway	P-val.																														
Ribosome biogenesis in eukaryotes_Homo sapiens_hsa03008	1.44E-03																														
Melanoma_Homo sapiens_hsa05218	4.19E-03																														
RNA transport_Homo sapiens_hsa03013	7.72E-03																														
Wikipathway	P-val.																														
PluriNetWork_Mus musculus_WP1763	8.23E-06																														
Heatmap V	<table> <tr><th>GO Term</th><th>P-val.</th></tr> <tr><td>regulation of cofactor metabolic process (GO:0051193)</td><td>1.22E-04</td></tr> <tr><td>KEGG pathway</td><td>P-val.</td></tr> <tr><td>Signaling pathways regulating pluripotency of stem cells_Homo sapiens_hsa04550</td><td>2.08E-05</td></tr> <tr><td>Wikipathway</td><td>P-val.</td></tr> <tr><td>PluriNetWork_Mus musculus_WP1763</td><td>8.80E-04</td></tr> </table>	GO Term	P-val.	regulation of cofactor metabolic process (GO:0051193)	1.22E-04	KEGG pathway	P-val.	Signaling pathways regulating pluripotency of stem cells_Homo sapiens_hsa04550	2.08E-05	Wikipathway	P-val.	PluriNetWork_Mus musculus_WP1763	8.80E-04																		
GO Term	P-val.																														
regulation of cofactor metabolic process (GO:0051193)	1.22E-04																														
KEGG pathway	P-val.																														
Signaling pathways regulating pluripotency of stem cells_Homo sapiens_hsa04550	2.08E-05																														
Wikipathway	P-val.																														
PluriNetWork_Mus musculus_WP1763	8.80E-04																														

Heatmap V	<table> <tr><th>GO Term</th><th>P-val.</th></tr> <tr><td>endoderm formation (GO:0001706)</td><td>2.18E-05</td></tr> <tr><td>Wikipathway</td><td>P-val.</td></tr> <tr><td>Endoderm Differentiation_Homo sapiens_WP2853</td><td>1.4E-04</td></tr> </table>	GO Term	P-val.	endoderm formation (GO:0001706)	2.18E-05	Wikipathway	P-val.	Endoderm Differentiation_Homo sapiens_WP2853	1.4E-04																																
GO Term	P-val.																																								
endoderm formation (GO:0001706)	2.18E-05																																								
Wikipathway	P-val.																																								
Endoderm Differentiation_Homo sapiens_WP2853	1.4E-04																																								
Heatmap VI	<table> <tr><th>GO Term</th><th>P-val.</th></tr> <tr><td>lipid homeostasis (GO:0055088)</td><td>1.01E-05</td></tr> <tr><td>plasma lipoprotein particle assembly (GO:0034377)</td><td>2.81E-04</td></tr> <tr><td>sterol homeostasis (GO:0055092)</td><td>9.7E-05</td></tr> <tr><td>protein destabilization (GO:0031648)</td><td>4.63E-04</td></tr> <tr><td>cholesterol homeostasis (GO:0042632)</td><td>9.26E-05</td></tr> <tr><td>KEGG pathway</td><td>P-val.</td></tr> <tr><td>Rap1 signaling pathway_Homo sapiens_hsa04015</td><td>7.91E-03</td></tr> <tr><td>Wikipathway</td><td>P-val.</td></tr> <tr><td>Cardiac Progenitor Differentiation_Homo sapiens_WP2406</td><td>1.22E-03</td></tr> </table>	GO Term	P-val.	lipid homeostasis (GO:0055088)	1.01E-05	plasma lipoprotein particle assembly (GO:0034377)	2.81E-04	sterol homeostasis (GO:0055092)	9.7E-05	protein destabilization (GO:0031648)	4.63E-04	cholesterol homeostasis (GO:0042632)	9.26E-05	KEGG pathway	P-val.	Rap1 signaling pathway_Homo sapiens_hsa04015	7.91E-03	Wikipathway	P-val.	Cardiac Progenitor Differentiation_Homo sapiens_WP2406	1.22E-03																				
GO Term	P-val.																																								
lipid homeostasis (GO:0055088)	1.01E-05																																								
plasma lipoprotein particle assembly (GO:0034377)	2.81E-04																																								
sterol homeostasis (GO:0055092)	9.7E-05																																								
protein destabilization (GO:0031648)	4.63E-04																																								
cholesterol homeostasis (GO:0042632)	9.26E-05																																								
KEGG pathway	P-val.																																								
Rap1 signaling pathway_Homo sapiens_hsa04015	7.91E-03																																								
Wikipathway	P-val.																																								
Cardiac Progenitor Differentiation_Homo sapiens_WP2406	1.22E-03																																								
Heatmap VII	<table> <tr><th>GO Term</th><th>P-val.</th></tr> <tr><td>response to topologically incorrect protein (GO:0035966)</td><td>3.69E-07</td></tr> <tr><td>integrin-mediated signaling pathway (GO:0007229)</td><td>6.26E-07</td></tr> <tr><td>response to unfolded protein (GO:0006986)</td><td>8.46E-07</td></tr> <tr><td>regulation of cell morphogenesis (GO:0022604)</td><td>2.33E-05</td></tr> <tr><td>cellular response to topologically incorrect protein (GO:0035967)</td><td>8.35E-06</td></tr> <tr><td>angiogenesis (GO:0001525)</td><td>1.6E-05</td></tr> <tr><td>ER-nucleus signaling pathway (GO:0006984)</td><td>1.02E-05</td></tr> <tr><td>endoplasmic reticulum unfolded protein response (GO:0030968)</td><td>1.73E-05</td></tr> <tr><td>cellular response to unfolded protein (GO:0034620)</td><td>2.34E-05</td></tr> <tr><td>activation of signaling protein activity involved in unfolded protein response (GO:0006987)</td><td>6.69E-05</td></tr> <tr><td>vasculogenesis (GO:0001570)</td><td>9.21E-05</td></tr> <tr><td>positive regulation of nuclease activity (GO:0032075)</td><td>8.29E-05</td></tr> <tr><td>KEGG pathway</td><td>P-val.</td></tr> <tr><td>Lysosome_Homo sapiens_hsa04142</td><td>1.69E-07</td></tr> <tr><td>Amino sugar and nucleotide sugar metabolism_Homo sapiens_hsa00520</td><td>4.17E-05</td></tr> <tr><td>Wikipathway</td><td>P-val.</td></tr> <tr><td>Fatty acid oxidation_Mus musculus_WP2318</td><td>4.1E-04</td></tr> <tr><td>Glutathione metabolism_Mus musculus_WP164</td><td>2.11E-03</td></tr> <tr><td>TGF-beta Signaling Pathway_Homo sapiens_WP366</td><td>1.54E-03</td></tr> </table>	GO Term	P-val.	response to topologically incorrect protein (GO:0035966)	3.69E-07	integrin-mediated signaling pathway (GO:0007229)	6.26E-07	response to unfolded protein (GO:0006986)	8.46E-07	regulation of cell morphogenesis (GO:0022604)	2.33E-05	cellular response to topologically incorrect protein (GO:0035967)	8.35E-06	angiogenesis (GO:0001525)	1.6E-05	ER-nucleus signaling pathway (GO:0006984)	1.02E-05	endoplasmic reticulum unfolded protein response (GO:0030968)	1.73E-05	cellular response to unfolded protein (GO:0034620)	2.34E-05	activation of signaling protein activity involved in unfolded protein response (GO:0006987)	6.69E-05	vasculogenesis (GO:0001570)	9.21E-05	positive regulation of nuclease activity (GO:0032075)	8.29E-05	KEGG pathway	P-val.	Lysosome_Homo sapiens_hsa04142	1.69E-07	Amino sugar and nucleotide sugar metabolism_Homo sapiens_hsa00520	4.17E-05	Wikipathway	P-val.	Fatty acid oxidation_Mus musculus_WP2318	4.1E-04	Glutathione metabolism_Mus musculus_WP164	2.11E-03	TGF-beta Signaling Pathway_Homo sapiens_WP366	1.54E-03
GO Term	P-val.																																								
response to topologically incorrect protein (GO:0035966)	3.69E-07																																								
integrin-mediated signaling pathway (GO:0007229)	6.26E-07																																								
response to unfolded protein (GO:0006986)	8.46E-07																																								
regulation of cell morphogenesis (GO:0022604)	2.33E-05																																								
cellular response to topologically incorrect protein (GO:0035967)	8.35E-06																																								
angiogenesis (GO:0001525)	1.6E-05																																								
ER-nucleus signaling pathway (GO:0006984)	1.02E-05																																								
endoplasmic reticulum unfolded protein response (GO:0030968)	1.73E-05																																								
cellular response to unfolded protein (GO:0034620)	2.34E-05																																								
activation of signaling protein activity involved in unfolded protein response (GO:0006987)	6.69E-05																																								
vasculogenesis (GO:0001570)	9.21E-05																																								
positive regulation of nuclease activity (GO:0032075)	8.29E-05																																								
KEGG pathway	P-val.																																								
Lysosome_Homo sapiens_hsa04142	1.69E-07																																								
Amino sugar and nucleotide sugar metabolism_Homo sapiens_hsa00520	4.17E-05																																								
Wikipathway	P-val.																																								
Fatty acid oxidation_Mus musculus_WP2318	4.1E-04																																								
Glutathione metabolism_Mus musculus_WP164	2.11E-03																																								
TGF-beta Signaling Pathway_Homo sapiens_WP366	1.54E-03																																								
Heatmap VIII	<table> <tr><th>GO Term</th><th>P-val.</th></tr> <tr><td>hepatocyte apoptotic process (GO:0097284)</td><td>2.01E-04</td></tr> <tr><td>calcium-independent cell-cell adhesion via plasma membrane cell-adhesion molecules (GO:0016338)</td><td>9.95E-04</td></tr> <tr><td>KEGG pathway</td><td>P-val.</td></tr> <tr><td>Alzheimer's disease_Homo sapiens_hsa05010</td><td>8.82E-03</td></tr> </table>	GO Term	P-val.	hepatocyte apoptotic process (GO:0097284)	2.01E-04	calcium-independent cell-cell adhesion via plasma membrane cell-adhesion molecules (GO:0016338)	9.95E-04	KEGG pathway	P-val.	Alzheimer's disease_Homo sapiens_hsa05010	8.82E-03																														
GO Term	P-val.																																								
hepatocyte apoptotic process (GO:0097284)	2.01E-04																																								
calcium-independent cell-cell adhesion via plasma membrane cell-adhesion molecules (GO:0016338)	9.95E-04																																								
KEGG pathway	P-val.																																								
Alzheimer's disease_Homo sapiens_hsa05010	8.82E-03																																								

Heatmaps I-V

GO terms	P-val.
negative regulation of cellular component organization (GO:0051129)	5.3E-04
regulation of DNA metabolic process (GO:0051052)	4.84E-04
chromatin modification (GO:0016568)	2.84E-04
pattern specification process (GO:0007389)	5.21E-04
regulation of collateral sprouting (GO:0048670)	6.85E-04
negative regulation of cell development (GO:0010721)	6.72E-04
negative regulation of cell-substrate adhesion (GO:0010812)	6.88E-04
KEGG pathway	P-val.
Signaling pathways regulating pluripotency of stem cells_Homo sapiens_hsa04550	5.68E-04
B cell receptor signaling pathway_Homo sapiens_hsa04662	5.33E-03
Melanoma_Homo sapiens_hsa05218	4.52E-03
Ribosome biogenesis in eukaryotes_Homo sapiens_hsa03008	6.13E-03
Dorso-ventral axis formation_Homo sapiens_hsa04320	8.3E-03
Wikipathway	P-val.
PluriNetWork_Mus musculus_WP1763	1.03E-09
Interactome of polycomb repressive complex 2 (PRC2)_Homo sapiens_WP2916	5.71E-04
Preimplantation Embryo_Homo sapiens_WP3527	2.12E-03

Heatmaps V-VIII

GO terms	P-val.
angiogenesis (GO:0001525)	1.53E-05
cell morphogenesis (GO:0000902)	1.91E-05
integrin-mediated signaling pathway (GO:0007229)	7.93E-06
response to topologically incorrect protein (GO:0035966)	8.42E-06
response to unfolded protein (GO:0006986)	1.6E-05
vasculogenesis (GO:0001570)	2.42E-05
KEGG pathway	P-val.
Lysosome_Homo sapiens_hsa04142	1.04E-06
Amino sugar and nucleotide sugar metabolism_Homo sapiens_hsa00520	2.19E-04
Protein processing in endoplasmic reticulum_Homo sapiens_hsa04141	1.35E-03
Wikipathway	P-val.
Focal Adhesion_Homo sapiens_WP306	1.97E-03
Focal Adhesion_Mus musculus_WP85	1.45E-03
Primary Focal Segmental Glomerulosclerosis FSGS_Homo sapiens_WP2572	1.75E-03
Fatty acid oxidation_Mus musculus_WP2318	1.04E-03

B

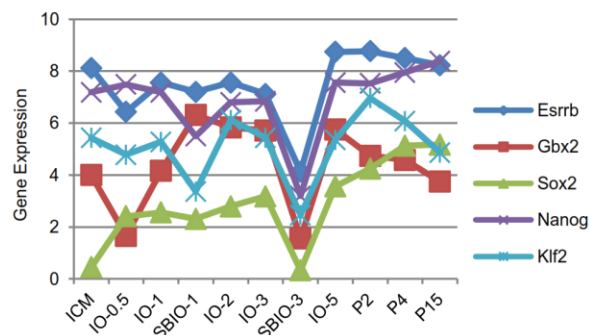

Figure S3. Transcriptome signature of R2i-treated IOs, related to Figure 3.

(A) Functional annotation for the represented heatmaps in Figure 3. Heatmaps I-IV show the up-regulated genes in R2i versus SB in IO-1 and IO-3, and we refer to these genes as R2i specific. Heatmaps V-VIII represent the down-regulated genes in R2i versus SB on days 1 and 3, and we consider these genes as SB specific.

(B) The expression patterns of 5 of 12 essential transcription factors for naïve pluripotency showed significant differences between IO-3 and SBIO-3. The expression of the other genes was not significantly different between R2i- and SB-treated IOs.

A

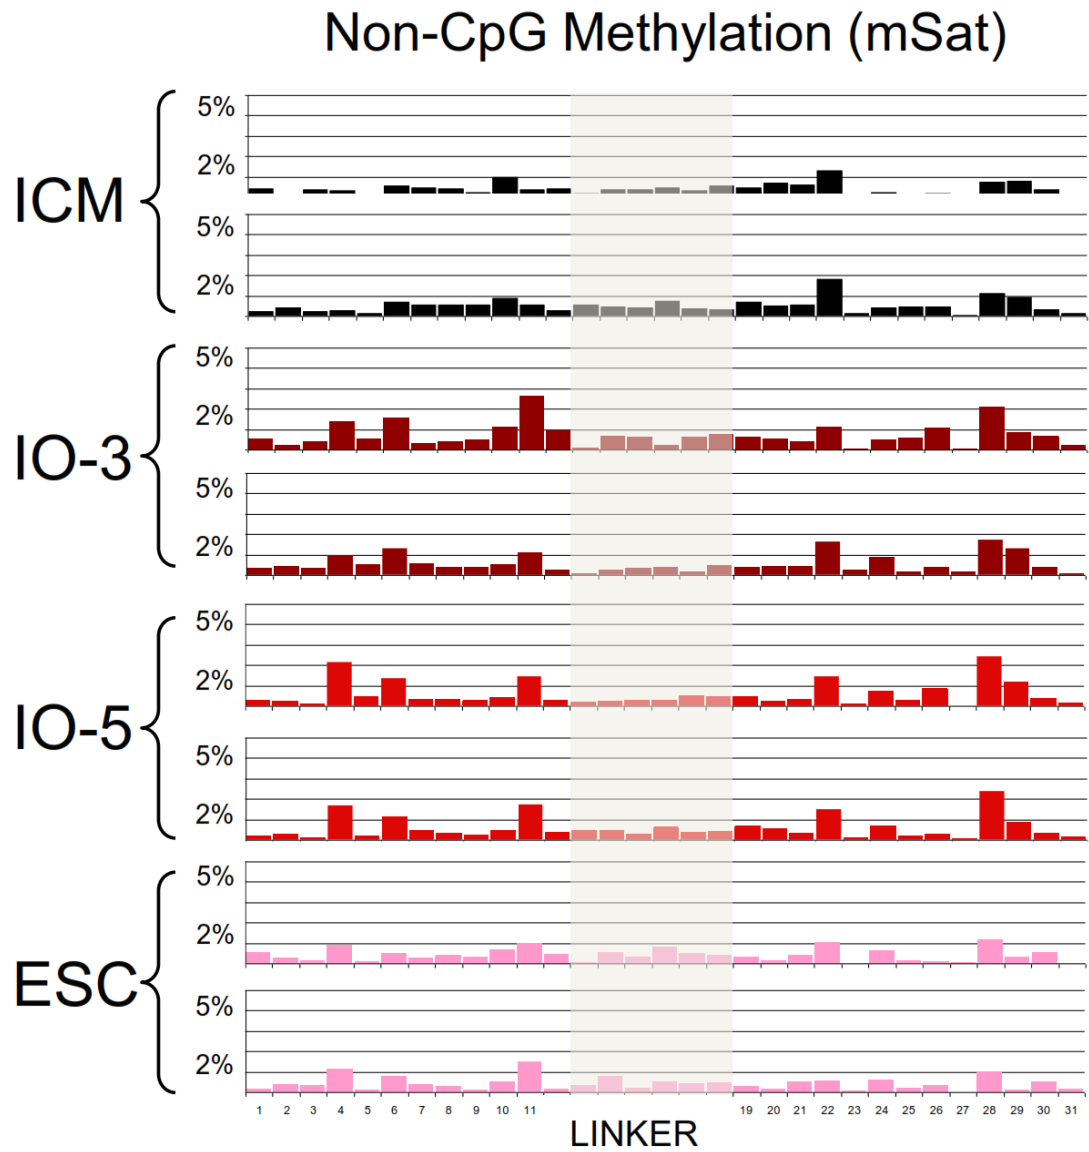

Figure S4. DNA methylation changes during the ICM to ESC transition, related to Figure 5.

Hairpin-bisulfite amplicon sequencing of non-CpG methylation of mSat. The bars sum up the DNA methylation status of all non-CpG positions.

A

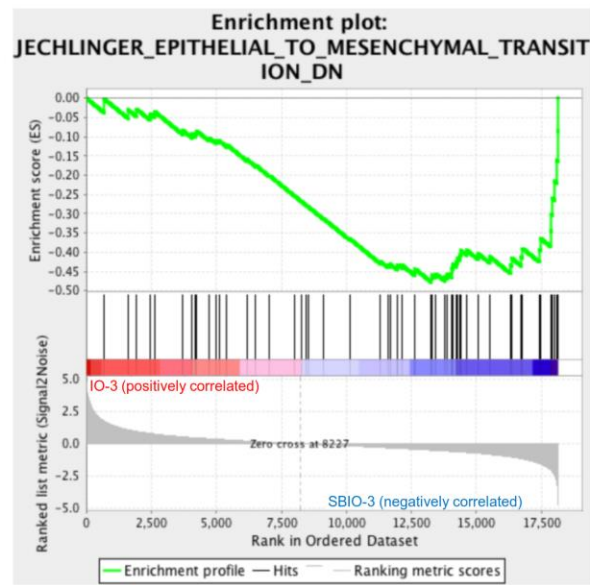

B

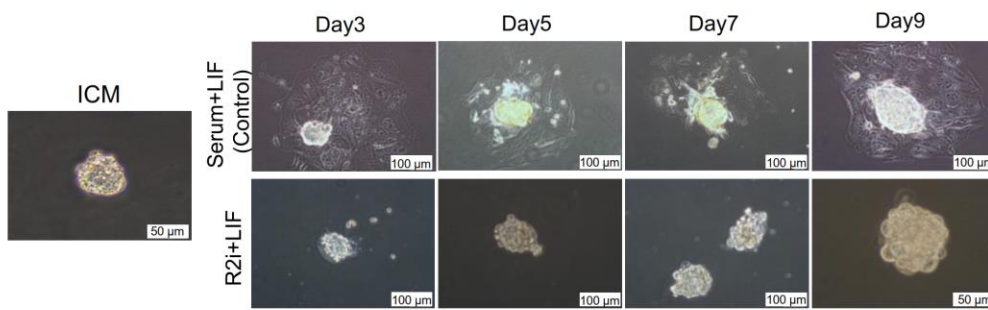

C

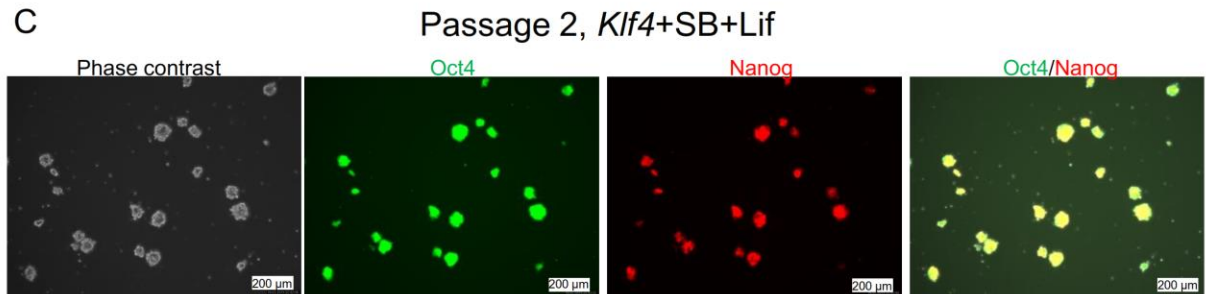

X

Figure S5. EMT blockage is required for the establishment of ESCs, related to Figure 6.

(A) GSEA indicated that SB-related genes were enriched in the EMT biological process.

(B) Morphological comparison between serum/LIF- and R2i-treated IOs. Note the expanded cell migration around the serum/LIF-treated IOs.

(C) Phenotype of established ESCs after *Klf4* induction in SB-treated IOs.

A

P15 vs E4.5 preEpi

Up-regulated

GO Term	P-val.
male meiosis I (GO:0007141)	5.05E-03
KEGG pathway	P-val.
Vasopressin-regulated water reabsorption_Homo sapiens_hsa04962	0.01
Proteoglycans in cancer_Homo sapiens_hsa05205	0.01
FoxO signaling pathway_Homo sapiens_hsa04068	0.01
p53 signaling pathway_Homo sapiens_hsa04115	9.97E-03
Wikipathway	P-val.
TOR Signaling_Homo sapiens_WP1471	4.94E-03
Alzheimers Disease_Mus musculus_WP2075	0.01
p53 signaling_Mus musculus_WP2902	6.83E-03

Dow-regulated

GO Term	P-val.
translation (GO:0006412)	2.69E-20
gene expression (GO:0010467)	2.78E-15
KEGG pathway	P-val.
Ribosome_Homo sapiens_hsa03010	4.6E-10
Oxidative phosphorylation_Homo sapiens_hsa00190	7.13E-07
Wikipathway	P-val.
Electron Transport Chain_Mus musculus_WP295	3.68E-07

B

	Heatmaps	E3.5 ICM	E3.5 ICM/E4.5 EPI	E4.5 EPI	E4.5 EPI/E3.5 EPI	E3.5 EPI	Diapaused
Non-Sig	204	97	67	113	123	17	
I	11	3	0	0	2	1	
II	1	3	0	1	0	4	
III	9	18	21	26	29	6	
IV	2	0	1	3	1	1	
V	2	3	3	1	2	0	
VI	3	0	2	0	0	0	
VII	43	15	3	5	7	0	
VIII	3	0	1	0	3	0	
Total	278	139	98	149	167	29	
Borovski (2015)	335	169	135	190	207	30	

D

	Clusters	E3.5 EPI	E3.5-E4.5 EPI	E4.5 EPI	E3.5 PE	E3.5-E4.5 PE	E4.5 PE
	0	6	3	133	10	10	174
I	2	1	2	0	0	1	
II	1	2	2	0	0	1	
III	3	1	56	1	0	2	
IV	0	0	2	0	0	0	
V	0	0	3	1	3	10	
VI	0	0	0	1	1	10	
VII	0	0	2	0	3	56	
VIII	0	0	2	0	0	3	
Total	12	7	202	13	17	257	
Gerovska (2016)	16	8	278	17	19	359	

C

	ICM	ICM/Pre Epi 4.5	Pre Epi 4.5	Pre Epi/Post Epi	Post Epi	Diapaused
I	Eomes,Gsc,261052,8J11Rik,Sri,Lgals4,Gm2a,Psap,AA4671,97,Serpinb6c,BC053393	Zfhx2,Ostf1,Gpx1			Fxyd6,Cmtm8	Tcfap2c
II		Jam2,Nanog,Klf2		Wfdc2		Klf2,Nanog,Dppa3,Msc
III	Upp1,Uhrf1,Serpin3m,Tuba4a,Ly6g6e,Mgmt,Fzd5,Arhgef1,9,Rfx2	Itgb7,Spp1,Fez1,8430410,Ephx2,Tdgl1A17Rik,Trh,La,a3,Zscan10,L1t1a1,Cbr3,Pdk3,d3,Tdgl1,Socs2,Ly6e,ptm5,Zfp428,Gd1,Eml4,Nup21Rab34,Crabp2,rb,Tbx3,Aoah,Gdf3,sta4,Dnmt3l,G0,Etv5,Sec14f1,Ina,Cd81,Pim2,Syl9,Sh3gl2,p4,Fstl1,Lrrc3,Prdx1,Vim,Tme,Col18a1,Dab1,Oas1g,Vegf4,Tubb2b,Enoxm40,Stmn2,Ifit1,Fgf5,Phc1,Myc,Zfp819,Tcl1,2610305D13m1,Pla2g1b,Bhlb,Acof1,Sort1,1,Ddx58,Sta Rik,Smtnl2,Pdchb9,Ifitm3,Dek,Dtx1,Elmo1,Po14,Mybl2	Utrf1,Sox2,Sic7,Igf1bp2,Irf1,HmgUtrf1,Sox2,Ga3,Zscan10,L1t1a1,Cbr3,Pdk3,d3,Tdgl1,Socs2,Ly6e,ptm5,Zfp428,Gd1,Eml4,Nup21Rab34,Crabp2,rb,Tbx3,Aoah,Gdf3,sta4,Dnmt3l,G0,Etv5,Sec14f1,Ina,Cd81,Pim2,Syl9,Sh3gl2,p4,Fstl1,Lrrc3,Prdx1,Vim,Tme,Col18a1,Dab1,Oas1g,Vegf4,Tubb2b,Enoxm40,Stmn2,Ifit1,Fgf5,Phc1,Myc,Zfp819,Tcl1,2610305D13m1,Pla2g1b,Bhlb,Acof1,Sort1,1,Ddx58,Sta Rik,Smtnl2,Pdchb9,Ifitm3,Dek,Dtx1,Elmo1,Po14,Mybl2			
IV	Gna14,Axin2		Robo4	Zic3,Aire,Armcx,Fzd7		Gbx2
V	Pnlp1p2,Scmh1	Egr1,Dkk1,Col4a1	Zfp361l,Htra1,Etv4	6330407J23Rik,Podxl,Emb		
VI	Aqp8,Pdgfra,Hnf4a,Phod1,Junb,Gpx2,Cpt2,Fgf10,Zyx,Zdhc12,Mfge8,12,Rhou,Egflf7,Gss,Rhox5,Rhoc,Sgpl1,Acaa2,Polg,S,Col4a2,Apoerpinb6a,Ly6a,Nuak,c1,Retstat,E1,Ralb,Fbxo2,Amhd,x12,Pde1b,Sd2,Pvri2,Ppap2c,Erp,rgn,Amn,Pg29,Elavl1,Cap1,Grin,a5,Ctcf,Cst3a,Txndc12,Hexa,Gas2l1,Xist,Commd3,Aadam15,Mfsd1,Gabarapl1,Tcf23,Myd88,Apl1m2,Stat3,Pdia5,Gdp5,Plekhl1,Fbxo6,Tmbim1,Inadi	Serpinh1,PI	Wdr1,S100a6,Ddah1	Obsl1,Bex2,Itm2b,Amfr,Txndc5n,Dusp9,Efs,2310021P13Rik	Car4,Cul7,Pxd10021P13Rik	
VII						
VIII	Cldn3,Arcp1b,Wnt7b		Ndufs4		Tmem54,Tpm2,Lzts2	

E

	E3.5 EPI	E3.5 & E4.5 EPI	E4.5 EPI	E3.5 PE	E3.5 & E4.5 PE	E4.5 PE
I	Tcfap2c,Spi	Cldn4	Lgals3,AU018091			Serpinb6c
II	Slc1a1	Nanog,Kl	Wfdc2,Pla2g10			Pdzk1
III	Sgk1,Ubxn2,Zp3a,Liph		Hmga1,Gsta4,Sox2,Slc7a,Dnmt3l,3,Angptl4,Pim2,Smpd13b,Rfx2,Sap30,Cdy,Col18a1,Mkrn1,Socs2,Sirt1,Trh,Gtsf11,Vegfc,Npx2,Phc1,Stmn2,8430410A17Rik,Gprasp1,Zfp428,Tee3,Mss1,Tmem40,Otx2,Plekha4,Cth,Rcc2,Klnf7,Etv5,Dppa4,Capsl,Lrp11,Fntb,Nkrf,A830080D01Rik,Zfp532,Pcyt1b,Ddx58,Enox1,Esrba,Nkrd6,Ulk1,Mtdt1,Gdf3,Bcat1,Tdgl1,Notum,Skil,Igfbp2,Mybl2,Trim37,Mical1,Btdb11			Sgk3,Pis3
IV			Spred1,Axin2			
V			Etv4,6330407J23Rik,Bcl2,Dusp4111		Cpn1,Dk	Emb,Htra1,Tcfec,Rcn3,Gata6,Ck1,Col4a1,Dnajc10,AA986860,Bmp6,P4ha1
VI				Tfpi	Pdgfra	Spink3,Aqp8,Ctsh,Pla2g12b,Ctdspl,Hnf4a,Pdgfra,Klb,Cobll1,Saat2
VII			Acaa2,Fbp2		P4ha2,S	Txndc12,Plod3,Cotl1,Tmed3,Crox17,Ser,yab,Serpin1,Plod2,Neu1,Tmem218,Zyx,Srgn,Atpv0a1,Ctaz,Amn,Gaint10,Kdelr3,Pcd1,Tim d2,Rhox6,Mtp,Gaa,Nus1,Dab2,Pgaf,Sox17,Polg,Hs3t11,Txndc5,Col4a2,Gdp5,B0017158,Elovl1,Tmem144,Lrpap1,Gaint2,Agpat4,0610007C21Rik,2310021P13Rik,Gpr137b,Commd3,Dusp9,Myo6,Slc9a6,Ralb,Leprel1,Grina,Uap111,Xist,Nostrin,Lgmn,Cite d1,Pdzk3,Gba,Myo5b,Coq2,Fut8
VIII			Ldoc1,Lasp1			Plac1,Krt8,Cldn7

Figure S6. R2i-treated IO indicated preEpi cell characteristics, related to Figure 7.

(A) Functional annotation for up- and down-regulated genes in ESCs of P15 versus E4.5 preEpi cells (Boroviak et al.).

(B) A comparison of gene expression shown in R2i- and SB-specific heatmaps (in Figure 3A) and those identified by Boroviak et al., which were associated with different lineages of the early mouse embryo.

(C) List of genes related to (B).

(D). A comparison of gene expression shown in R2i- and SB-specific heatmaps (in Figure 3A) and those genes identified by Gerovska and Arauzo-Bravo as associated with the epiblast (EPI) and primitive endoderm (PE).

(E) List of genes related to (D).

Supplemental Experimental Procedures

Mouse strains, E3.5 blastocyst collection

All mice were maintained on a 12-hour light/dark schedule. We used the following mice and embryo strains in this study: BALB/c (for the first run of the microarray and DNA methylation sequencing), NMRI (For RG108 treatment and R2i time-dependency experiment), F1 hybrids (B6 $\times$ C3H), (C57BL/6 $\times$ C3H) F1 female $\times$ CD1 male mice, and OG2 $\times$ F1 hybrids (B6 $\times$ C3H) (for the second run of the microarray and EMT/MET induction). All E3.5 blastocysts were collected by flushing the uterus after superovulation according to a previously described protocol (Hassani et al., 2012).

OG2 are transgenic mice in which GFP is expressed under the control of a Pou5F1 promoter and distal enhancer. This GFP reporter is expressed in the ICM of blastocysts on E3.5, the epiblast on E4.5, and in ESCs (Yeom et al., 1996). We used the Tet-On Nanog inducible blastocyst from F1 (C57BL/6 $\times$ C3H) $\times$ OG2 (Fischedick et al., 2014).

All procedures that used animals were in strict accordance with the approval of the Royan Institutional Review Board and Institutional Ethical Committee.

Culture medium

Serum-free N2B27 supplemented medium was the base medium for all experiments except where otherwise indicated. N2B27 supplemented medium consisted of DMEM/F12 (Invitrogen) and neurobasal (Invitrogen) in a 1:1 ratio, 1% N2 supplement (Invitrogen), 1% B27 supplement (Invitrogen), 1% nonessential amino acids (Invitrogen), 2 mM L-glutamine (Invitrogen), 100 U/ml penicillin and 100 mg/ml streptomycin (Invitrogen), 0.1 mM β -mercaptoethanol (Sigma-Aldrich), and 5 mg/mL BSA (Sigma-Aldrich). Mouse ESC (serum) medium consisted of

knockout Dulbecco's modified Eagle's medium (Invitrogen), 15% fetal bovine serum (FBS, HyClone), 1% nonessential amino acids, 2 mM L-glutamine, 100 U/ml penicillin, 100 mg/ml streptomycin, 0.1 mM β -mercaptoethanol, and 1000 U/ml mouse LIF.

Derivation of ESCs and sample collection

For isolation of the ICM, the zona of E3.5 blastocysts was removed using acidic Tyrode's solution (pH=2.2), and blastocysts were incubated with mouse trophoblast antibody for 40 min. Next, blastocysts were treated with guinea pig complement in 50 μ l droplets under oil for 10 min. After bubbling and lysis of the trophectoderm cells, ICM cells were removed by pipetting. The isolated ICMs were washed twice in PBS, and then selected for microarray analysis. The procedure of deriving ESCs from early-stage mouse embryos was described previously in detail (Hassani et al., 2014b). Briefly, zona-free E3.5 blastocysts/isolated ICMs were plated on gelatin-coated plates (0.1%, Sigma-Aldrich) containing N2B27 defined medium supplemented with R2i (consisting of 1 μ M PD0325901 [Stemgent] and 10 μ M SB431542 [Sigma-Aldrich]) as well as 1000 U/ml LIF (ESGRO, Millipore). The day that E3.5 blastocysts/isolated ICMs were transferred into the ESC culture was designated as day 0. For the first microarray analysis, the samples included isolated ICMs (day 0), blastocyst outgrowths (BOs) on days 3, 5, 7, and 9 (BO3-9) after plating, and ESCs of passage 20, in three biological replicates. We chose and pooled approximately 20 to 30 isolated ICMs and BOs for each biological replicate.

For the second microarray analysis, we collected new samples in a time resolution experiment that included immunosurgically isolated ICMs, IOs on days 0.5, 1, 2, 3, and 5 (IO 0.5-5), and ESCs of passages 2, 4, and 15 (P2-15). In addition, we collected IOs cultivated in N2B27

supplemented with SB431542+LIF on days 1 (SBIO-1) and 3 (SBIO-3) as the negative controls. Approximately 30 to 40 ICMs or IOs were picked and pooled in two biological replicates.

RNA extraction, cDNA pre-amplification, and microarray profiling

Isolated ICMs, IOs, and ESCs were collected and preserved at -80°C until RNA extraction. Total RNA was isolated using the AllPrep DNA/RNA Micro Kit (QIAGEN). Integrity and quality of RNA samples was checked using a RNA 2100 Bioanalyzer (Agilent). RNA samples (RIN > 9) were subjected to a two-round amplification performed using the TargetAmp 2-Round Biotin-aRNA Amplification Kit 3.0 (Epicentre) according to the manufacturer's instructions. Purified and labeled cRNA was used for each hybridization reaction onto BeadChip Array Mouse WG-6 and MouseRef-8 v2.0 (Illumina, San Diego, CA, USA), and scanning was performed using the iScan reader (Illumina, San Diego, CA, USA).

Real-time PCR

Total RNA was isolated using the AllPrep DNA/RNA Micro Kit (QIAGEN). For quantitative RT-PCR, cDNA was generated using QuantiTect Whole Transcriptome Kit (QIAGEN) according to the manufacturer's protocol. All amplified cDNA samples were diluted 1 to 50, and 2 µl of each mixture was used for each qRT-PCR reaction. Gene expression experiments were performed using the SYBR green master mix and 7900HT Sequence Detection System (Life Science) in triplicate and two independent biological replicates. The amount of mRNA was normalized to the *Gapdh* and *Actb* housekeeping genes. Relative quantification of gene expression was calculated using the $\Delta\Delta C_t$ method. All the primer sequences are listed as below:

Gene Symbol	Sequence	Size (bp)	Annealing Temperature (°C)	Accession number
<i>Pou5f1(Oct4)</i>	F: 5' gcg ttc tct ttg gaa agg tg 3'<br>R: 5' cgg ttc tca atg cta gtt cg 3'	204	61	NM_013633.2
<i>Nanog</i>	F: 5' ctg att ctt cta cca gtc cca 3'<br>R: 5' aaa cca ggt ctt aac ctg ctt at 3'	235	61	NM_028016.2
<i>Esrrb</i>	F: 5' agg ctc tca ttt ggg cct agc 3'<br>R: 5' atc ctt gcc tgc cac ctg tt 3'	102	61	NM_001159500.1
<i>Tcf3</i>	F: 5' cag cag tga cca gaa cag t 3'<br>R: 5' gaa gcc agc ctg act caa g 3'	195	61	NM_001164147.1
<i>Klf4</i>	F: 5' tgt gtc gga gga aga gga agc 3'<br>R: 5' acg act cac caa gca cca tca 3'	76	61	NM_010637
<i>Cdh1</i>	F: 5' cgg ata acc aga aca aag acc a 3'<br>R: 5' agc agg atc aga atc agc ag 3'	168	61	NM_009864.2
<i>Dab2</i>	F: 5' caa caa agc aga aga gaa tgg aag 3'<br>R: 5' act att tag gtc agg agg tgt aga 3'	126	61	NM_023118.5
<i>Eomes</i>	F: 5' gct tca aca taa acg gac tca 3'<br>R: 5' cat ctt att gcc ctg cat gtt att 3'	145	61	NM_010136
<i>Snail</i>	F: 5' tct gaa gat gca cat ccg aa 3'<br>R: 5' act ggt atc tct tca cat ccg a 3'	208	61	NM_011427
<i>Dnmt1</i>	F: 5' gga tga gag gga gga gaa gag 3'<br>R: 5' cag gtt agg gtc gtc tag gt 3'	171	62	NM_001199433
<i>Dnmt3l</i>	F: 5' cat cca gca ttac gtc ctc at 3'<br>R: 5' tct cca ggt cca agg ttt caa 3'	159	61	NM_019448.4
<i>Dnmt3b</i>	F: 5' gtt tat atg agg gca cag gaa 3'<br>R: 5' gcc aca aca ttc tcg aac at 3'	114	62	NM_001003961
<i>Suz12</i>	F: 5' gcc ttt gag aaa cca aca cag 3'<br>R: 5' cag gac ttc cag ggt aac ag 3'	296	61	NM_199196
<i>Sirt1</i>	F: 5' gca cta att cca agt tct ata ccc 3'<br>R: 5' cac cac cta gcc tat gac ac 3'	141	61	NM_019812
<i>Mat2b</i>	F: 5' ggc aga gca gtt tac aaa gag 3'<br>R: 5' cac tat gac atg agg ctg ga 3'	152	61	NM_001199274
<i>Ezh2</i>	F: 5' tgc ttc cta cat ccc ttc ca 3'<br>R: 5' gtg gtg tct tta tac gct cag 3'	159	61	NM_007971

DNA methylation analysis by pyrosequencing

Genomic DNA from the ICM, ICM outgrowths on days 3 and 5, and ESCs was extracted using an AllPrep DNA/RNA Micro Kit (QIAGEN). The protocol for deep hairpin-bisulfite sequencing (DHBS) was previously described (Arand et al., 2012). Briefly, DNA was digested with an element-specific restriction enzyme followed by ligation of a hairpin oligonucleotide linker for major Satellites (mSat), the 5' untranslated region of L1Md_Tf (L1), and a class of LTR-

retrotransposons (IAP-LTR1). Then, bisulfite-treated DNA was amplified by an element-specific PCR and sequenced with the standard 454-sequencer. BiQAnalyzerHT (Lutsik et al., 2011) was used to determine the methylation status of the CpG dyads and CNG positions.

Viral vectors

We examined the impact of EMT/MET induction on the derivation of ESCs by transducing isolated ICMs with a lentivirus that encoded mesenchymal or epithelial-related genes. To generate viral particles, we cloned *Snail*-, *Klf4*-, *Cdh1-2a-Tomato*, and *ShCdh1* into a pLVTHM (Han et al., 2011) vector backbone. As the control, we used a vector that encoded *Tomato*. Gene constructs were then transformed into DH5 α bacteria, and plasmid DNA was extracted with a HiSpeed Plasmid Maxi Kit (QIAGEN). Next, plasmids were transfected into 293T packaging cells using the Fugene6 transfection reagent. After 6 hours, the medium was replaced by ESC medium. Supernatants were harvested for ICM infection after 24 hours. ICMs were cultured and transfected in the N2B27 base medium supplemented with 1 μ M PD0325901 (Stemgent), 10 μ M SB431542 (Sigma-Aldrich), and 1000 U/ml LIF (ESGRO®, Millipore) with 1 μ g/ml polybrene (Sigma-Aldrich). The ICM cells were washed and replated after 24 hours. During this time, the medium was renewed every other day. Five days after ICM infection, ICM outgrowths were picked and disaggregated by dispase (1 mg/ml, Gibco). The dissociated cells were cultured in R2i. Once ESC colonies emerged, they were expanded for three passages to calculate the efficiency of deriving ESCs.

Immunofluorescence analysis

For immunofluorescence analysis, ICM outgrowths and ESCs were fixed in 4% paraformaldehyde (Sigma-Aldrich) for 20 minutes and then permeabilized with 0.2% Triton X-100 for 30 minutes. The procedure was followed by blocking the cells in 10% goat serum in PBS for 1 hour at room temperature and an incubating them overnight with primary antibodies at 4°C. Next, ICM outgrowths and ESCs were washed and incubated with NANOG secondary antibodies. Counterstaining of the nuclei was performed using 2 µg/ml DAPI (Sigma-Aldrich). A fluorescent microscope (Olympus, Japan) was used to visualize the cells.

Statistical and bioinformatics analysis

RAW expression values were extracted from Illumina GenomeStudio. Data was background corrected and quantile normalized by the “neqc” function of the limma R/Bioconductor package (Ritchie et al., 2015). Differentially expressed genes were identified by the Empirical Bayesian method of the limma package. We used the custom R program for visualization and data analysis. The pairwise correlation heatmaps for samples were generated based on Pearson Correlation Coefficients (PCC) using the R/Bioconductor package pheatmap. Principal Coordinates Analysis (PCA) was performed with the Multidimensional Scaling (MDS) method of package limma, and visualized using the package ggplot2. The numbers of differentially expressed genes between consecutive time points were calculated by 1 and 0.01 as the cutoffs for the absolute log2 fold change and Benjamini-Hochbert adjusted *p*-values, respectively. The same criteria were used for other differential expression analyses between our samples. The Gene Ontology (GO) and pathway analysis of differentially expressed genes were performed using Enrichr (Chen et al., 2013). Represented heatmaps of the genes in Figure 3A were created using the differential expression analysis of each gene for IO-1 versus SBIO-1 as well as for IO-3

versus SBIO-3. The clustering of the genes in Figure 4C was done using the K-means unsupervised clustering algorithm, as implemented in R. We used Gene Set Enrichment Analysis (GSEA) to analyze the enrichment of the curated gene sets from Molecular Signature Database (MSigDB) v5.2 among differentially expressed genes (Subramanian et al., 2005). The gene expression profiles of the early mouse embryo were obtained from a published study (Boroviak et al., 2015). We merged the expression values for the genes in that study with our samples based on their Entrez IDs. We used the ComBat algorithm of the R/Bioconductor package “sva” for Batch-effect removal (Leek et al., 2012). The values of 1 and 0.01 were the absolute log2-fold change and FDR thresholds for differential expression analyses, respectively, between the *in vivo* (early embryo samples) and *in vitro* (our samples).

Accession numbers

Raw and analyzed microarray data have been deposited in the NCBI Gene Expression Omnibus (GEO) as accession number GSE87793.

Supplemental Tables

Table S1. The list of genes and the expression value of represented heatmaps shown in Figure 3A, related to Figure 3.

Table S2. The list of common pluripotency, R2i pluripotency, and SB pluripotency–related genes based on published data, related to Figure 3.

Table S3. The number of reads and pattern of DNA methylation state between ICM, IOs, and ESC.

Table S4. Comparison of the expressed genes for the *in vivo* embryonic sample (Boroviak et al. 2015) and *in vitro*–cultured ICM-to-ESC samples of this study. Up: Up-regulated; Down: Down-regulated; NS: Non-significant, related to Figure 7.

**Table S3. The number of reads and pattern of DNA methylation state between ICM, IOs, and ESC**								
Sample	Amplicon	#reads	#CpGs	#mCpG/<br>mCpG	#mCpG/<br>CpG	#CpG/<br>mCpG	#CpG/<br>CpG	Conversion<br>rate (linker)
ICM	IAPLTR	284	1303	820	129	191	163	0.993
IO-3	IAPLTR	564	2611	1416	373	397	425	0.996
IO-5	IAPLTR	492	2297	1280	344	288	385	0.994
ESC	IAPLTR	510	2329	1815	172	167	175	0.994
ICM	mSat	2514	6809	2443	448	568	3350	0.982
ICM	mSat	2465	6683	2340	369	422	3552	0.976
IO-3	mSat	1624	4393	1761	360	474	1798	0.967
IO-3	mSat	1967	5387	2315	551	493	2028	0.965
IO-5	mSat	2069	5623	2582	437	436	2168	0.967
IO-5	mSat	2338	6307	2932	416	517	2442	0.976
ESC	mSat	2151	5792	2838	378	537	2039	0.969
ESC	mSat	1907	5152	2476	329	464	1883	0.959
ICM	L1	1692	7960	1825	517	460	5158	0.986
ICM	L1	2431	11655	2446	776	546	7887	0.986
IO-3	L1	2177	10444	2354	1077	987	6026	0.984
IO-3	L1	793	3640	907	411	363	1959	0.97
IO-5	L1	2565	12285	3140	1187	1027	6931	0.985
IO-5	L1	1022	4903	1192	509	389	2813	0.988
ESC	L1	1777	8483	2195	942	724	4622	0.985
ESC	L1	2383	11411	2912	1223	1034	6242	0.984

Supplemental References

- Arand, J., Spieler, D., Karius, T., Branco, M.R., Meilinger, D., Meissner, A., Jenuwein, T., Xu, G., Leonhardt, H., Wolf, V., Walter, J., 2012. In vivo control of CpG and non-CpG DNA methylation by DNA methyltransferases. *PLoS Genet.* 8. doi:10.1371/journal.pgen.1002750
- Boroviak, T., Loos, R., Lombard, P., Okahara, J., Behr, R., Sasaki, E., Nichols, J., Smith, A., Bertone, P., 2015. Lineage-Specific Profiling Delineates the Emergence and Progression of Naive Pluripotency in Mammalian Embryogenesis. *Dev. Cell* 35, 366–382. doi:10.1016/j.devcel.2015.10.011
- Chen, E.Y., Tan, C.M., Kou, Y., Duan, Q., Wang, Z., Meirelles, G.V., Clark, N.R., Ma'ayan, A., 2013. Enrichr: interactive and collaborative HTML5 gene list enrichment analysis tool. *BMC Bioinformatics* 14, 128. doi:10.1186/1471-2105-14-128
- Fischedick, G., Wu, G., Adachi, K., Araújo-Bravo, M.J., Greber, B., Radstaak, M., Köhler, G., Tapia, N., Iacone, R., Anastassiadis, K., Schöler, H.R., Zaehres, H., 2014. Nanog induces hyperplasia without initiating tumors. *Stem Cell Res.* 13, 300–315. doi:10.1016/j.scr.2014.08.001
- Han, D.W., Greber, B., Wu, G., Tapia, N., Araújo-Bravo, M.J., Ko, K., Bernemann, C., Stehling, M., Schöler, H.R., 2011. Direct reprogramming of fibroblasts into epiblast stem cells. *Nat. Cell Biol.* 13, 66–71. doi:10.1038/ncb2136
- Leek, J.T., Johnson, W.E., Parker, H.S., Jaffe, A.E., Storey, J.D., 2012. The SVA package for removing batch effects and other unwanted variation in high-throughput experiments. *Bioinformatics* 28, 882–883. doi:10.1093/bioinformatics/bts034
- Lutsik, P., Feuerbach, L., Arand, J., Lengauer, T., Walter, J., Bock, C., 2011. BiQ Analyzer HT: Locus-specific analysis of DNA methylation by high-throughput bisulfite sequencing. *Nucleic Acids Res.* 39, 551–556. doi:10.1093/nar/gkr312
- Ritchie, M.E., Phipson, B., Wu, D., Hu, Y., Law, C.W., Shi, W., Smyth, G.K., 2015. limma powers differential expression analyses for RNA-sequencing and microarray studies. *Nucleic Acids Res.* 43, e47. doi:10.1093/nar/gkv007
- Subramanian, A., Tamayo, P., Mootha, V.K., Mukherjee, S., Ebert, B.L., Gillette, M. a, Paulovich, A., Pomeroy, S.L., Golub, T.R., Lander, E.S., Mesirov, J.P., 2005. Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. *Proc. Natl. Acad. Sci. U. S. A.* 102, 15545–50. doi:10.1073/pnas.0506580102
- Yeom, Y.I., Fuhrmann, G., Ovitt, C.E., Brehm, a, Ohbo, K., Gross, M., Hübner, K., Schöler, H.R., Hubner, K., Scholer, H.R., 1996. Germline regulatory element of Oct-4 specific for the totipotent cycle of embryonal cells. *Development* 122, 881–894.

How the deposited data were processed for this re-analysis (not part of the article)

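The samples were mouse ICMs, outgrowths and ESCs on Illumina bead arrays, in 2 runs. The first run holds 18 Mouse WG-6 arrays of BALB/c samples, with 3 biological replicates of ICM, BO-3, BO-5, BO-7, BO-9 and ESC. The second holds 24 MouseRef-8 arrays, with 2 replicates each of 11 hybrid groups (ICM, IO-0.5, IO-1, IO-2, IO-3, IO-5, SBIO-1, SBIO-3, P2, P4 and P15) and 2 BALB/c ICM arrays that the paper does not describe in this run. Neither the labels nor the paper say whether replicate numbers pair arrays of different groups, and the main fits used no pairing. With group means removed, the r of arrays with the same number was mixed. It ran from -0.482 (P2 and IO-5) to 0.485 (P4 and IO-5), so shared batches for some groups stay open.

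The authors deposited 3 kinds of values. The first is the raw intensity of each probe as exported from GenomeStudio, averaged over its beads and not corrected for background. The second is the detection p of each probe, a p value that the authors deposited as exported from GenomeStudio, the share of negative control beads at least as bright. The third is a table of log2 values, which the authors made with neqc of limma. The versions of these programs are not given. Computed again from the raw intensities with an offset of 16, the deposited log2 values were met with a Pearson's r of at least 0.9999975 on each array of the first run and 0.9999649 of the second, after a constant of 4.127 to 4.129 and of 4.145 to 4.153 log2 that the authors had taken off.

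The raw intensities were processed in R 4.3.3 with limma 3.58.1. Background was corrected with neqc, using the detection p in place of control probes, with an offset of 16, and the arrays of a run were quantile normalized. Of the probes on the first array type 34885 carry 1 gene symbol, 18 several and 10378 none, and of those on the second 23978 carry 1 and 1719 none. Probes with several symbols or none were left out of gene counts. A probe was kept if its detection p was under 0.05 on at least 2 of the arrays fitted, and the probe with the highest mean stood for its gene. Linear models and empirical Bayes tests of limma were fitted once per run, over 17 arrays of the first run and 22 of the second, each with 11 residual degrees of freedom and with 5.83 and 4.083 added by the prior. BO-3 replicate 1 was left out of the main values, since Figure 1B shows replicates 2 and 3, and no reason for its absence was found in the paper. The BALB/c ICM arrays of the second run entered a fit of their own with the 22 hybrid arrays. P values were adjusted by the method of Benjamini and Hochberg over all genes of a comparison. A gene was called with a change of at least 2-fold and an adjusted p of at most 0.05 in the first run or 0.01 in the second.

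Where no array of a group detected a gene, its fold is a lower bound. It is the mean of the detected group less the mean, over the other arrays, of the larger of the value on that array and the lowest value of any detected probe on it. No fold is given where neither group was detected, or where that bound lies below 1.

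The 38 gene lists were written before the data were examined, from textbook knowledge of each function, and 8 of them hold genes that the paper names from these samples. They were tested with camera of limma, with a correlation between genes of 0.01, in 10 main comparisons, and the 373 tests with at least 3 genes were adjusted together, with a limit of 0.05 on the adjusted p. The test was repeated with a correlation estimated for each list and with fry. Members called in each direction were counted over all genes and again with p values adjusted over the list alone.

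Distances between arrays are leading log2 changes from plotMDS of limma, over the 500 probes that differ most in each pair. Correlations between arrays run over kept probes. Figures were drawn in Python 3.11.15 with matplotlib 3.10.9, and tables were read with pandas 2.3.3.

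Genes named in the text follow a rule set before the data were examined. They are the 6 largest rises and falls of each main comparison among called genes whose arrays do not overlap between the groups and whose brighter group was detected on every array, without clone and predicted symbols, every gene that the paper names for a comparison, and members of the gene lists. Values that the paper prints had been seen by then.

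The calls were tested on simulated data, where each probe had the same spread in every group, pooled over the real arrays of a run. Of 50 genes changed by a log2 of 1, 1.5, 2 and 3, 23, 49, 48 and 50 were called in the design of ESC against BO-9, and 7, 26, 31 and 46 in that of IO-3 against SBIO-3. Of genes left unchanged, 3 of 14367 and 1 of 13373 were called. Camera gave a list of 20 genes raised by 1 log2 a p of 1.45e-51 and 9.94e-31, and a list left unchanged 0.327 and 0.24. Since the simulated genes were independent, these values do not test the effect of correlation between genes. They do not test unequal spread between groups either. Over all kept probes the real SBIO-3 replicates lay 0.750 apart and those of IO-3 0.324.

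Signal over background differed between arrays. The share of probes detected was 26.3% to 35.4% in the first run, and in the second 18.0% to 24.2% for the hybrid ICM and 33.0% to 45.6% for the other arrays. The second run had 2 arrays per group, so single arrays weigh heavily there.

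The alternatives tried were an offset of 50, no background correction, median scaling in place of quantile normalization, the deposited log2 values, no filter on dim probes, a stricter filter with a detection p under 0.01 on every array of a group, the mean of the probes of a gene, all probes counted, an intensity trend, array weights, a fit of only the groups compared, a replicate block, the other adjusted p limit, all 3 BO-3 replicates, the BALB/c ICM arrays in the second fit, Spearman's rho, other numbers of probes, and each array left out in turn.

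Gene sets drawn from Tables S2 and S4 of the paper were not tested, since these tables were held only in part. In the probe annotation used here no probe of the second run carries the symbol of Spp1, so it is not reported there. Some other items that the paper names are not reported here. Immunofluorescence, qRT-PCR and hairpin-bisulfite data of the paper were not among the files analysed.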

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

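Of the tests in this part, that of fewer epiblast cells in SBIO-3 was chosen after its result was seen.

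Trophoblast genes were the group whose difference between the media changed most from day 1 to day 3. Over 20 trophectoderm and trophoblast genes the median change of the R2i minus SB difference was -3.526 log2, and for 16 genes of sialidase and glycosphingolipid breakdown it was -0.9728, with 6 of them called lower and 1 higher (camera, adjusted p = 0.000801). For the 11 epigenetic modifiers that the paper names the median was 2.061, with 7 called higher and none lower (adjusted p = 1.05e-06; the study chose them on these samples, so they are not independent evidence), and for 31 genes of mitochondrial complex I it was -1.285, with 5 called lower and none higher (adjusted p = 6.47e-07, but 0.164 with an estimated correlation). In all, the difference between the media changed from day 1 to day 3 for 1019 genes in a test of the change itself, 581 upward and 438 downward, and after median scaling for 4069, 342 upward and 3727 downward. Without 1 array this count was 525 (IO-1 replicate 1), 572 and 529 (IO-3 replicates 1 and 2), 574 and 530 (SBIO-1 replicates 1 and 2) and 665 (SBIO-3 replicate 1).

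The hybrid ICM arrays are the dimmest of the second run, and many genes called against them had no signal there. For P15, dim arrays as the whole cause are argued against by the first run, where the ICM arrays, though the dimmest group fitted, had 28.9% to 30.3% of probes detected against 31.3% to 31.9% on the ESC arrays. Of the genes called in both runs between ICM and ESCs, 85.2% of those higher and 81.4% of those lower in P15 went the same way in the first run. Of all 2376 genes called higher and 2248 called lower in P15 and tested in both runs, 776 and 421 were called the same way there. For IO-0.5 a fit of 24 arrays was used. Against the hybrid ICM 1196 genes were called higher and 1257 lower. Of these, 22.2% and 8.43% were called the same way against the relisted BALB/c ICM. They were 266 and 106 genes, against 67.96 and 85.86 if independent, which comparisons that share the IO-0.5 arrays are not. Both shares lay under the limit set beforehand for dim arrays. The r of the log2 changes was 0.164 and their covariance 0.174, against 0.503 and 0.0657 in simulations with no change. Those simulations gave every group the same spread. Over all kept probes, replicates lay 0.985 apart in the hybrid ICM and 0.729 in IO-0.5, against 0.217 in P15. The simulated values are therefore no fair reference, and no conclusion is drawn from them. Of the genes called higher and lower in IO-0.5, 45 and 10 were called the other way against the relisted ICM. The IO-0.5 share covers all genes called, and the P15 share only genes called in both runs. The outcomes of these tests therefore cannot be set against each other. How much of the calls comes from dim arrays, from strain, which was not tested, or from a change of expression by day 0.5 stays open.

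The 2 relisted BALB/c ICM arrays, which the paper does not analyse, differed from the hybrid ICM in 3356 genes, 1694 higher and 1662 lower. Samples of another first-run group under a wrong label are argued against. The lowest r of the relisted arrays with a first-run BALB/c ICM array lay 0.0487 above their highest r with any other first-run array. The range among the BALB/c ICM arrays was 0.0018. The first run holds no hybrid ICM and no IO. Hybrid ICM replicate 1 also lay nearest to the BALB/c ICMs (lowest r 0.797, against at most 0.772 with other groups), as did IO-0.5 replicate 1 (0.865 and 0.846). The test therefore cannot exclude ICMs of another strain or early outgrowths. These correlations run across probes, which are not independent replicates. Signal differs between the ICMs, with 37.9% and 37.1% of probes detected on the relisted arrays against 24.2% and 18.0%, and after median scaling the count was 6773, with 365 higher and 6408 lower. A difference of strain could add to this one of signal and was not tested apart from it.

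Naive pluripotency factors were lower in SBIO-3 than in IO-3, and the SBIO-3 arrays were dimmer than those of IO-3. Dim arrays as the whole cause are argued against by 3 R2i outgrowth arrays, both of IO-0.5 and IO-1 replicate 1. Their shares of probes detected were no higher than that of the brighter SBIO-3 array. Their lowest median level of the naive factors lay 1.92 log2 above that of the SBIO-3 array with the higher level. The 95th percentiles of intensity were 412.1, 508.9 and 362 on these 3 arrays, and 260.8 and 673.3 on SBIO-3 replicates 1 and 2. None of the 3 is a day 3 array. Fewer epiblast cells as the whole cause would lower all naive factors alike only if no other cells expressed them. Over 12 factors detected in both media the log2 differences had an SD of 1.61, against a median standard error of 0.302, with Gbx2 at 4.13 and Nanog at 3.65 beside Dppa5a at 0.094 and Zfp42 at 0.32. Whether other cells express some of these factors was not tested, so this spread cannot decide the question. In the same comparison 9 of 21 genes of primitive endoderm and 9 of 20 of trophectoderm were higher in SBIO-3 and none was lower, so a change in the share of cell types as part or all of the cause stays open. A change of expression that MEK inhibition brings about within the cells is a hypothesis that the design names and that was not tested apart from these. With 2 arrays per group the precision is limited.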

How the results depend on the processing

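The alternatives were set before the data were examined, apart from the relisted BALB/c ICM arrays as reference, which were chosen after the results were seen. A count is taken to have moved where it changed by more than 1.5 times. The slide as a block was not run, since the slides are not given. Where an array was left out of a group of 2, the other is assumed to vary like the other groups.

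DEGs in the order of the comparisons, with the range without 1 array, were BO-3 minus ICM 2345 (2238 to 2423), BO-5 minus BO-3 58 (15 to 59), BO-7 minus BO-5 69 (35 to 68), BO-9 minus BO-7 107 (64 to 194), ESC minus BO-9 1564 (1490 to 1701) and ESC minus ICM 2941 (2904 to 3034) in the first run. In the second run they were IO-0.5 minus ICM 2384 (1763 to 3080), IO-1 minus IO-0.5 340 (168 to 380), IO-2 minus IO-1 180 (44 to 162), IO-3 minus IO-2 10 (0 to 3), IO-5 minus IO-3 16 (1 to 8), P2 minus IO-5 132 (72 to 108), P4 minus P2 32 (0) and P15 minus P4 33 (2 to 6) for consecutive stages, IO-1 minus ICM 2587 (1494 to 3234), IO-2 minus ICM 3405 (2392 to 3814), IO-3 minus ICM 3986 (2846 to 4268), IO-5 minus ICM 3572 (2425 to 3977), P2 minus ICM 3616 (2560 to 4062), P4 minus ICM 4231 (3085 to 4555) and P15 minus ICM 4813 (3959 to 5123) against the ICM, and P4 minus IO-5 250 (80 to 196), P15 minus IO-5 1200 (315 to 1259), P15 minus P2 1283 (212 to 395), IO-1 minus SBIO-1 252 (97 to 226), IO-3 minus SBIO-3 1107 (477 to 1286), SBIO-3 minus SBIO-1 713 (303 to 617), the change from day 1 to day 3 1019 (525 to 1310) and relisted minus hybrid ICM 3356 (2479 to 3732). Of the pairs of a count and a left-out array, 55 moved the count by more than 1.5 times and 75 did not. For a count of 0, limma with the fold limit and an unadjusted p under 0.05 passed 270 and 548 genes for IO-3 minus IO-2, and for P4 minus P2 536 to 925.

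After median scaling the counts were 4919 for IO-0.5 minus ICM, 55 for IO-1 minus IO-0.5, 26 for IO-2 minus IO-1, 2 for IO-3 minus IO-2, 1 for IO-5 minus IO-3, 0 for P4 minus P2 (1058 unadjusted), 14 for P15 minus P4, 5545 for IO-1 minus ICM, 6150 for IO-2 minus ICM, 6631 for IO-3 minus ICM, 6153 for IO-5 minus ICM, 6432 for P2 minus ICM, 7014 for P4 minus ICM, 7342 for P15 minus ICM, 4069 for the change from day 1 to day 3 and 6773 for relisted minus hybrid ICM, and the other 13 stayed within 1.5 times. Without background correction the counts were 1106 for BO-3 minus ICM, 24 for BO-5 minus BO-3, 15 for BO-7 minus BO-5, 41 for BO-9 minus BO-7, 662 for ESC minus BO-9, 1501 for ESC minus ICM, 1005 for IO-0.5 minus ICM, 153 for IO-1 minus IO-0.5, 104 for IO-2 minus IO-1, 72 for P2 minus IO-5, 52 for P15 minus P4, 1168 for IO-1 minus ICM, 1705 for IO-2 minus ICM, 2159 for IO-3 minus ICM, 1884 for IO-5 minus ICM, 1920 for P2 minus ICM, 2426 for P4 minus ICM, 2954 for P15 minus ICM, 126 for P4 minus IO-5, 656 for P15 minus IO-5, 789 for P15 minus P2, 164 for IO-1 minus SBIO-1, 641 for IO-3 minus SBIO-3, 437 for SBIO-3 minus SBIO-1 and 1664 for relisted minus hybrid ICM, and the other 4 stayed within 1.5 times. With an offset of 50 the counts were 1555 for BO-3 minus ICM, 32 for BO-5 minus BO-3, 32 for BO-7 minus BO-5, 62 for BO-9 minus BO-7, 1002 for ESC minus BO-9, 74 for P4 minus P2 and 78 for P15 minus P4, and the other 22 stayed within 1.5 times. With array weights the counts were 99 for BO-5 minus BO-3, 222 for BO-9 minus BO-7, 732 for IO-0.5 minus ICM, 159 for IO-1 minus IO-0.5, 308 for IO-2 minus IO-1, 400 for IO-3 minus IO-2, 753 for P4 minus P2, 547 for P15 minus P4, 1257 for IO-1 minus ICM, 1966 for IO-5 minus ICM, 1899 for P15 minus IO-5, 2429 for P15 minus P2, 407 for IO-1 minus SBIO-1 and 1841 for relisted minus hybrid ICM, and the other 15 stayed within 1.5 times. In a fit of only the groups compared the counts were 0 for IO-0.5 minus ICM (2212 unadjusted), 0 for IO-1 minus IO-0.5 (794 unadjusted), 0 for IO-2 minus IO-1 (673 unadjusted), 0 for IO-3 minus IO-2 (523 unadjusted), 0 for IO-5 minus IO-3 (281 unadjusted), 26 for P2 minus IO-5, 380 for P4 minus P2, 0 for IO-1 minus ICM (2607 unadjusted), 403 for IO-2 minus ICM, 1059 for IO-3 minus ICM, 0 for IO-5 minus ICM (3542 unadjusted), 685 for P2 minus ICM, 1138 for P4 minus ICM, 2438 for P15 minus ICM, 15 for P4 minus IO-5, 416 for P15 minus IO-5, 2426 for P15 minus P2, 59 for IO-1 minus SBIO-1, 16 for IO-3 minus SBIO-3, 0 for SBIO-3 minus SBIO-1 (1533 unadjusted), 618 for the change from day 1 to day 3 and 0 for relisted minus hybrid ICM (3276 unadjusted), and the other 7 stayed within 1.5 times. At the other adjusted p limit (0.01 in the first run and 0.05 in the second) the counts were 32 for BO-5 minus BO-3, 33 for BO-7 minus BO-5, 68 for BO-9 minus BO-7, 617 for IO-1 minus IO-0.5, 346 for IO-2 minus IO-1, 45 for IO-3 minus IO-2, 37 for IO-5 minus IO-3, 203 for P2 minus IO-5, 286 for P4 minus P2, 221 for P15 minus P4, 508 for P4 minus IO-5, 1871 for P15 minus IO-5, 2008 for P15 minus P2, 448 for IO-1 minus SBIO-1, 1709 for IO-3 minus SBIO-3, 1205 for SBIO-3 minus SBIO-1 and 2133 for the change from day 1 to day 3, and the other 12 stayed within 1.5 times.

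With all probes counted the counts were 4519 for ESC minus ICM, 49 for P4 minus P2 and 74 for P15 minus P4, and the other 26 stayed within 1.5 times. With an intensity trend the counts were 55 for P4 minus P2 and 86 for P15 minus P4, and the other 27 stayed within 1.5 times. Without the filter on dim probes the counts were 43 for BO-7 minus BO-5 and 76 for P15 minus P4, and the other 27 stayed within 1.5 times. With all 3 BO-3 replicates the counts were 35 for BO-5 minus BO-3, 19 for BO-7 minus BO-5 and 62 for BO-9 minus BO-7, and the other 3 stayed within 1.5 times. From the authors' log2 values the count was 50 for P15 minus P4, and the other 28 stayed within 1.5 times. With the relisted BALB/c ICM arrays in the fit the counts were 62 for P4 minus P2 and 57 for P15 minus P4, and the other 20 stayed within 1.5 times. With a replicate block the counts were 16 for P4 minus P2 and 16 for P15 minus P4, and the other 27 stayed within 1.5 times. Against the relisted BALB/c ICM in place of the hybrid ICM the counts were 1264 for IO-0.5 minus ICM, 1089 for IO-1 minus ICM, 1385 for IO-2 minus ICM, 1291 for IO-3 minus ICM, 1534 for IO-5 minus ICM, 1799 for P2 minus ICM, 1591 for P4 minus ICM and 2288 for P15 minus ICM. No count moved with the mean of probes or the strict filter. The cause was not tested for any of these counts, apart from the fits with fewer arrays and the limits on the adjusted p, which change how many genes can pass. Median scaling moves whole arrays by construction, as described next.

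Median scaling also moved the balance of the calls. It shifts all log2 values of an array by the same amount, so that probes detected on every array share a median. Probes without signal are shifted too, so on dim arrays they move with the rest. Genes called higher and lower, with the quantile normalized counts in brackets, were 28 and 28 (21 and 37) for BO-5 minus BO-3, 37 and 41 (40 and 29) for BO-7 minus BO-5, 139 and 4780 (1163 and 1221) for IO-0.5 minus ICM, 41 and 14 (214 and 126) for IO-1 minus IO-0.5, 0 and 1 (8 and 8) for IO-5 minus IO-3, 177 and 5368 (1259 and 1328) for IO-1 minus ICM, 243 and 5907 (1762 and 1643) for IO-2 minus ICM, 499 and 6132 (2074 and 1912) for IO-3 minus ICM, 369 and 5784 (1836 and 1736) for IO-5 minus ICM, 336 and 6096 (1828 and 1788) for P2 minus ICM, 639 and 6375 (2185 and 2046) for P4 minus ICM, 1059 and 6283 (2419 and 2394) for P15 minus ICM, 29 and 224 (79 and 171) for P4 minus IO-5, 880 and 562 (557 and 726) for P15 minus P2, 157 and 16 (160 and 92) for IO-1 minus SBIO-1, 287 and 1031 (621 and 486) for IO-3 minus SBIO-3, 846 and 110 (344 and 369) for SBIO-3 minus SBIO-1, 342 and 3727 (581 and 438) for the change from day 1 to day 3 and 365 and 6408 (1694 and 1662) for relisted minus hybrid ICM. The median log2 of all genes was -0.28 for BO-3 minus ICM, -1.41 for IO-0.5 minus ICM, -2.05 for P15 minus ICM, -0.27 for P15 minus IO-5, 0.60 for IO-1 minus SBIO-1, -0.94 for IO-3 minus SBIO-3, 0.93 for SBIO-3 minus SBIO-1 and -1.97 for relisted minus hybrid ICM, against -0.04 to 0.04 in these comparisons with quantile normalization, so the calls after median scaling lie against a shifted centre.

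Among named genes, the log2 difference changed sign after median scaling for Arhgap18 (-1.689 against 1.838, P15 minus ICM), Rarg (-0.1138 against 1.212, IO-3 minus SBIO-3), Rin2 (-2.247 against 0.3462, P15 minus ICM) and Tex11 (-0.1675 against 1.458, IO-3 minus SBIO-3). Rab31, near 0 in P15 minus ICM (-0.0003088), lay between -1.184 and 1.187 without 1 array. Gene lists with a turned direction after median scaling had adjusted p values of 0.9707 for LIF-STAT3 target genes in relisted minus hybrid ICM, 0.741 for TGF-beta and Nodal target genes in relisted minus hybrid ICM, 0.3916 for cytosolic ribosomal proteins in relisted minus hybrid ICM, 0.003264 for cytosolic ribosomal proteins in IO-0.5 minus ICM, 0.5573 for cytosolic ribosomal proteins in P15 minus ICM, 0.1494 for mitochondrial complex I in relisted minus hybrid ICM, 1.539e-06 for mitochondrial complex I in IO-0.5 minus ICM, 0.7026 for mitochondrial complex I in P15 minus ICM, 0.04519 for paper R2i-specific pluripotency genes in P15 minus ICM, 0.004384 for translation initiation factors in relisted minus hybrid ICM and 0.04857 for translation initiation factors in P15 minus ICM. The cause was not tested.

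Gene lists past the limit numbered 8 for relisted minus hybrid ICM (6 to 8 without 1 array), 7 for BO-3 minus ICM (6 to 7 without 1 array), 7 for ESC minus BO-9 (7 to 9 without 1 array), 9 for ESC minus ICM (9 to 11 without 1 array), 7 for IO-0.5 minus ICM (4 to 6 without 1 array), 12 for IO-1 minus SBIO-1 (12 without 1 array), 21 for IO-3 minus SBIO-3 (18 to 20 without 1 array), 10 for P15 minus ICM (9 to 10 without 1 array), 8 for P15 minus IO-5 (6 to 9 without 1 array) and 13 for SBIO-3 minus SBIO-1 (12 to 13 without 1 array). With an estimated correlation they numbered 0 for relisted minus hybrid ICM, 2 for BO-3 minus ICM, 0 for ESC minus BO-9, 3 for ESC minus ICM, 2 for IO-0.5 minus ICM, 7 for IO-1 minus SBIO-1, 9 for IO-3 minus SBIO-3, 1 for P15 minus ICM, 3 for P15 minus IO-5 and 5 for SBIO-3 minus SBIO-1, with fry 28 for relisted minus hybrid ICM, 27 for BO-3 minus ICM, 25 for ESC minus BO-9, 30 for ESC minus ICM, 24 for IO-0.5 minus ICM, 23 for IO-1 minus SBIO-1, 33 for P15 minus ICM, 25 for P15 minus IO-5 and 24 for SBIO-3 minus SBIO-1, and without the filter on dim probes 14 for relisted minus hybrid ICM and 18 for ESC minus ICM. Of 373 list tests, an estimated correlation ended 70 calls and fry added 166. Fry asks whether a list changed at all, and camera whether it changed more than other genes.

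Correlations and distances between groups were 0.9379 for BO-9 to ESC (r), 0.9089 for ICM to BO-3 (r), 0.8832 for ICM to ESC (r), 3.052 for BO-9 to ESC (distance), 3.705 for ICM to BO-3 (distance), 3.474 for ICM hybrid to IO-0.5 (distance), 2.207 for IO-1 to SBIO-1 (distance) and 2.917 for IO-3 to SBIO-3 (distance). They were with Spearman's rho 0.8784 for BO-9 to ESC, 0.8189 for ICM to BO-3 and 0.7945 for ICM to ESC, over all probes 0.9591 for BO-9 to ESC, 0.94 for ICM to BO-3 and 0.9231 for ICM to ESC, with all 3 BO-3 replicates 0.9207 for ICM to BO-3 and 3.365 for ICM to BO-3, and over all kept probes 0.801 for BO-9 to ESC, 0.9768 for ICM to BO-3, 1.297 for ICM hybrid to IO-0.5, 0.6989 for IO-1 to SBIO-1 and 0.973 for IO-3 to SBIO-3. Rank correlations and distances over more probes are other measures by construction. From ICM to IO-3, the number of arrays nearest to their own replicate stayed within the limits over the 1000 and 5000 most variable and all kept probes. The share of IO-3 genes higher in P15 stayed within its limits at the other adjusted p limit, the only alternative tried. By Spearman's rho over all probes, 11 of 17 first-run and 9 of 22 second-run arrays lay nearest to their own group. By Pearson's r over kept probes these were 14 and 19.

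Of the 312 results for named genes, 148 were no longer called in a fit of only the groups compared, 31 after median scaling with the sign kept, 31 without background correction, 20 with array weights, 15 with an offset of 50, 11 as a mean of probes, 8 without the filter, 6 with an intensity trend, 3 with a replicate block and 3 with the relisted arrays in the fit. A further 4 changed sign after median scaling. Of these, Rarg and Tex11 also lost their calls, and Arhgap18 was called the other way. From the authors' log2 values all 312 kept their calls. The number of arrays limits the precision, and on the dim hybrid ICM arrays signal over background does too.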

Differences from the paper's values

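Alternatives named here were set before the data were examined, apart from other probes of a gene, which were looked at after the values had been seen. Counts use the thresholds that the paper states, a change of at least 2-fold with an adjusted p of 0.05 in the text on the first run and 0.01 in that on the second, while its methods give 0.01 for all comparisons and the legend of Fig. 1H states none.

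For ESC minus BO-9, the paper has about 950 genes higher in ESC in Fig. 1H, read by eye, against 549 here. The value came within the paper's as 941 with all probes counted, while the other 13 alternatives still differed. For IO-3 minus IO-2, the paper has about 50 genes in Fig. 1G, read by eye, against 10 here. This count came within the paper's as 45 at an adjusted p of 0.05, while the other 13 alternatives still differed. For P4 minus P2, the paper has about 230 genes in Fig. 1G, read by eye, against 32 here. It no longer differed as 286 at an adjusted p of 0.05, while the other 13 alternatives still differed. For P15 minus P4, the paper has about 90 genes in Fig. 1G, read by eye, against 33 here. The value came within the paper's as 74 with all probes counted, 86 with an intensity trend, 76 without the filter on dim probes and 78 with an offset of 50, while the other 10 alternatives still differed. For P4 minus IO-5, the paper has about 80 genes lower in P4 in Fig. 1H, read by eye, against 171 here. This count came within the paper's as 83 without background correction, while the other 13 alternatives still differed. For P15 minus IO-5, the paper has about 200 genes higher in P15 in Fig. 1H, read by eye, against 500 here. It no longer differed as 157 in a fit of only the groups compared, while the other 13 alternatives still differed. For P15 minus IO-5, the paper has about 310 genes lower in P15 in Fig. 1H, read by eye, against 700 here. The value came within the paper's as 339 without background correction and 259 in a fit of only the groups compared, while the other 12 alternatives still differed. For ESC minus BO-9 the paper prints a smaller count of genes higher in ESC in Fig. 1D, from which 549 does not differ by over 1.5 times.

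Pearson's r between ICM and BO-3 is about 0.81 in Fig. 1B of the paper, read by eye, and 0.909 here. With all 3 alternatives it still differed, the nearest being Spearman's rho (0.819). Pearson's r between ICM and ESC is about 0.79 in Fig. 1B of the paper, read by eye, and 0.883 here. It came within the paper's value with Spearman's rho (0.794), and not with the other 2 alternatives. Pearson's r between BO-9 and ESC is about 0.88 in Fig. 1B of the paper, read by eye, and 0.938 here. It came within the paper's value with Spearman's rho (0.878), and not with the other 2 alternatives.

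Table S1 of the paper gives log2 fold changes on the same scale as here. For IO-3 minus SBIO-3, 1091 of the 1224 listed genes analysed here (89.1%) lay within 0.1 log2 of the paper's value, 1034 were called the same way and none the other way. For IO-1 minus SBIO-1, 254 of the 274 listed genes analysed here (92.7%) lay within 0.1 log2 of the paper's value, 230 were called the same way and none the other way. Of the single genes followed through the alternatives, the next ones differed from the paper's value by more than their SD here. Cd63 has -2.12 for IO-3 minus SBIO-3 in the paper's table and -1.62 here. Of 12 alternatives, only the value after median scaling (-1.97) came within the paper's, and 11 differed. Another probe of Cd63 gave -2.14 (adjusted p = 0.000671 over all probes). Ctsz has -4.165 for IO-3 minus SBIO-3 in the paper's table and -3.56 here. Of 12 alternatives, only the value as a mean of probes (-3.86) came within the paper's, and 11 differed. Another probe of Ctsz gave -4.16 (adjusted p = 3.28e-05 over all probes). Dab2 has -2.375 for IO-3 minus SBIO-3 in the paper's table and -1.81 here. It differed in all 12 alternatives. Another probe of Dab2 gave -2.40 (adjusted p = 0.000368 over all probes). Dnmt3l has 1.745 for IO-3 minus SBIO-3 in the paper's table and 1.36 here. It differed in all 12 alternatives. Another probe of Dnmt3l gave 1.73 (adjusted p = 4.14e-05 over all probes). Ezh2 has 1.785 for IO-3 minus SBIO-3 in the paper's table and 1.27 here. It differed in all 12 alternatives. Another probe of Ezh2 gave 1.76 (adjusted p = 0.00584 over all probes). Fgf10 has -2.6 for IO-3 minus SBIO-3 in the paper's table and -0.67 here. It differed in all 12 alternatives. Another probe of Fgf10 gave -2.58 (adjusted p = 0.00378 over all probes). Tbx3 has 1.61 for IO-3 minus SBIO-3 in the paper's table and 1.26 here. It differed in all 12 alternatives. Another probe of Tbx3 gave 1.58 (adjusted p = 0.00305 over all probes). Tfap2c has 2.78 for IO-1 minus SBIO-1 in the paper's table and 2.46 here. Of 12 alternatives, only the value as a mean of probes (2.58) came within the paper's, and 11 differed. Another probe of Tfap2c gave 2.77 (adjusted p = 1.92e-05 over all probes).

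Of 53 directions that the paper states for named genes, from a list drawn up after the calls had been seen, 44 were called the same way here. Fig. 2A gives no stage for its genes, so all were taken at P15, where 8 of 10 that it has higher than in ICM and 4 of 7 that it has lower were called that way. The paper has Suz12 and Ezh2 higher in IO-3 than in SBIO-3, and neither was called (1.83 log2, adjusted p = 0.0139; 1.27 log2, adjusted p = 0.0669). Suz12 was called with an intensity trend (adjusted p = 0.00667) and without SBIO-3 replicate 2 (2.65, adjusted p = 0.00138), and Ezh2 without that array (2.34, adjusted p = 0.000459) and by the other probe above. It has Fgf10 lower in IO-3, which was not called (-0.67 log2, adjusted p = 0.291) under any alternative, but was by the other probe above. It has Gata6 lower in IO-1 than in SBIO-1, which was not called (-1.74 log2, adjusted p = 0.0198), except with array weights (adjusted p = 0.00590) and without background correction (-1.59, adjusted p = 0.00633). It has Arhgap18, Rab31 and Rin2 falling from ICM to ESCs. In P15 minus ICM, Arhgap18 was higher (1.84 log2, adjusted p = 8.96e-05), and lower only after median scaling (-1.69, adjusted p = 0.000957). Rab31 was not called (-0.00031 log2, adjusted p = 0.9996), but it was called lower without hybrid ICM replicate 1 (-1.18, adjusted p = 0.00107) and higher without replicate 2 (1.19, adjusted p = 0.00134). Rin2 was not called (0.35 log2, adjusted p = 0.575), except after median scaling (-2.25, adjusted p = 2.31e-05). It has Anapc11 and Wnt3a higher than in ICM, and neither was called higher in P15 (-0.0097 log2, adjusted p = 0.987; -1.15 log2, adjusted p = 0.0226) under any alternative. After median scaling both were called lower (-3.69, adjusted p = 3.87e-05; -3.86, adjusted p = 2.86e-07), and Wnt3a also without hybrid ICM replicate 2 (-1.72, adjusted p = 0.00462). At earlier stages Anapc11 was higher in IO-1 (1.71, adjusted p = 0.00318) and Wnt3a in IO-0.5 and IO-1 (3.06, adjusted p = 4.62e-05; 3.04, adjusted p = 3.99e-05).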

Other observations

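All gene lists were set before the data were opened. The tests of X-linked genes were set after the values of Eif2s3y had been seen and before their own results, and the test of strain was chosen after its result was seen. From the BALB/c ICMs to the ESCs of the first run (3 arrays each), the glycolytic enzymes Ldha and Pgk1 rose 12.5-fold (log2 3.65, SE 0.22, adjusted p = 2.86e-10) and 4.47-fold (log2 2.16, SE 0.17, adjusted p = 1.01e-08), and Aldoc was at least 6.08-fold higher (not detected on any ICM array, adjusted p = 7.98e-11). Of 14 glycolytic enzymes, 9 were higher in the ESCs, none was lower and 5 did not pass the test, with the same counts when adjusted over the list alone (camera, adjusted p = 4.95e-05, and 0.0143 with an estimated correlation). Enzymes of fatty acid oxidation went the other way for several members, with Acadl falling 10.4-fold (log2 -3.39, SE 0.15, adjusted p = 7.02e-12) and Acaa2 10.6-fold (log2 -3.40, SE 0.26, adjusted p = 9.01e-09), while Eci1 rose 3.90-fold (log2 1.96, SE 0.14, adjusted p = 2.51e-09). Of 16 such enzymes, 5 were lower in the ESCs, 1 was higher and 10 did not pass the test, with the same counts when adjusted over the list alone (camera, adjusted p = 0.110). The immediate early genes Jun and Atf3 were at least 3.72-fold lower (not detected on any ESC array, adjusted p = 9.49e-09) and at least 3.21-fold lower (not detected on any ESC array, adjusted p = 3.80e-07), and Dusp1 fell 3.23-fold (log2 -1.69, SE 0.20, adjusted p = 1.46e-06), while the heat shock protein Hspb1 rose 5.75-fold (log2 2.52, SE 0.24, adjusted p = 1.32e-07). Of 17 immediate early and heat shock genes, 8 were lower in the ESCs, 1 was higher and 8 did not pass the test, with the same counts when adjusted over the list alone (camera, adjusted p = 0.000216, and 0.0313 with an estimated correlation). Jun and Atf3 were not called without background correction, and over all alternatives their adjusted p ran from 5.11e-10 to 4.71e-05.

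In the second run (2 arrays per group), the lysosomal proteases Ctsz and Lgmn were 11.8-fold lower (log2 -3.56, SE 0.53, adjusted p = 0.000237) and 9.26-fold lower (log2 -3.21, SE 0.40, adjusted p = 5.89e-05) in IO-3 than in SBIO-3, and the tetraspanin Cd63 3.08-fold lower (log2 -1.62, SE 0.20, adjusted p = 4.27e-05). Of 23 lysosomal genes, 6 were lower in IO-3, none was higher and 17 did not pass the test, with 8 lower and none higher when adjusted over the list alone (camera, adjusted p = 1.35e-07, and 0.00233 with an estimated correlation). In the same comparison 9 of 21 genes of primitive endoderm and its derivatives (camera, adjusted p = 8.81e-09, and 0.00144 with an estimated correlation) and 9 of 20 trophectoderm and trophoblast genes (adjusted p = 3.40e-08, and 0.00585) were lower in IO-3, and none was higher. Fgf5 and Pou3f1, genes of the formative epiblast, were at least 7.46-fold higher (not detected on any SBIO-3 array, adjusted p = 2.43e-07) and 6.70-fold higher (log2 2.75, SE 0.30, adjusted p = 1.47e-05) in IO-3, and Uhrf1, which recruits DNMT1 to new DNA, was 2.61-fold higher (log2 1.38, SE 0.22, adjusted p = 0.000347). Of 6 genes of the formative and primed epiblast, 3 were higher in IO-3, none was lower and 3 did not pass the test, with the same counts when adjusted over the list alone (camera, adjusted p = 0.0263, but adjusted p = 0.111 with an estimated correlation). The list had an adjusted p of 0.0822 after median scaling, 0.102 without the probe filter, 0.114 in a fit of only the 4 arrays compared and 0.0580 without SBIO-3 replicate 2, and of 1.78e-07 to 0.114 over all alternatives. Of 14 genes of DNA methylation and demethylation, 4 were higher in IO-3, none was lower and 10 did not pass the test, with the same counts when adjusted over the list alone (camera, adjusted p = 0.0201, but adjusted p = 0.234 with an estimated correlation). Its adjusted p was 0.124 without SBIO-3 replicate 2, and 0.000107 to 0.234 over all alternatives. The translation factor Eif1a, on the list of two-cell-like genes, was 2.16-fold higher (log2 1.11, SE 0.24, adjusted p = 0.00389). Of 5 two-cell-like genes, 1 was higher in IO-3, none was lower and 4 did not pass the test, with the same counts when adjusted over the list alone (camera, adjusted p = 0.716). On day 1, of 8 targets of TGF-β and Nodal, only Id1 was called between IO-1 and SBIO-1, and it was lower in IO-1, with the same counts when adjusted over the list alone (camera, adjusted p = 0.313). Eif1a was not called without IO-3 replicate 1, IO-3 replicate 2, SBIO-3 replicate 1 or SBIO-3 replicate 2 (adjusted p = 0.0467, 0.0155, 0.0259 and 0.0127). Ctsz, Lgmn, Cd63, Fgf5, Pou3f1, Uhrf1 and Eif1a were not called in a fit of only the 4 arrays compared, nor Eif1a with array weights, and over all alternatives their adjusted p ran from 6.30e-08 to 0.0476.

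Between the hybrid ICM and P15, Ndufs7 and Ndufa10 of mitochondrial complex I fell 7.87-fold (log2 -2.98, SE 0.34, adjusted p = 3.14e-06) and 3.80-fold (log2 -1.93, SE 0.20, adjusted p = 1.64e-06), while Ccng1, a p53 target, rose 11.4-fold (log2 3.50, SE 0.28, adjusted p = 1.09e-07) and Zmat3 was at least 5.09-fold higher (not detected on any ICM array, adjusted p = 1.06e-07). Of 31 genes of complex I, 14 were lower in P15, none was higher and 17 did not pass the test, with the same counts when adjusted over the list alone (camera, adjusted p = 0.000546, but adjusted p = 0.396 with an estimated correlation). For this list the adjusted p was 0.703 after median scaling, where its direction turned, and 8.26e-05 to 0.703 over all alternatives. Of 13 p53 target genes, 8 were higher in P15, none was lower and 5 did not pass the test, with the same counts when adjusted over the list alone (camera, adjusted p = 0.0156, but adjusted p = 0.0853 with an estimated correlation). In IO-0.5 the stress genes Ddit3 and Chac1 were at least 2.78-fold higher (not detected on any ICM array, adjusted p = 1.91e-08) and at least 5.12-fold higher (not detected on any ICM array, adjusted p = 2.26e-07) than in the hybrid ICM, and the chaperone regulator Herpud1 rose 2.86-fold (log2 1.52, SE 0.26, adjusted p = 0.000327). Of 18 genes of the unfolded protein and integrated stress response, 5 were higher in IO-0.5, 1 was lower and 12 did not pass the test, with the same counts when adjusted over the list alone (camera, adjusted p = 0.0401, but adjusted p = 0.143 with an estimated correlation). The list had an adjusted p of 0.0538 after median scaling, 0.0539 without background correction, 0.0787 in a fit of only the 4 arrays compared and 0.114 without hybrid ICM replicate 2, and of 1.92e-06 to 0.143 over all alternatives. Of 7 genes that the paper names as lower than in ICM, 4 were lower in IO-0.5, none was higher and 3 did not pass the test, with the same counts when adjusted over the list alone (camera, adjusted p = 0.0424, but adjusted p = 0.168 with an estimated correlation). Its adjusted p was 0.0551 as a mean of probes, 0.270 after median scaling, 0.0925 in a fit of only the 4 arrays compared, 0.119 without hybrid ICM replicate 2 and 0.0803 without IO-0.5 replicate 2, and 8.95e-05 to 0.270 over all alternatives. The study chose these on the same samples, so they are not independent evidence. From IO-5 to P15 the glutathione transferases Gsto1 and Gstp1 fell 2.76-fold (log2 -1.47, SE 0.25, adjusted p = 0.000845) and 2.65-fold (log2 -1.41, SE 0.29, adjusted p = 0.00261), and the peroxidase Gpx4 fell 2.07-fold (log2 -1.05, SE 0.24, adjusted p = 0.00495). Of 18 genes of glutathione metabolism, 5 were lower in P15, none was higher and 13 did not pass the test, with 1 higher and 6 lower when adjusted over the list alone (camera, adjusted p = 0.00714, but adjusted p = 0.201 with an estimated correlation). Between ICM and P15 Ndufa10 was not called in a fit of only the 4 arrays compared, and over all alternatives its adjusted p ran from 2.89e-07 to 0.0101. Between ICM and IO-0.5 Ddit3, Chac1 and Herpud1 were not called in a fit of only the 4 arrays compared, nor Herpud1 with array weights, nor Ddit3 after median scaling, and over all alternatives their adjusted p ran from 4.64e-09 to 0.175. Between IO-5 and P15 Gsto1 was not called without IO-5 replicate 2 or P15 replicate 2 (adjusted p = 0.0114 and 0.0148), nor Gstp1 and Gpx4 without IO-5 replicate 2, P15 replicate 1 or P15 replicate 2 (adjusted p = 0.0465, 0.0275 and 0.0218 for Gstp1 and 0.0695, 0.0271 and 0.0538 for Gpx4). Gsto1, Gstp1 and Gpx4 were not called without background correction, nor Gstp1 and Gpx4 in a fit of only the 4 arrays compared, nor Gstp1 as a mean of probes, nor Gpx4 after median scaling or with an offset of 50, and over all alternatives their adjusted p ran from 6.75e-05 to 0.0695.

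Genes of the sex chromosomes differed between stages. In the first run Xist had a log2 level of 7.83 ± 0.49 in the ICMs, 6.32 ± 0.24 in BO-3 and 5.28 ± 0.37 in BO-9 and was not detected in the ESCs. In the second run it stood at 8.89 ± 0.11 in IO-0.5, 5.48 ± 0.16 in IO-3 and 7.25 ± 0.57 in SBIO-3 and was not detected in P4 and P15. Eif2s3y, on the Y chromosome, stood at 10.6 ± 0.20 in BO-9 and 6.57 ± 1.5 in the BALB/c ESCs. A candidate explanation is more XX cells among these ESCs, for which X-linked genes should lie at least 0.1 log2 above others. The median of 402 X-linked genes lay 0.0528 above that of others, with an SD of 0.0272 over 1000 random lists, and camera did not pass 0.05, which leaves this open. In the hybrid ESCs Eif2s3y stood at 9.50 ± 0.10 in P2 and 12.0 ± 0.32 in P15, and Uty, also Y-linked, at 5.18 ± 0.023 and 7.00 ± 0.082 (Xist, Eif2s3y and Uty were picked for this paragraph after their values were seen). More XY cells at P15, in place of XX cells with both X chromosomes active, would set X-linked genes at least 0.1 lower. The median of 349 X-linked genes lay 0.0234 higher than that of others, with an SD of 0.0329 over random lists, which argues against that replacement. XY cells in place of cells with only 1 active X chromosome would leave X-linked genes level, so more XY cells in that form stay open.

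Some genes had no signal in the BALB/c ICMs and outgrowths and a clear one in the ESCs of the same strain. Thumpd1 and Pdrg1 had log2 levels of 4.27 and 4.36 in BO-9 and 9.80 and 8.36 in the ESCs. ESCs of another strain could give this. Of 5 probes detected on all hybrid arrays and on no relisted BALB/c ICM array (those of Tedc1, Dclk2, Eif2ak2, Pdrg1 and Thumpd1, named after their values were seen), 40% were detected on all ESC arrays and on no BO-9 array, Pdrg1 and Thumpd1, and all 5 were detected on all 3 ESC arrays. Of 35 probes detected on both relisted BALB/c ICM arrays and on no hybrid array, 33 were detected on no ESC array, but 25 were also on no BO-9 array and 27 on no BO-3 array. With 5 probes this cannot be told apart from genes that ESCs of the same strain switch on.

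For counts of the first run with 3 arrays per group, other splits of the same 6 arrays were counted, 10 in each comparison, of which 1, the real split, gave a count as large. BO-7 against BO-5 gave 69 genes in the real split and at most 0 in the others, BO-9 against BO-7 gave 107 and at most 1, the ESCs against BO-9 gave 1564 and at most 0, and the ESCs against the ICMs gave 2941 and at most 1. Those 10 splits are too few for a share under 0.05.

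The change from ICM to ESCs went the same way in both strains more often than independent calls would. Of 9208 genes tested in both runs, 776 were higher in both (358.9 if the calls were independent) and 421 lower in both (273.2), while 135 were higher in the hybrid and lower in the BALB/c ESCs and 96 the reverse. Pearson's r of the log2 changes was 0.399 and Spearman's rho 0.339, across genes, which are not independent replicates. Strain, passage and array type differ between the runs, and the hybrid ICM arrays were dim.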
